# Synergistic Cytotoxicity of Renieramycin M and Doxorubicin in MCF-7 Breast Cancer Cells

**DOI:** 10.3390/md17090536

**Published:** 2019-09-16

**Authors:** Jortan O. Tun, Lilibeth A. Salvador-Reyes, Michael C. Velarde, Naoki Saito, Khanit Suwanborirux, Gisela P. Concepcion

**Keywords:** renieramycin M, doxorubicin, synergistic combination chemotherapy, real-time profiling, cell cycle, gene expression profiling, apoptosis, breast cancer, blue sponge, DNA damage response

## Abstract

Renieramycin M (RM) is a KCN-stabilized tetrahydroisoquinoline purified from the blue sponge *Xestospongia* sp., with nanomolar IC_50_s against several cancer cell lines. Our goal is to evaluate its combination effects with doxorubicin (DOX) in estrogen receptor positive MCF-7 breast cancer cells. MCF-7 cells were treated simultaneously or sequentially with various combination ratios of RM and DOX for 72 h. Cell viability was determined using the MTT assay. Synergism or antagonism was determined using curve-shift analysis, combination index method and isobologram analysis. Synergism was observed with pharmacologically achievable concentrations of DOX when administered simultaneously, but not sequentially. The IC_95_ values of RM and DOX after combination were reduced by up to four-fold and eight-fold, respectively. To gain insights on the mechanism of synergy, real-time profiling, cell cycle analysis, apoptosis assays, and transcriptome analysis were conducted. The combination treatment displayed a similar profile with DNA-damaging agents and induced a greater and faster cell killing. The combination treatment also showed an increase in apoptosis. DOX induced S and G2/M arrest while RM did not induce significant changes in the cell cycle. DNA replication and repair genes were downregulated commonly by RM and DOX. p53 signaling and cell cycle checkpoints were regulated by DOX while ErbB/PI3K-Akt, integrin and focal adhesion signaling were regulated by RM upon combination. Genes involved in cytochrome C release and interferon gamma signaling were regulated specifically in the combination treatment. This study serves as a basis for in vivo studies and provides a rationale for using RM in combination with other anticancer drugs.

## 1. Introduction

The standard treatment for advanced breast cancer includes doxorubicin (DOX), administered either as monotherapy or in combination with other cytotoxic or targeted drugs [1]. However, its use has been limited because of dose-limiting toxicities such as cardiotoxicity. Moreover, the generation of drug-resistant tumors after continued therapy is still inevitable, and this eventually narrows down the treatment armamentarium. It is imperative therefore, to keep looking for new drug combinations that can enhance or maintain efficacy, while minimizing toxicity and delaying the development of drug resistance.

Renieramycin M (RM) is a KCN-stabilized tetrahydroisoquinoline purified from the blue sponge *Xestospongia* sp. (Figure 1), with nanomolar IC_50_s against the colon, lung, melanoma, and pancreatic cancer cells [2,3,4,5,6,7]. RM induces apoptosis and inhibits invasion and migration in non-small cell lung cancer cells (NSCLC) in vitro, making it a potential antimetastatic agent [8].

RM is structurally related to ecteinascidin-743 (Et-743; Trabectedin, Yondelis^®^), an anticancer drug for advanced soft tissue sarcoma and recurrent platinum-sensitive ovarian cancer. The renieramycins and ecteinascidins are the two major categories of the 1,2,3,4-tetrahydroisoquinoline alkaloids that have an anticancer effect. This warrants further investigation on the potential clinical utility of RM. A transcriptional structure–activity relationship (SAR) study and molecular network profiling revealed that RM and the ecteinascidin class of compounds induce apoptosis via a common pathway in the colon, breast [2], and glioblastoma cells [9]. Et-743 was reported to have a sequence-dependent synergistic effect with paclitaxel in breast carcinoma [10], and with doxorubicin in soft tissue sarcoma in vitro [11]. In view of the similarities between RM and Et-743, we hypothesize that RM can act also synergistically with standard cytotoxic drugs and thus, may be potentially useful to improve the therapeutic outcome.

In this study, we investigated the effects of the combination of RM and DOX in estrogen receptor positive (ER^+^) MCF-7, an in vitro model for the most common type of breast cancer and determined the drug ratio and regimen that will yield a synergistic effect. We also determined the effects of the combination on the cell cycle, apoptosis, and transcriptome in order to gain insights on the mechanism of combinatorial synergy, which could suggest therapeutic strategies for the treatment of breast cancer.

## 2. Results

### 2.1. RM Is More Potent Than DOX in MCF-7 Cells 

The prerequisite for determination of synergistic activity is to know the potency and slope of the concentration-response curves of the individual drugs. Using MTT cytotoxicity assay, we determined the IC_50_ of RM and DOX in MCF-7 breast cancer cells after 72 h of exposure. Figure 2A shows the concentration-dependent cytotoxicity of the individual drugs, with RM being ~60-fold more potent (IC_50_ = 6.0 ± 0.5 nM) than DOX (IC_50_ = 356 ± 25 nM). Significant cytotoxicity was observed starting at 3.16 nM and 100 nM for RM and DOX, respectively. RM also shows a steeper sigmoidal curve compared to DOX as indicated by their slopes (m values; Figure 2B). Both compounds have R^2^ > 0.95 indicating an excellent linear correlation. 

We also monitored the effects of RM and DOX singly in real-time for a period of seven days and calculated the IC_50_ at different time points. The IC_50_ values of RM and DOX decreased over time indicating time-dependent cytotoxicity (Figure 2C, Figure S3). The IC_50_ of RM at all time points were lower than DOX, reflecting the more potent cytotoxicity of RM over DOX. RM also induces faster cytotoxicity (~24 h) than DOX (~48 h; Figure 2C). Interestingly, the cytostatic effect of DOX was observed after 24 h of exposure as shown by the brief lag in IC_50_. After 72 h, the IC_50_ of RM is almost constant, while that of DOX continued to gradually decrease.

### 2.2. RM Synergizes with DOX at Different Combination Ratios When Administered Simultaneously, But Not Sequentially in MCF-7 Cells

The next question that we addressed was whether RM could work synergistically with DOX. The combined effect of RM and DOX (RM + DOX) on MCF-7 breast cancer cells was investigated using an MTT cytotoxicity assay. First, cells were treated with RM and DOX at equipotent molar ratio (RM IC_50_/DOX IC_50_). Since RM was ~60-fold more potent than DOX (Figure 2A), a 1:60 constant ratio of RM:DOX was administered concurrently to the cells for 72 h. To demonstrate synergistic activity, multiple analytical approaches like the curve-shift analysis, combination index (CI), and isobologram analysis were performed. RM + DOX at the equipotent ratio (1:60) showed synergistic activity when ≥90% of MCF-7 cells were inhibited (Figure S4). 

The dosage and schedule of administration are important in combination chemotherapy since this can affect the therapeutic outcome. Depending on the ratio and schedule of administration (simultaneous or sequential), combination of cytotoxic compounds can yield a synergistic, additive, or antagonistic effect. This prompted us to determine the drug ratio and regimen that will yield maximum synergy. MCF-7 cells were treated simultaneously (RM + DOX) or sequentially with various constant molar ratios. For the sequential administration of compounds, cells were exposed either to RM first for 24 h, followed by DOX for 48 h (RM → DOX), or its reverse sequence, DOX for 48 h, followed by RM for 24 h (DOX → RM), without a washing step in between administrations (Figure S2). The exposure time was based on the real-time profile of the individual drugs, wherein RM required a shorter time to induce cytotoxicity than DOX (Figure 2C). To quantify synergistic effects, the CI values were calculated using the method of Chou and Talalay [13], where CI values < 1, =1, or >1 would mean synergistic, additive, or antagonistic activity, respectively. Table 1 shows the CI values at different inhibition levels (IC_50_–IC_95_) for each combination ratio and regimen tested.

In general, synergism was observed at high inhibition levels (≥90% inhibition), while additivity to antagonism was observed at lower inhibition levels (≤75% inhibition; Table 1). Synergism at high inhibition levels is more clinically relevant [14,15]. Among the three regimens, the highest synergistic effect was observed with the simultaneous treatment (Table 1). Sequential treatment of RM, followed by DOX (RM → DOX) yielded additive effect at high inhibition levels, while its reverse sequence (DOX → RM) showed an antagonistic effect (Table 1).

In the simultaneous treatment schedule, synergistic cytotoxicity was observed in multiple combination ratios, particularly within the 1:20 to 1:80 molar ratios, with the most synergistic effect observed at 1:50 and 1:40 (Figure 3 and Figure 4A). For the 1:50 and 1:40 combination ratios, synergistic effects were observed from IC_50_ to IC_95_ (Figure 3 and Figure 4A). In the CI plot, values that fell below and above the line (CI = 1) would mean synergism and antagonism, respectively (Figure 3A). The CI analysis is well supported by the curve-shift analysis showing significant enhancement of cytotoxic effects of both drugs as evidenced by the shift of the curve to the left relative to the single drug concentration-response curves (Figure 3B; Figure S5). The cytotoxicity of the individual drugs was significantly enhanced particularly when near IC_50_ or sub IC_50_ of each compound (3.13 to 6.25 nM for RM and 250 to 500 nM for DOX) were combined (Figure 3B,C, Figure S5). The synergistic activity is also reflected in the isobologram analysis (Figure 3D). The diagonal line in the isobologram is the line of additivity at 95% inhibition level. Similar to the CI plot, isoboles of the combinations that fall below and above the line of additivity indicated synergistic and antagonistic effects, respectively. In addition, combination of RM and DOX, lowered the concentrations required for both drugs to induce 95% inhibition (Figure 3D–F, Table S1). DOX IC_95_ was reduced by four- to 15-fold, while RM IC_95_ was reduced by two- to three-fold. (Figure 3D–F; Table S1). To investigate the mechanism of RM and DOX synergy, we used 1:50 ratio in the subsequent assays.

### 2.3. Combination of RM and DOX Displays Similar Profile with DNA-Damaging Agents with Accelerated and Increased Cytotoxicity

The effects of RM and DOX, singly and in combination, on MCF-7 cells were monitored in real-time using the xCELLigence^®^ System. This system utilizes a biosensor to assess compound-mediated cytotoxicity based on impedance [16]. The extent of change is proportional to the quantity, degree of attachment, and morphological alterations of the cells.

MCF-7 cells exposed to RM and DOX singly for seven days showed a concentration-dependent cytotoxicity indicated by the decrease in the cell index with increasing concentrations of RM and DOX (Figure S6A,B). This translated to sigmoidal concentration-response curves (Figure S6C), with IC_50_ values similar to those from the MTT cytotoxicity assay (Figure 2A). The cell index of vehicle treatments (0.1% DMSO for RM and sdH_2_O for DOX) increased over time indicating that the cells were viable (Figure S6A,B). Cells treated with 7.8 to 500 nM DOX showed a transient increase in the cell index higher than the vehicle treatment (Figure S6A; Figure 4A). This was followed by a decrease in the cell index over time. This kinetic pattern observed for DOX is a signature profile of DNA damaging agents such as topoisomerase inhibitors (e.g., etoposide, camptothecin, etc.) and anti-metabolites (e.g., 5-FU, and methotrexate) [17,18] that induce senescence [19,20,21]. In contrast, RM caused the same pattern, however, the transient increase in the cell index was lower than the vehicle treatment (Figure S6B; Figure 4A,B). This experiment was repeated at least three times, and similar results were obtained.

To validate this result, a parallel experiment on regular culture dishes were morphologically observed after 30, 48, and 72 h of exposure. RM and DOX (2000 nM) caused shrinkage, blebbing of membrane, and detachment of MCF-7 cells from the wells suggesting apoptotic cell death (Figure 4C; Figure S7A,B). In contrast, cells treated with near IC_50_ of DOX (125 to 500 nM) caused the cells to become enlarged and flattened with embossed nucleus and cytoplasmic protrusions (Figure 4C; Figure S7B), which are features of senescent cells [22,23]. These morphological alterations induced by DOX may be causing the initial increase in the cell index above vehicle treatments. The difference between the kinetic cell response profiles of RM and DOX therefore suggests that RM damages the DNA but does not induce senescence. This may also hint to a possible off-target or a different mode of action simultaneously taking place. The power of temporal resolution in predicting novel or off-targets of other compounds (i.e., monastrol and celecoxib) using a real-time cell analyzer (RTCA) has also been described [17].

Synergistic cytotoxicity was also evident in real-time. A greater decrease in the cell index values after combination treatment was observed, particularly with the following combinations: 6.25 nM RM + 313 nM DOX (Figure 4A) and 25 nM RM + 1250 nM DOX (Figure 4B). Moreover, a decrease in the cell index occurred at earlier time points indicating accelerated cytotoxicity when RM and DOX were used in combination. This was confirmed with morphological examination, with more dead cells observed in the combination than in the individual treatments (Figure 4C; Figure S7C).

The RM + DOX kinetic profile also resembled that of DNA-damaging agents (Figure 4A,B; Figure S6D); however, the transient increase in the cell index above control levels was not observed. This suggests an amplification of DNA damage, without recovery, and loss or reduction in the number of senescent cells. However, we do not exclude the possibility that other pathways may have contributed to the synergistic effect.

### 2.4. Combination of RM and DOX Increases Apoptosis

Subsequently, we determined the effect of RM and DOX, singly and in combination, on the cell cycle. RM alone does not significantly affect the cell cycle. Only cells treated with high concentrations of RM (25 and 100 nM) induced late accumulation of cells in S and G2/M, which was only observed at 72 h (Figure 5A; Figure S8). In contrast, low concentrations of DOX alone (125 to 500 nM) showed a more pronounced G2/M arrest after 72 h without a significant increase in sub-G1 (Figure 5A, Figure S8). Meanwhile, high concentrations of DOX (2000 to 8000 nM) induced an arrest in S phase after 72 h, with a marked increase in sub-G1, suggesting that cells have undergone apoptosis. For the combination, higher concentration (25 nM RM + 1250 nM DOX) arrested the cells in S phase and slightly in G2/M, while lower concentrations (i.e., 6.25 nM RM + 313 nM DOX) arrested the cells in G2/M only (Figure 5A). These effects on the cell cycle may be attributed to DOX. Significant increase in sub-G1 was also observed (Figure 5A) and may have been induced both in a cell cycle-dependent and -independent manner.

Sub-G1 population is usually difficult to demonstrate in MCF-7, since this cell line is deficient in caspase 3, an enzyme responsible for DNA fragmentation [24,25]. For instance, the cell viability of MCF-7 at 72 h-post treatment with 25 nM and 100 nM RM was almost 5%–10% (Figure 2A), while sub-G1 was only at 23%–25% (Figure 5A). It is also possible that aside from apoptosis, another mode of cell death was induced by RM. To confirm apoptosis, we conducted Annexin V staining of the membrane and nuclear staining. Figure 5B,C shows an increase in the induction of apoptosis after simultaneous treatment of RM and DOX at 1:50 combination ratio compared to the individual drug treatments. This is evidenced by the increase in number of cells with condensed nuclei and Annexin V positive cells. The increase in apoptosis after the combination treatment was consistent with the real-time data (Figure 4) and MTT cytotoxicity assay (Figure 3).

### 2.5. Combination of RM and DOX Shows Signature Gene Expression Profile Unique from the Single Drug Treatments

To gain insights into the mechanism of synergism of RM + DOX, a microarray-based transcriptome analysis of MCF-7 treated with near IC_50_ of RM (6.25 nM), DOX (313 nM), and its combination (1:50) was conducted. 

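MCF-7, an estrogen receptor-positive line of luminal breast cancer cells, was exposed for 60 h to vehicle, RM, DOX or RM + DOX, and its RNA was hybridised to PrimeView arrays. RM is an alkaloid with quinone rings, and DOX is an anthracycline that traps topoisomerase II on DNA. There were 2 arrays of vehicle (Neg), 2 of RM at 6.25 nM, 2 of DOX at 313 nM and 3 of 6.25 nM RM with 313 nM DOX. The sample labels name DMSO as the vehicle, and the paper's text names DMSO with water. The values are log2 signals that the authors had normalized with RMA, which sets every array to one distribution, and the array medians lay between 6.12 and 6.17. The lowest signal was 2.11, and the background probes averaged 2.39 to 2.42 by group. The poly-A spikes, bacterial transcripts added to each RNA sample, averaged 7.80 ± 0.20 (SD, n = 2 arrays) in Neg, 8.02 ± 0.19 (n = 2) in RM, 7.70 ± 0.17 (n = 2) in DOX and 8.61 ± 0.39 (n = 3) in RM + DOX. The hybridisation controls, added later, averaged 10.8, 10.9, 10.9 and 11.2 in the same order. Each gene was compared between groups with limma's moderated test over all 9 arrays, and p-values were adjusted over all genes by the Benjamini-Hochberg method. A gene is said to have risen or fallen, or to be a DEG, where its adjusted p was under 0.05 and its change at least 2-fold. The methods say that the single treatments and the vehicle were prepared in duplicates and the combination in triplicates, so the p-values measure the spread between such preparations. With 2 or 3 arrays per group, the number of arrays limits the precision of each mean. Whether RM + DOX differed from the sum of the log2 changes in RM and in DOX was tested as an interaction. 28 gene lists, the settings to be varied and the rule for naming genes were fixed before the data were examined. The paper had been read by then. Some lists hold genes that it names from these samples, so their tests are not wholly independent of it. Each list was tested against the other genes with camera at a preset correlation between genes, adjusted over the 28 lists of a comparison, and again with an estimated correlation.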

We used the real-time kinetic profiles to determine a time point for comparative gene expression analysis. RNA was collected after 60 h, which is the onset of synergistic cytotoxicity (Figure 4B). At this time point, evident changes between treatments and the negative control were observed (Figure 4B).

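ESR1, the estrogen receptor of luminal cells, stood at 10.32 ± 0.036 (SD, n = 2 arrays) in Neg and XBP1, a transcription factor of secretory cells, at 12.75 ± 0.0079. The median log2 signal of 12 luminal genes was 12.6 in Neg, 12.2 in RM, 12.7 in DOX and 12.0 in RM + DOX, where ESR1 and XBP1 fell (2 of 12 genes, and 2 when adjusted over the list alone), with camera adjusted p = 0.0264 in RM, 0.924 in DOX and 0.00425 in RM + DOX and adjusted p = 0.398, 0.961 and 0.339 with an estimated correlation. Of the leukocyte genes, only CD14, a receptor for bacterial lipid, was a DEG and higher in RM, DOX and RM + DOX (1 of 10 each, and 1 when adjusted over the list alone), and of the basal genes only KRT15, a keratin, with a log2 change of 2.47 in DOX and 1.61 in RM + DOX (1 of 5 each, and 1 when adjusted over the list alone). None of the 9 fibroblast or 7 endothelial genes was a DEG by limma, at an adjusted or an unadjusted p. Of 10 housekeeping genes, HPRT1, which recycles purines, fell in DOX (-1.30, standard error 0.091) and RM + DOX (-1.98, standard error 0.083), and B2M, the light chain of HLA class I, rose in RM + DOX (the same genes when adjusted over the list alone); the housekeeping list did not pass camera (adjusted p = 0.140, 0.936 and 0.597 in RM, DOX and RM + DOX). The basal, fibroblast, leukocyte and endothelial lists did not pass camera in any treatment, with adjusted p from 0.112 (leukocyte, RM) to 0.953 (fibroblast, DOX). Of 49395 probe sets, 44994 carried a single gene symbol, which gave 18132 genes, 11735 of them with 2 or more probe sets. Each gene was represented by its probe set with the highest mean signal. Unless said otherwise, a gene short of 2-fold was so by that probe set, and its other probe sets may differ.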

A total of 20084 genes were analyzed using the Affymetrix PrimeView Human Gene Expression Array. Genes with at least two-fold change in expression relative to the vehicle control (0.1% DMSO + sdH_2_O), with false discovery rate (FDR) *p* < 0.05 were considered differentially expressed genes (DEGs). 

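Among genes with a mean log2 signal of at least 6 in some group, those that rose most were ST6GAL1 in RM, CLCA2 in DOX and PGF in RM + DOX. ST6GAL1, which adds sialic acid to surface glycoproteins, rose from 3.80 ± 0.13 (SD, n = 2 arrays) in Neg to 7.13 ± 0.14 (n = 2) in RM, a log2 change of 3.33 (standard error 0.13, adjusted p = 6.82e-08). CLCA2, a membrane protein induced by p53, rose in DOX to 8.42 ± 0.011 (n = 2), a log2 change of 4.40 (standard error 0.17, adjusted p = 1.23e-08). PGF, a growth factor of blood vessels, was 24.4-fold higher in RM + DOX (standard error 0.15, adjusted p = 1.86e-09). RM had 647 DEGs (3.57% of 18132 genes), DOX 1030 (5.68%) and RM + DOX 1926 (10.6%), with median fold sizes of 2.48, 2.65 and 2.69. Directly compared, RM + DOX had 670 DEGs against DOX and 606 against RM. The counts were the same with unadjusted p-values in these 5 comparisons. Without a minimum fold, 7254 genes passed in RM, 6647 in DOX and 9151 in RM + DOX. The methods' t-test, named there for general comparisons and not for the arrays, called 60, 732 and 1910 genes with adjusted p-values and 633, 1018 and 1925 with unadjusted ones. When the arrays were centred on their poly-A spikes instead, 898, 1030 and 4259 genes were DEGs. The gap between the 3' and 5' probe sets of actin, which widens as RNA degrades or is copied short, was 0.47 ± 0.018 (SD, n = 2) in Neg, 0.67 ± 0.024 (n = 2) in RM, 0.66 ± 0.10 (n = 2) in DOX and 1.00 ± 0.060 (n = 3) in RM + DOX, so it was widest in the group with the most DEGs. The gap for GAPDH was -0.020, 0.018, 0.024 and 0.099 in the same order.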

The single drug treatments, RM and DOX induced 1005 (5%) and 1394 (7%) DEGs, respectively, while the combination treatment, RM + DOX induced the greatest number of DEGs, 2663 (13%), probably due to the synergistic effect (Figure 6A). More DEGs were downregulated both in single and combination treatments. 

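Among genes with a mean log2 signal of at least 6 in some group, the deepest decreases in RM were in AGR3, VPS13B and ATXN1, and those in DOX in NDC80 and DLGAP5, which act in mitosis. AGR3, an endoplasmic reticulum protein of luminal cells, fell by 3.86 on the log2 scale in RM (standard error 0.18), from 8.46 ± 0.012 (SD, n = 2 arrays) to 4.60 ± 0.12 (n = 2). SMYD3, a methyltransferase, was 10.0-fold lower in RM (standard error 0.13, adjusted p = 6.82e-08) and 13.7-fold lower in RM + DOX. DLGAP5, a spindle protein, was 36.3-fold lower in DOX (standard error 0.097, adjusted p = 1.84e-10). RERG, a Ras-like brake on growth that depends on estrogen, fell most in RM + DOX, where it was 32.8-fold lower (standard error 0.13, adjusted p = 7.8e-10). In RM 501 genes fell and 146 rose, so 77.4% of the DEGs were lower. The split was 592 lower and 438 higher in DOX (57.5% lower) and 1140 lower and 786 higher in RM + DOX (59.2%). The balance turned where no minimum fold was required, with 3088 genes lower and 4166 higher in RM (42.6% lower), 3271 and 3376 in DOX (49.2%) and 3863 and 5288 in RM + DOX (42.2%), and the median log2 change over all genes was 0.098, 0.052 and 0.084. It also depended on the centring of the arrays: centred on the spikes, the DEGs were 91.4% lower in RM, 48.3% in DOX and 95.6% in RM + DOX.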

A principal component analysis showed that RM, DOX, and RM + DOX had different signature gene expression profiles (Figure 6B). 

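RND1, a Rho-family GTPase that loosens cell adhesion, stood at 6.86 ± 0.22 (SD, n = 2 arrays) in Neg, 9.49 ± 0.011 (n = 2) in RM, 7.68 ± 0.042 (n = 2) in DOX and 9.70 ± 0.036 (n = 3) in RM + DOX. TIMP3, an inhibitor of matrix proteases, stood at 7.66 ± 0.059, 8.21 ± 0.12, 11.18 ± 0.18 and 10.20 ± 0.078 in the same groups. CXCL12, a chemokine induced by estrogen, moved in opposite directions, with log2 changes of -1.34 in RM (standard error 0.12, adjusted p = 1.06e-05) and 1.83 in DOX (standard error 0.12, adjusted p = 5.92e-07). The first component held 62.2% of the variance over the 18132 genes, the second 26.2% and the third 5.65%. On the first component the Neg arrays lay at -53.5 and -53.9, RM at -11.7 and -9.59, DOX at 10.1 and 7.55, and RM + DOX at 36.2, 40.8 and 33.9. The second component set RM (-26.2 and -27.1) apart from DOX (35.9 and 37.3), with RM + DOX between them at -8.41, -8.64 and -8.09 and Neg at 2.64 and 2.57. With each gene scaled to an SD of 1, the first component held 38.9% of the variance and the second 22.3%.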

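TTK, a kinase of the spindle checkpoint, stood at 4.66 ± 0.22 (SD, n = 3 arrays) in RM + DOX, close to 3.95 ± 0.12 (n = 2) in DOX and far from 8.19 ± 0.100 (n = 2) in RM. NCKAP5, a microtubule-binding protein, stood at 3.19 ± 0.14 in RM + DOX, close to 2.86 ± 0.22 in RM and far from 5.98 ± 0.35 in DOX. Over all 18132 genes, the mean Euclidean distance of the RM + DOX arrays was 57.6 to DOX, 57.7 to RM and 92.5 to Neg, against 20.7 between the RM + DOX arrays. The distance to DOX minus that to RM was -0.122 (SD over the RM + DOX arrays 1.09, n = 3), within the spread of the arrays, and it ran from -1.19 without DOX replicate 2 to 0.943 without DOX replicate 1. Over the genes that were DEGs in any treatment, RM + DOX lay at 43.9 from DOX and 47.0 from RM, a difference of -3.16 (SD 0.854, n = 3). Cut into 2 clusters, the arrays of DOX and RM + DOX grouped together and those of Neg and RM together, over all genes and over the DEGs. With each DEG scaled to an SD of 1 and 3 clusters, RM + DOX grouped with RM.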

Hierarchical clustering indicated that the gene expression profile of the combination is more similar to DOX (Figure 6C) than RM. This may be due to the significant overlap of DEGs in RM + DOX combination with DOX (22%) than RM (15%; Figure 6D).

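RASD1, a Ras-like protein, rose by 7.35-fold in RM, 7.42-fold in DOX and 17.4-fold in RM + DOX (standard error of the log2 change 0.079, n = 3 arrays of RM + DOX and 2 of each other group). GAL, the neuropeptide galanin, was a DEG in RM (4.60-fold higher) and RM + DOX (8.15-fold), and SHC4, a signaling adaptor, in DOX (11.4-fold higher) and RM + DOX (3.23-fold). Of the 2226 genes that were DEGs in any treatment, 554 (24.9%) were shared by DOX and RM + DOX alone, 343 (15.4%) by RM and RM + DOX alone, and 236 (10.6%) by all 3 treatments. 8 genes were shared by RM and DOX alone, and 60 were DEGs in RM, 232 in DOX and 793 in RM + DOX and in no other treatment. The parts depended on the test and the centring: shared by DOX and RM + DOX alone, by RM and RM + DOX alone, by all 3 treatments and in RM + DOX alone were 562, 39, 20 and 1289 genes with the methods' t-test, which is not their test for the arrays, at adjusted p-values, and 385, 602, 271 and 3001 with the arrays centred on the spikes. With the main settings, RM + DOX contained 579 of the RM DEGs (89.5%) and 790 of the DOX DEGs (76.7%), with 1 of the latter in the opposite direction. Of 244 genes called in both RM and DOX, 85 were higher in both, 153 lower in both and 6 opposite. From independent calls, 3.53 higher and 16.4 lower would be shared by RM and DOX, 6.33 and 31.5 by RM and RM + DOX, and 19.0 and 37.2 by DOX and RM + DOX. Part of this excess may come from the Neg arrays, which all 3 comparisons use and which are too few to be split. In 100 simulated sets with these array numbers and no changed gene, limma called no gene in both comparisons. Unchanged genes hardly reach the 2-fold minimum, so this cannot show how much of the excess came from the shared arrays. In these sets the shared controls gave a covariance of 0.00477 between the log2 changes in RM and DOX, against 0.117 measured.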

We performed gene ontology (GO) statistical overrepresentation test (FDR, *p* < 0.01) to identify the biological processes, cellular components, and molecular functions associated with the DEGs. 

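NDC80, SPC25 and NUF2, subunits of the complex that ties the kinetochores of chromosomes to microtubules, fell in each treatment. NDC80 was 44.1-fold lower in DOX (standard error 0.20, adjusted p = 7.7e-09), 32.5-fold lower in RM + DOX (standard error 0.18, adjusted p = 3.43e-09) and 2.17-fold lower in RM (standard error 0.20, adjusted p = 0.00124), where it was not a DEG without RM replicate 2 (log2 change -0.94). SPC25 had log2 changes of -1.37, -4.79 and -4.48 and NUF2 of -1.20, -4.02 and -3.88 in RM, DOX and RM + DOX (standard errors 0.081 to 0.091). Of 41 genes of mitosis, 9 fell in RM, 38 in DOX and 36 in RM + DOX, and none rose (the same counts when adjusted over the list alone). Their median log2 changes were -0.64, -4.02 and -3.44. By camera the list was lower than the other genes in RM (adjusted p = 9.2e-16), DOX (5.04e-43) and RM + DOX (4.12e-27), and also with an estimated correlation (adjusted p = 0.0490, 0.0183 and 0.0388). Over the 28 lists, 15 passed camera in RM (5 higher and 10 lower), 11 in DOX (3 and 8) and 15 in RM + DOX (4 and 11), of which 7, 5 and 2 also passed with an estimated correlation.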

RM, DOX, and RM + DOX have common enriched annotations: DNA repair, DNA replication, cell cycle checkpoints in G1/S and G2/M, and extrinsic apoptosis signaling for biological processes (Figure 7A); ATP binding, protein dimerization activity, double-stranded DNA binding, microtubule binding, and DNA-dependent ATPase activity for molecular functions (Figure 7B); and cytosol, nuclear lumen, condensed chromosome, kinetochore, Ndc80 complex, and the replication fork for cellular components (Figure 7C). This suggests that RM and DOX have an overlapping mechanism of action that is activated both in the single and combination treatments. Taken together, the GO analysis reveals that both RM and DOX affect the DNA and stall the replication, then perturb the cell cycle, and finally induce cell death via apoptosis. The gene expression data corroborates with the real-time cytotoxicity data, showing the characteristic profile of DNA damaging agents (Figure 3), as well as with the cell cycle and apoptosis data (Figure 6).

Interestingly, there are gene ontologies that are common only between RM alone and RM + DOX (RM ∩ RM + DOX) and DOX alone and RM + DOX (DOX ∩ RM + DOX; Figure 7). For RM and RM + DOX, this includes neurogenesis, regulation of cell migration, angiogenesis, response to reactive oxygen species (ROS), and ErbB signaling pathway for biological processes; lipid binding, Ras GTPase binding, transcription factor binding, ligase activity, and protein C terminus binding for molecular functions. 

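Single genes that were DEGs in both RM and RM + DOX included regulators of migration, a matrix protein and redox enzymes. Migration was not tested as a list. CXCR4, the receptor that guides cells along CXCL12, rose to 10.31 ± 0.065 (SD, n = 2 arrays) in RM and 10.46 ± 0.077 (n = 3) in RM + DOX from 7.83 ± 0.012 (n = 2) in Neg, and also rose in DOX. RND1 and GAL rose in RM and RM + DOX, and FN1, the matrix protein fibronectin, was 2.97-fold lower in RM (standard error 0.13, adjusted p = 8.65e-06) and 3.07-fold lower in RM + DOX (standard error 0.12, adjusted p = 7.67e-07), with a log2 change of 0.23 in DOX (adjusted p = 0.211). AKR1C2, an NRF2 target that reduces ketones and quinone-like compounds, had log2 changes of -1.71 in RM (standard error 0.068, adjusted p = 6.82e-08) and -2.67 in RM + DOX (standard error 0.062, adjusted p = 5.43e-10); the RM call ended when the probe sets of the gene were averaged (-0.78). ME1, which makes NADPH, fell by 1.38 in RM and by 2.22 in RM + DOX on the log2 scale. Of 19 NRF2 targets, 3 fell in RM (AKR1C2, ME1 and AKR1C3). None reached the 2-fold minimum of a DEG in DOX by limma, at an adjusted or an unadjusted p. In RM + DOX the same 3 fell and HMOX1 and AKR1B10 rose (the same counts in each treatment when adjusted over the list alone). AKR1C3 was not a DEG in RM without RM replicate 2 (log2 change -0.98). The list did not pass camera in RM (adjusted p = 0.167), DOX (0.924) or RM + DOX (0.636).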

No unique cellular component was found for RM and RM + DOX. For DOX and RM + DOX, the common ontologies include signal transduction by p53 class mediator, intrinsic apoptotic signaling pathway, protein sumoylation, regulation of cyclin-dependent kinase (CDK) activity, and histone exchange for biological processes; exonuclease activity, damaged DNA binding, histone kinase activity, and RAGE receptor binding for molecular function; and centriole, DNA repair complex and α-DNA polymerase:primase complex for cellular components. 

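Targets of p53 rose in DOX and in RM + DOX. TP53I3, a p53 target that makes reactive oxygen, was 12.2-fold higher in DOX (standard error 0.12, adjusted p = 3.97e-09) and 19.2-fold in RM + DOX (standard error 0.11, adjusted p = 7.25e-10). FAS, a death receptor, rose by 2.37 in DOX and 2.75 in RM + DOX on the log2 scale (standard errors 0.13 and 0.12), and TNFRSF10C, a decoy receptor for TRAIL, by 2.20 and 2.48. Of 30 p53 targets, 22 rose in DOX and none fell, 24 rose in RM + DOX and POLK fell, and 5 rose in RM (the same counts when adjusted over the list alone). The 5 in RM were TP53I3, PLK3, GADD45A, FAS and TP53INP1. By camera, p53 targets as a list passed in RM (adjusted p = 3.34e-07), DOX (2.39e-17) and RM + DOX (6.73e-13), and with an estimated correlation (adjusted p = 0.0490, 0.0183 and 0.0388). Of the 21 measured genes that Table S3 lists for p53 signaling in DOX ∩ RM + DOX, 19 were DEGs in both and in no other treatment, which is not independent evidence since the study chose them on these samples. Histone genes split: of 21, 6 rose and 5 fell in DOX, 6 rose and 3 fell in RM + DOX, and 2 fell in RM (the same counts when adjusted over the list alone), so the list passed camera only in RM (adjusted p = 0.0177 in RM, 0.924 in DOX and 0.905 in RM + DOX; in RM adjusted p = 0.335 with an estimated correlation). H2BC8 and H2AC8, whose histone transcripts rose, had log2 changes of 1.87 and 1.83 in DOX (standard errors 0.10 and 0.12), while H4C3 fell by 2.41 and H2AX, which marks broken DNA, by 1.68.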

The biological processes and molecular functions activated both in the single and combination treatments point toward the possible mechanism of synergistic cytotoxicity. Therefore, aside from activation of DNA damage response, the regulation of cell migration, angiogenesis, response to ROS, and ErbB signaling pathway activated by RM, and p53 signaling pathway and intrinsic apoptotic signaling activated by DOX, may be contributing to the observed synergistic effect. 

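793 genes were DEGs in RM + DOX and in neither single treatment, and most of them had moved part of the way in the single treatments. HMOX1, which breaks down heme under oxidative stress, had log2 changes of 0.24 in RM (adjusted p = 0.150), 0.95 in DOX (adjusted p = 1.21e-04) and 1.34 in RM + DOX (standard error 0.11, adjusted p = 2.03e-06), and its interaction was 0.15 (adjusted p = 0.593). HMOX1 was no longer a DEG when its probe sets were averaged (0.92) or the arrays centred on the spikes (0.52). PMAIP1, the BH3-only protein NOXA that opens mitochondria to release cytochrome c, went the other way: its log2 change was 1.88 in RM + DOX (standard error 0.16, adjusted p = 2.29e-06) against 0.45 in RM and -0.29 in DOX, an interaction of 1.72 (adjusted p = 0.00116) that ended as a call with the arrays centred on the spikes (1.03). RHCG, an ammonium channel, was also a DEG in RM + DOX alone, 4.30-fold higher (standard error 0.093, adjusted p = 1.52e-08), with a log2 interaction of 0.83 (adjusted p = 0.00326). Of the 793 genes, 26 were called in the interaction, each of them changed beyond the sum of both drugs. That direction follows from the selection. Genes under 2-fold in both single treatments and beyond it in RM + DOX cannot fall short of the sum by 2-fold. 48 differed at least 2-fold from both single treatments. 769 had an adjusted p under 0.05 and the same direction in RM or DOX at a smaller fold, 577 of them in both. For scale, 7254 of all 18132 genes passed in RM and 6647 in DOX without a minimum fold. All 3 comparisons share the Neg arrays, so a part of the like direction may come from them.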

Other biological processes were uniquely enriched with the combination treatment and included G-protein coupled receptor (GPCR) signaling pathway, cellular response to oxidative stress, release of cytochrome c from mitochondria, and interferon gamma (IFN-γ) signaling pathway.

To examine the mechanism of action further, we conducted a molecular networking analysis of the REACTOME and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways enriched by the DEGs common in single and combination drug treatment. We also looked at the pathways associated with the genes uniquely regulated in RM + DOX. The molecular networking analysis was consistent with the GO analysis (Figure 7). As expected, a large network involving mainly the DNA damage response and related cell cycle events were enriched in RM ∩ DOX ∩ RM + DOX. This suggests that RM and DOX collectively modulate the expression and activity of target proteins involved in DNA replication, DNA repair, G2/M cell cycle checkpoints, p53 regulation of transcription, telomere and chromosome maintenance, and sumoylation of proteins (Figure 8A).

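XRCC4, which aligns broken ends for ligation, was 2.92-fold lower in RM (standard error 0.13, adjusted p = 8.3e-06) and 4.08-fold lower in RM + DOX (standard error 0.12, adjusted p = 1.13e-07). MGMT, which removes alkyl groups from guanine, fell by 1.93 in RM and by 1.91 in RM + DOX on the log2 scale (standard errors 0.12 and 0.11), with a log2 change of -0.67 in DOX (adjusted p = 0.00122). UNG, a glycosylase that removes uracil, fell by 2.00 in DOX and by 1.73 in RM + DOX, while XPC, a sensor of distorted DNA and a p53 target, rose by 1.22 and 1.83. Of 32 repair genes of other pathways, 2 fell in RM, 4 fell and 1 rose in DOX, and 11 fell and 1 rose in RM + DOX (the same counts when adjusted over the list alone). Camera passed these repair genes in RM (adjusted p = 0.0373), DOX (7.67e-04) and RM + DOX (0.0101), with adjusted p = 0.290, 0.141 and 0.213 with an estimated correlation. The median of the list in RM was -0.011 and turned positive when the arrays were centred on housekeeping genes. Long genes fell more often in RM. Among genes with a mean log2 signal of at least 6 in some group, the share was 33.4% at 200 to 500 kb. It was 4.04% over all lengths. The repair genes were not compared with others of like length. From the pathways enriched among genes changed by the single and combined treatments, the paper proposes that both drugs act together on replication, repair, the G2/M checkpoint and p53-dependent transcription.

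**Figure D1:**
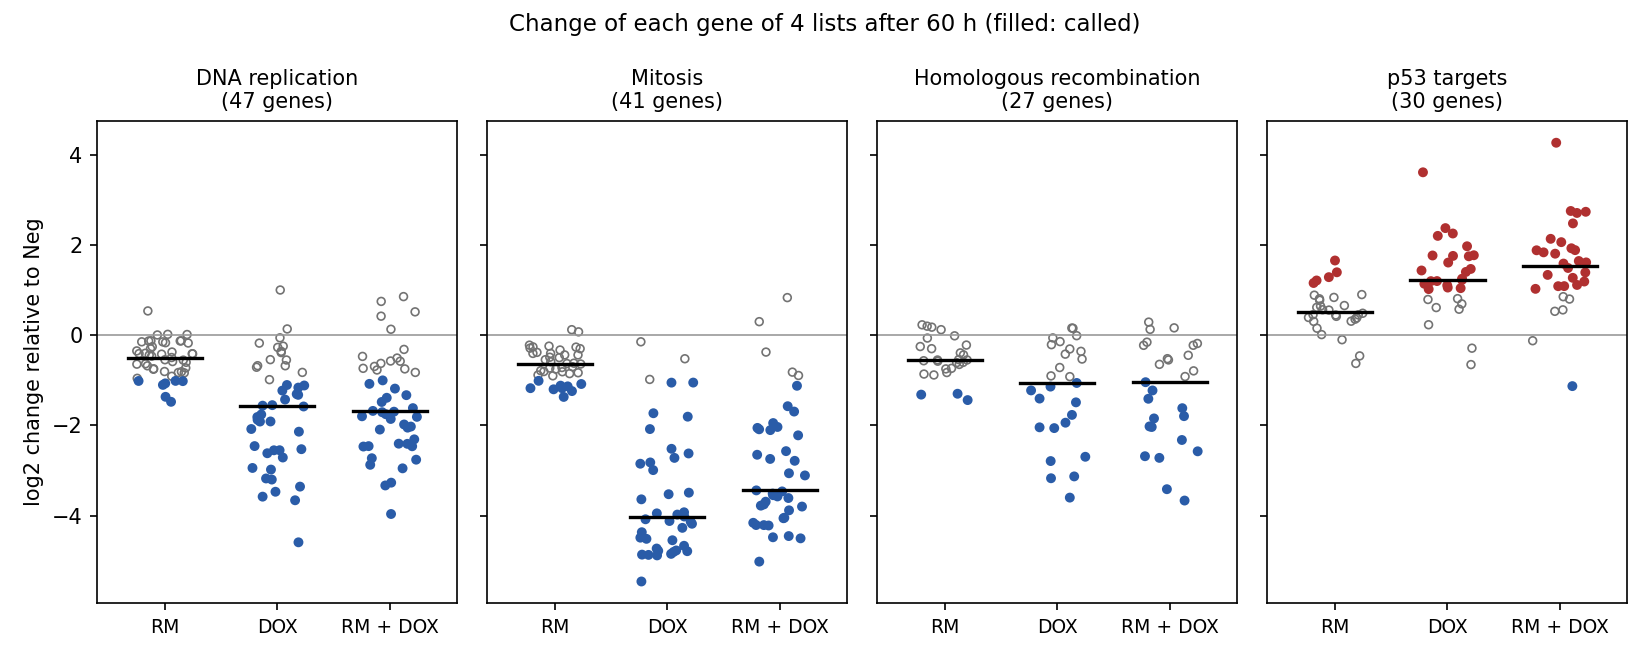
Log2 change against Neg (vertical axis) of each measured gene of DNA replication (47 genes), mitosis (41), homologous recombination (27) and the p53 targets (30) in RM, DOX and RM + DOX. Filled red and blue points are genes that rose or fell at least 2-fold at an adjusted p under 0.05, grey points are the others, and the line is the median; the first 3 lists lie lowest in DOX and RM + DOX.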

In RM ∩ RM + DOX, several pathways that are diverse from each other were enriched. 

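CAV1, the coat protein of caveolae, was 7.68-fold lower in RM (standard error 0.12, adjusted p = 9.02e-08), 9.75-fold lower in DOX and 11.3-fold lower in RM + DOX (standard error 0.11, adjusted p = 1.97e-09). DOCK1, an activator of Rac at adhesion sites, was 5.79-fold lower in RM, 2.39-fold lower in DOX and 9.10-fold lower in RM + DOX, and it is 1 of 35 very long genes of which 18 fell in RM. Of 42 genes of focal adhesion and integrin signaling, 10 fell in RM and none rose, 4 fell and 2 rose in DOX, and 11 fell and 2 rose in RM + DOX (the same counts when adjusted over the list alone). By camera the list was lower than the other genes in RM (adjusted p = 7.4e-06, and 0.0490 with an estimated correlation) and in RM + DOX (adjusted p = 6.25e-04, and 0.0998 with an estimated correlation), and did not pass in DOX (adjusted p = 0.936). Of the 12 measured genes that Table S3 lists for focal adhesion, 7 fell in RM and 8 in RM + DOX, and of 17 listed for PI3K-Akt signaling, 7 fell and 2 rose in RM and 8 fell and 2 rose in RM + DOX. These genes were chosen by the study on these samples, so their counts are not independent evidence.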

One cluster includes the focal adhesion, PI3K-Akt pathway, ErbB pathway, RAF/MAPK cascade, integrin signaling, and signaling by MET, which are interrelated pathways that control cell survival. Another cluster involves secondary messenger signaling such as Ca^2+^ signaling pathway, gonadotropin-releasing hormone (GnRH) pathway, and inflammatory mediator regulation of transient receptor potential (TRP) channels. Signaling by Wnt and cell–extracellular matrix interactions were also activated (Figure 8B). In contrast, the genes uniquely induced or repressed in DOX ∩ RM + DOX were associated with a huge network that overlaps with the networks enriched in RM ∩ DOX ∩ RM + DOX, suggesting that DOX maybe reinforcing or amplifying the pathways affected by RM, and vice versa (Figure 8C). It is also important to note that cellular senescence is reflected in the gene expression profile of DOX, confirming the phenotypic response observed in real-time cell analyzer (Figure 4). 

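GDF15, a stress cytokine secreted by senescent cells, was 3.12-fold higher in DOX (standard error 0.11, adjusted p = 5.9e-07), and 2.92-fold in RM and 4.29-fold in RM + DOX. TIMP2, an inhibitor of matrix proteases, rose by 1.06 on the log2 scale in DOX (standard error 0.087, adjusted p = 3.87e-06), and LIF, a cytokine, by 1.06, which fell short of 2-fold without Neg replicate 2 (0.97). The 3 were the genes that rose among 24 secretory and NF-κB genes in DOX, where none fell; in RM 3 rose and in RM + DOX 5 rose and IGFBP5, which binds insulin-like growth factors, fell (the same counts when adjusted over the list alone). The list passed camera in RM (adjusted p = 0.0224, and 0.290 with an estimated correlation) and not in DOX (adjusted p = 0.241) or RM + DOX (0.0517). Of the 16 measured genes that Table S3 lists for cellular senescence, 4 rose and 11 fell in DOX and 14 were DEGs in DOX and RM + DOX and not in RM, a count on genes the study chose on these samples, so it is not independent evidence. IGFBP3, another binding protein, rose in RM (1.25) and RM + DOX (1.91), with a log2 change of 0.91 in DOX (adjusted p = 9.01e-05).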

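SHANK2, a scaffold of excitatory synapses, stood at 8.46 ± 0.039 (SD, n = 2 arrays) in Neg, 5.15 ± 0.20 (n = 2) in RM, 9.01 ± 0.053 (n = 2) in DOX and 5.43 ± 0.095 (n = 3) in RM + DOX. Its log2 change in RM was -3.31 (standard error 0.10, adjusted p = 1.82e-08) and ended as a call when its probe sets were averaged (-0.86). CTNND2, a catenin of neuronal junctions, was 4.33-fold lower in RM (standard error 0.16, adjusted p = 4.04e-06) and 5.29-fold lower in RM + DOX, and GFRA1, the receptor for the neurotrophic factor GDNF, was 7.72-fold lower in RM (standard error 0.089, adjusted p = 1.82e-08). ATXN1, the protein expanded in a cerebellar ataxia, was 10.4-fold lower in RM (standard error 0.18, adjusted p = 3.39e-07). MAP2, a microtubule protein of dendrites, was 7.76-fold lower in RM by its main probe set, but leaving out Neg replicate 1 made another probe set the brightest, with a log2 change of -0.67; Neg replicate 2 (-0.63), DOX replicate 1 and DOX replicate 2 (-0.65 each) did the same. Of the 16 measured genes that Table S3 lists for the neuronal system, 10 fell in RM and in RM + DOX. None was a DEG in DOX by limma, at an adjusted or an unadjusted p. Of 10 listed for L1CAM interactions, 5 fell and 1 rose in RM. The study chose these genes on these samples, so the counts are not independent evidence. Decreases in RM also followed gene length. Of genes with a mean log2 signal of at least 6 in some group, 46.9% of those of 500 kb or more fell in RM. At 200 to 500 kb the share was 33.4%, and under 10 kb it was 0.753%. In DOX these shares were 7.08%, 5.66% and 2.80%. Whether the neuronal genes fell beyond others of like length was not tested.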

Meanwhile, neurogenesis and axon guidance consistently appeared as a significant hit (FDR, *p* < 0.05) in the gene expression profile of RM (Figure 8A,C and Figure 9B), suggesting a possible neuroactivity. Interestingly, there are networks that are exclusively activated in RM + DOX only: Endosomal/vacuolar pathway, interferon signaling, apoptosis, and BH-3 only proteins that inactivate anti-apoptotic Bcl-2 proteins, RNA transport, and sumoylation of DNA damage response and repair proteins (Figure 8D).

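SOCS1, a brake on interferon signals, was 3.76-fold higher in RM + DOX (standard error 0.087, adjusted p = 1.81e-08), against log2 changes of 0.99 in RM and 0.68 in DOX, and its interaction was 0.24 (adjusted p = 0.241). B2M rose by 1.50 on the log2 scale in RM + DOX (standard error 0.079, adjusted p = 4.92e-08), after 0.91 in RM and 0.86 in DOX (interaction -0.27, adjusted p = 0.151), and did not stay a DEG with the arrays centred on the spikes (0.68). Of the measured genes that Table S3 lists for RM + DOX alone, 13 of 23 for interferon signaling were DEGs in RM + DOX only (10 higher and 3 lower), 3 of 4 for the endosomal/vacuolar pathway (3 higher), 2 of 4 for BH3-only proteins (2 higher), 5 of 15 for RNA transport (2 higher and 3 lower) and 4 of 15 for sumoylation of repair proteins (1 higher and 3 lower). These genes were chosen by the study on these samples, so the counts are not independent evidence. In the interaction, 1 of these 43 genes was called, PMAIP1 among the BH3-only proteins. Without a minimum fold, 7 of the 43 were beyond the sum of both drugs at an adjusted p under 0.05 and 3 short of it; HLA-B, HLA-C and HLA-E, the 3 of 4 endosomal/vacuolar genes among the 7, are named after their values were seen.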

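ST6GAL1, which rose about as far in RM as in DOX, rose only to 8.01 ± 0.21 (SD, n = 3 arrays) in RM + DOX, an interaction of -2.51 on the log2 scale (standard error 0.18, adjusted p = 2.24e-05). HMGB2, a chromatin protein of dividing cells, was 23.1-fold lower in DOX and 6.28-fold lower in RM + DOX (interaction 2.47, adjusted p = 5.7e-06). POU3F1, a transcription factor, rose to 8.83 ± 0.31 (n = 3) from 4.46 ± 0.25 (n = 2) in Neg, beyond the sum (interaction 2.05, adjusted p = 3.5e-04). In the interaction 314 genes were called, 209 above the sum and 105 below it, and centred on the spikes 308 were, 14 above and 294 below. In 272 of the 314 the change in RM + DOX was smaller than the sum and in 42 larger. Over all 18132 genes, the log2 change in RM + DOX rose with the sum at a slope of 0.744 and a correlation of 0.925 across genes, which are not independent replicates. The sum and the change share the Neg arrays, which in 100 simulated sets with no changed gene gave a slope of 0.334, a correlation of 0.633 and a covariance of 0.00957, against a measured covariance of 0.528. 31 of 41 genes of mitosis were called above the sum, that is, fell less than it (31 when adjusted over the list alone; camera adjusted p = 3.38e-38, and 0.0273 with an estimated correlation). Centred on the spikes, the mitosis list had 3 genes above the sum and a median interaction of 0.54 in place of 1.23.

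**Figure D2:**
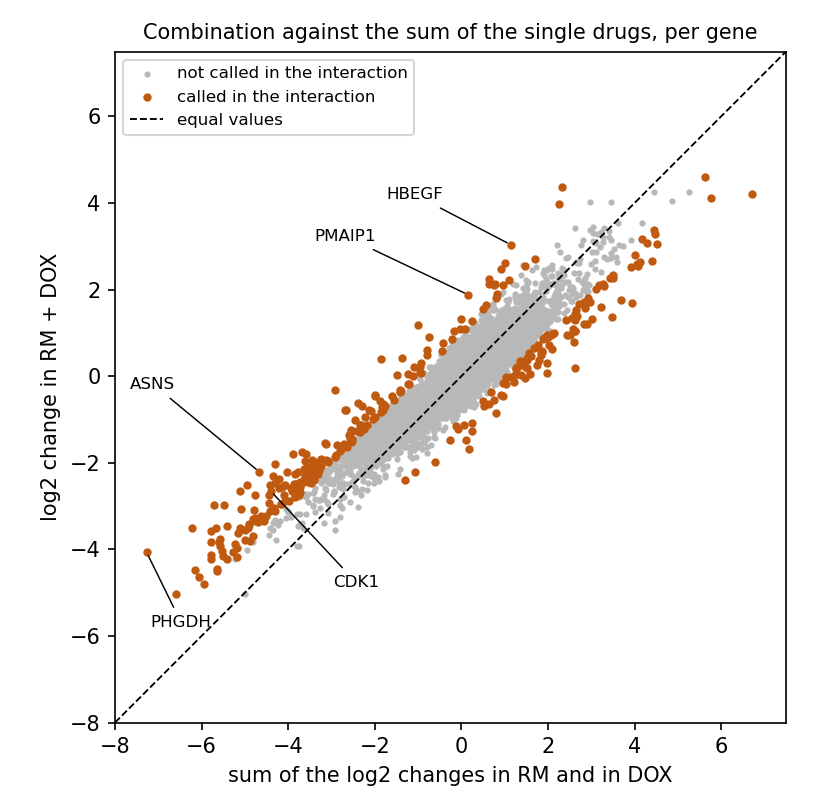
Log2 change in RM + DOX against Neg (vertical axis) for each of 18132 genes, against the sum of its log2 changes in RM and in DOX (horizontal axis). Orange points are the 314 genes called in the interaction and the dashed line is equality; PHGDH, ASNS and CDK1 lie above the line at the low end, and HBEGF and PMAIP1 above it near the middle.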

The combination treatment was able to perturb simultaneously diverse pathways controlling cell survival: (1) DNA repair/replication, cell cycle, apoptosis by both RM and DOX, and (2) signaling by receptor tyrosine kinases (i.e., ErbB, PI3K-Akt), focal adhesion and integrin signaling by RM. We further investigated the genes involved in these pathways (Figure 9).

#### 2.5.1. DNA Replication

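Several genes of the replication fork fell in both single treatments, fewer of them in RM than in DOX. PRIM1 and PRIM2, the subunits of primase, had log2 changes of -1.02 and -1.37 in RM and -3.18 and -1.16 in DOX (standard errors 0.13 and 0.11, n = 2 arrays per group). POLA1, the catalytic subunit of polymerase α, was 2.79-fold lower in RM (standard error 0.12, adjusted p = 5.65e-06) and 3.39-fold lower in DOX (standard error 0.12, adjusted p = 7.8e-07). GINS2, part of the helicase that opens the fork, was 2.15-fold lower in RM (standard error 0.11, adjusted p = 3.42e-05) and 12.7-fold lower in DOX (standard error 0.11, adjusted p = 2.8e-09). CDC45, DNA2 and RFC4 fell in RM by 1.02, 1.07 and 1.01 and in DOX by 2.62, 1.56 and 2.53 on the log2 scale, and CCNA2, the S phase cyclin, fell by 1.08 and by 4.71. Without RM replicate 2, GINS2 (-0.94), PRIM1 (-0.89) and RFC4 (-0.92) were not DEGs in RM, nor was RFC4 without Neg replicate 2 (-0.97) or CDC45 without RM replicate 1 (-0.98). MCM2, MCM6, MCM7 and MCM10, of the helicase and its loading, had log2 changes of -0.91, -0.76, -0.73 and -0.64 in RM (adjusted p = 4.24e-06, 3.86e-05, 2.96e-04 and 0.00946), short of 2-fold, and in DOX MCM2, MCM6 and MCM10 fell by 2.55, 2.71 and 2.98 and MCM7 was 7.70-fold lower. Each of these MCM genes had another probe set that was a DEG in RM. Of 47 genes of DNA replication, 7 fell in RM and 32 in DOX, and none rose (the same counts when adjusted over the list alone). The list includes genes that the paper named from these samples, such as POLA1 and GINS2, so it is not independent of them. Its decreases in RM were not compared with those of other genes of like length. The list passed camera in RM (adjusted p = 1.41e-15, and 0.0490 with an estimated correlation) and DOX (adjusted p = 1.8e-29, and 0.0222 with an estimated correlation).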

RM and DOX downregulated common genes involved in DNA replication: *CCNA2*, *CDC45*, *DNA2*, *GINS2*, *MCM2*/*6*/*7*/*10*, *POLA1*, *PRIM1/2*, and *RFC4* (Figure 9A) suggesting an overlap in the mechanism of action. These genes were significantly regulated both in single and combination treatments. 

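POLA1, the catalytic subunit of polymerase α, had a log2 change of -2.41 in RM + DOX (standard error 0.11, adjusted p = 1.54e-08; n = 3 arrays of RM + DOX and 2 of Neg), below both single treatments. PRIM1, PRIM2 and RFC4 fell by 3.33, 2.05 and 2.73 on the log2 scale, DNA2 by 1.81, CDC45 by 2.41 and CCNA2 by 4.12. GINS2 fell by 3.27, and its interaction of 1.49 (adjusted p = 1.81e-04) shows a smaller change than the sum of both drugs. MCM2, MCM6, MCM7 and MCM10 fell by 2.09, 2.47, 2.46 and 2.76. Of these 12 genes, 8 were DEGs in RM, 12 in DOX and 12 in RM + DOX, and 6 were called in the interaction; the study chose the genes on these samples, so the counts are not independent evidence. The wider list of 47 replication genes holds some of these 12 too. In it 31 fell in RM + DOX (31 when adjusted over the list alone), with camera adjusted p = 3.38e-20, and 0.0503 with an estimated correlation. 15 of the 47 were above the sum in the interaction (15 when adjusted over the list alone), with camera adjusted p = 1.29e-22 and adjusted p = 0.0527 with an estimated correlation.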

DOX also downregulated several other genes: *CCNE2, CDC6/7, CDT1, GINS1/3, POLA2, POLD3, POLE2, RFC2/3/5,* etc. In contrast, RM upregulated the proteasome complex genes *PSMB8/9/10*. 

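CDC6, which loads the helicase on origins, was 12.0-fold lower in DOX (standard error 0.095, adjusted p = 1.03e-09; n = 2 arrays per group) and CDT1, its partner, 9.20-fold lower (standard error 0.069, adjusted p = 3.11e-10). POLE2, a subunit of polymerase ε, was 10.3-fold lower (standard error 0.12, adjusted p = 8.07e-09), and CCNE2, the cyclin of S phase entry, 5.31-fold lower. RFC2 and RFC3, which load the sliding clamp, fell by 1.82 and by 1.92 on the log2 scale, GINS1 and GINS3 by 1.88 and by 1.91, CDC7, the kinase that fires origins, by 1.58, POLD3 by 1.31 and POLA2 by 1.11. In RM the log2 changes of these genes ran from -0.96 (RFC2, adjusted p = 1.98e-05) to 0.17 (CCNE2), and none was a DEG by limma, at an adjusted or an unadjusted p. RFC5 had a log2 change of 1.00 in DOX (standard error 0.093, adjusted p = 9.81e-06) by its brightest probe set, but a dimmer probe set gave -1.67. Of the 12 genes, 11 fell in DOX and the same number in RM + DOX; the study chose them on these samples, so the counts are not independent evidence.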

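The immunoproteasome subunits that trim peptides for HLA class I were higher in RM and in RM + DOX. PSMB8 had a log2 change of 1.07 in RM (standard error 0.15, adjusted p = 2.39e-04; n = 2 arrays per group), -0.068 in DOX and 1.26 in RM + DOX (standard error 0.13, adjusted p = 1.24e-05). PSMB9 was 2.01-fold higher in RM (standard error 0.16, adjusted p = 7.39e-04) and 2.68-fold in RM + DOX (standard error 0.15, adjusted p = 1.1e-05). PSMB10 had a log2 change of 0.90 in RM (standard error 0.090, adjusted p = 2.65e-05), short of 2-fold, and rose by 1.70 in RM + DOX (standard error 0.082, adjusted p = 2.7e-08). Another probe set of PSMB10 was a DEG in RM. With probe sets averaged, PSMB8 (0.79) and PSMB9 (0.66) were not DEGs in RM + DOX or RM. In RM, PSMB8 was not a DEG without RM replicate 1 (0.93), nor PSMB9 without Neg replicate 1 (0.87) or without RM replicate 2 (0.91). With the arrays centred on the spikes, none of the 3 was a DEG in RM or, at 0.44, 0.61 and 0.88 for PSMB8, PSMB9 and PSMB10, in RM + DOX. 2 of the 3 rose in RM and 3 in RM + DOX; the study chose them on these samples, so the counts are not independent evidence.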

Interestingly, there are genes that were regulated exclusively after the combination treatment: *ANAPC10, CDC27, ORC5, RPA2, UBE2D1,* etc. 

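CDC27, a subunit of the anaphase-promoting complex, was 2.67-fold lower in RM + DOX (standard error 0.073, adjusted p = 4.29e-08; n = 3 arrays of RM + DOX and 2 of Neg), with log2 changes of -0.75 in RM (adjusted p = 4.41e-05) and -0.98 in DOX (adjusted p = 3.59e-06). ANAPC10, of the same complex, had log2 changes of -0.74, -0.56 and -0.91 in RM, DOX and RM + DOX (adjusted p = 5.82e-04, 0.00282 and 2.34e-05), ORC5, of the origin recognition complex, -0.42, -0.68 and -0.75, and RPA2, which coats single-stranded DNA, -0.47, -0.54 and -0.83 (in RM + DOX, adjusted p = 2.29e-05 and 3.43e-06), each short of 2-fold. Other probe sets of ORC5 and RPA2 were DEGs in RM + DOX. The interactions were 0.31 for CDC27, 0.38 for ANAPC10, 0.34 for ORC5 and 0.18 for RPA2 (adjusted p = 0.0804, 0.127, 0.0989 and 0.299), none of them called by limma, at an adjusted or an unadjusted p. UBE2D1, a ubiquitin-conjugating enzyme, is assigned no probe set in the array annotation used here. Thus 1 of the 4 measured genes was a DEG in RM + DOX and in no single treatment, among genes the study chose on these samples, so this is not independent evidence.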

Of particular significance is the replication protein A2 (RPA2), since this protein plays an important role in replication arrest. RPA2 defective cells conferred hypersensitivity to hydroxyurea treatment [26]. Taken together, these suggest that RM and DOX interfered with DNA replication via a different but related mechanism. Combination of the two drugs may have enhanced the DNA damage.

#### 2.5.2. DNA Repair

Both RM and DOX downregulated *BRCA1*, a key protein in double strand-break (DSB) repair via homologous recombination (HR) [27,28], and *ATM* and *CHEK1*, mediators and transducers of the DNA damage signal (Figure 9B). 

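BRCA1, which acts in homologous recombination, had a log2 change of -0.86 in RM (standard error 0.12, adjusted p = 3.43e-04), short of 2-fold, and was 4.12-fold lower in DOX (standard error 0.12, adjusted p = 3.79e-07). BARD1, which forms a ubiquitin ligase with BRCA1, fell by 1.32 in RM and by 3.13 in DOX on the log2 scale (standard error 0.12, n = 2 arrays per group), and BLM, a helicase that processes recombination intermediates, by 1.30 and by 3.60. CHEK1, the kinase downstream of ATR, had a log2 change of -0.99 in RM (adjusted p = 3.03e-05) and was 6.63-fold lower in DOX (standard error 0.10, adjusted p = 8.77e-09). ATM, the kinase that answers double-strand breaks, had log2 changes of -0.15 in RM (adjusted p = 0.226) and -0.31 in DOX (adjusted p = 0.0234) and was a DEG in neither. Other probe sets of BRCA1 and CHEK1 were DEGs in RM, and another of ATM was a DEG in DOX. Of 27 genes of homologous recombination and the Fanconi pathway, 3 fell in RM (BRIP1, BARD1 and BLM), 14 in DOX and 14 in RM + DOX, and none rose (the same counts when adjusted over the list alone). The list passed camera in RM (adjusted p = 3.04e-08, and 0.0710 with an estimated correlation), DOX (2.81e-13, and 0.0414 with an estimated correlation) and RM + DOX (8.18e-11, and adjusted p = 0.0640 with an estimated correlation). CHEK1 in RM passed 2-fold without Neg replicate 1 (-1.04) and without RM replicate 2 (-1.04).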

DOX also downregulated *BRCA2*, *CHEK2*, and poly(ADP-ribose) polymerase 1 and 2 (*PARP1/2*), resulting to additional DNA repair defects. 

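CHEK2, the kinase downstream of ATM, was 2.74-fold lower in DOX (standard error 0.10, adjusted p = 9.9e-07; n = 2 arrays per group), and its log2 change in RM was -0.79 (adjusted p = 1.55e-04). PARP2, which marks strand breaks with ADP-ribose, was 2.92-fold lower in DOX (standard error 0.11, adjusted p = 1.1e-06), and PARP1, the main enzyme of this kind, had a decrease just short of 2-fold (standard error 0.082, adjusted p = 3.8e-06). In RM + DOX, CHEK2 fell by 1.76, PARP1 by 1.07 and PARP2 by 1.41 on the log2 scale. FANCI and UBE2T, which act together on crosslinked DNA, fell by 2.79 and by 3.17 in DOX. PARP1 passed 2-fold in DOX without Neg replicate 2 (-1.02) and without DOX replicate 1 (-1.04). BRCA2, which loads RAD51 on DNA, is assigned no probe set in the array annotation used here. Thus 2 of the 3 measured genes named by the paper fell in DOX and 3 in RM + DOX, on genes the study chose on these samples, so the counts are not independent evidence.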

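The kinase ATR, which senses single-stranded DNA at stalled forks, had its lowest signal with both drugs. Its log2 signal was 7.61 ± 0.0087 (SD, n = 2 arrays) in Neg, 7.20 ± 0.29 (n = 2) in RM, 6.87 ± 0.040 (n = 2) in DOX and 6.59 ± 0.097 (n = 3) in RM + DOX. The log2 change was -1.01 in RM + DOX (standard error 0.11, adjusted p = 1.33e-05), -0.41 in RM (adjusted p = 0.0193) and -0.74 in DOX (adjusted p = 5.32e-04). The interaction was 0.14 (standard error 0.16, adjusted p = 0.606), so the change in RM + DOX did not differ from the sum of both. ATR was no longer a DEG in RM + DOX without RM+DOX replicate 2 (-0.96), or with the arrays centred on their medians (-0.98) or on housekeeping genes (-0.94).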

Meanwhile, *ATR* was downregulated only in the combination, suggesting the occurrence of single strand breaks (SSB), possibly via DSB resection [29,30]. 

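The nucleases that trim broken ends fell in DOX and RM + DOX. EXO1, which resects the strand from a break, was 4.17-fold lower in DOX (standard error 0.14, adjusted p = 9.73e-07; n = 2 arrays per group) and 3.47-fold lower in RM + DOX (standard error 0.13, adjusted p = 5.7e-07; n = 3), with a log2 change of -0.39 in RM (adjusted p = 0.0472). MRE11, the nuclease that starts resection, fell by 1.14 in DOX and by 1.23 in RM + DOX on the log2 scale (standard errors 0.082 and 0.075), and its log2 change in RM was -0.61 (adjusted p = 2.29e-04). MRE11 was not a DEG in DOX with its probe sets averaged (-0.73). DNA2, a nuclease and helicase, was the only one of the 3 to fall in RM. RBBP8, which encodes CTIP, is assigned no probe set in the array annotation used here. All 3 measured genes fell in DOX and in RM + DOX and none was called in the interaction by limma, at an adjusted or an unadjusted p; the study chose them on these samples, so this is not independent evidence.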

Downregulation of genes involved in ATM/ATR crosstalk (*MRE11*, *CTIP*, *EXO1*, *DNA2*) may have diminished ATR responses to DSBs [31,32,33,34]. 

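WEE1, the kinase that holds CDK1 inactive before mitosis, was 2.72-fold lower in RM + DOX (standard error 0.073, adjusted p = 3.85e-08; n = 3 arrays of RM + DOX and 2 of Neg). Its log2 change was -0.45 in RM (adjusted p = 0.00142) and -0.84 in DOX (adjusted p = 1.2e-05), and its interaction -0.16 (adjusted p = 0.365). CHEK1 was 5.93-fold lower in RM + DOX (standard error 0.092, adjusted p = 3.44e-09), a smaller change than the sum of both drugs (interaction 1.15, adjusted p = 4.32e-04). TIMELESS and TIPIN, which hold the stalled fork together, fell by 2.42 and by 1.65 on the log2 scale in RM + DOX, and CLSPN, the adaptor that activates CHEK1, by 1.23. Of 16 checkpoint genes, 8 fell in RM + DOX and 6 in DOX, and none rose (the same counts when adjusted over the list alone). None was a DEG in RM by limma, at an adjusted or an unadjusted p. Checkpoint genes as a list passed camera in RM (adjusted p = 0.0224, and 0.126 with an estimated correlation), DOX (1.91e-07, and 0.0183 with an estimated correlation) and RM + DOX (1.16e-04, and adjusted p = 0.0503 with an estimated correlation).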

Apart from *CHEK1/2*, *WEE1*, another G2 checkpoint kinase, was also downregulated in the combination, thus resulting to greater cell death.

#### 2.5.3. Cell Cycle

In response to DNA damage, cell cycle checkpoints are activated to prevent the progression of cells to the next phase allowing time for DNA repair. 

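CDKN1A, the p21 inhibitor of cyclin-dependent kinases, rose in DOX from 11.01 ± 0.057 (SD, n = 2 arrays) to 12.78 ± 0.086 (n = 2), 3.41-fold (standard error 0.075, adjusted p = 2.37e-08). GADD45A, which acts in growth arrest after DNA damage, was 2.76-fold higher (standard error 0.093, adjusted p = 5.47e-07). CDK1, the kinase of entry into mitosis, fell from 10.40 ± 0.020 (n = 2) to 6.26 ± 0.083 (n = 2), 17.6-fold (standard error 0.083, adjusted p = 2.63e-10), and CDK4, the kinase of G1, was 2.64-fold lower (standard error 0.074, adjusted p = 1.25e-07). TP53 is assigned no probe set in the array annotation used here, so it was not tested. Of the 4 measured genes, 2 rose and 2 fell in DOX; the study chose them on these samples, so this is not independent evidence.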

DOX regulated several p53 signaling proteins including TP53 (p53), GADD45A, and CDKN1A (p21; Figure 9B,C). p21 inhibited a series of cyclin-dependent kinases (CDKs), specifically CDK4 and CDK1 (Figure 9C), which blocked the cell cycle progression in the G1, S, and G2/M phases. This corroborates with the data on cell cycle analysis, RTCA, and the morphological examination (Figure 5 and Figure 6). In contrast, RM did not affect TP53 and CDKN1A, suggesting a p53-independent mode of apoptosis. This is contrary to the report of Halim et al. [8] and is probably due to the difference between the RM concentration (≥5 µM vs. 6.25 nM) used in the study. Moreover, RM was 10-fold more sensitive in p53 mutant MDA-MB-435 melanoma than in p53 wild type HCT116 colon carcinoma [2], supporting the hypothesis that p53 may not be required in the cytotoxicity of RM.

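CDKN1A had a log2 change of 0.48 in RM (standard error 0.075, adjusted p = 5.96e-04; n = 2 arrays per group), a 1.40-fold increase that fell short of 2-fold. Other targets of p53 did rise in RM: PLK3, a stress kinase, was 2.62-fold higher (standard error 0.13, adjusted p = 1.43e-05), TP53I3 3.15-fold higher (standard error 0.12, adjusted p = 2.78e-06), and FAS and TP53INP1 rose by 1.21 and 1.15 on the log2 scale. TP53INP1, a pro-apoptotic protein, rose in RM + DOX by 1.80, less than the sum of both drugs (interaction -1.11, adjusted p = 5.02e-05). The p53 targets had a median log2 change of 0.52 in RM, 1.21 in DOX and 1.54 in RM + DOX. As a list they fell short of the sum of both drugs (median interaction -0.37, camera adjusted p = 2.52e-06, and adjusted p = 0.0812 with an estimated correlation), with 1 gene called above it and 1 below (the same counts when adjusted over the list alone).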

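In RM, CDK1, CDK2, CDK4 and CDK6, the kinases that drive the cell cycle, had log2 changes of -0.27, -0.29, -0.40 and -0.45 (standard errors 0.083, 0.070, 0.074 and 0.074; adjusted p = 0.0263, 0.00793, 0.00173 and 8.19e-04; 2 arrays per group). All 4 signals were lower than in Neg by less than 2-fold, and none was a DEG by limma, at an adjusted or an unadjusted p. CDK1 stood at 10.13 ± 0.082 (SD, n = 2 arrays) in RM, and CDC25C, the phosphatase that activates it, was a DEG in RM with a log2 change of -1.18 (standard error 0.17, adjusted p = 3.18e-04).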

RM did not affect *CDK1/2/4/6*, which may explain the lack of pronounced effects in the cell cycle analysis. Among the CDKs and cyclins, only *CDK19*, *CCNA2*, *CCNB1IP1*, *CCNL1*, and *CCNY* were regulated by RM (Figure S9A). 

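CCNB1IP1, a ubiquitin ligase that acts on cyclin B, was 2.39-fold lower in RM (standard error 0.077, adjusted p = 9.6e-07; n = 2 arrays per group) and CCNY, a membrane-bound cyclin, 2.25-fold lower (standard error 0.095, adjusted p = 6.37e-06). CDK19, a kinase of the Mediator complex, had a log2 change of -1.03 in RM (standard error 0.085, adjusted p = 7.51e-06), and was not a DEG without Neg replicate 2 (-0.99) or RM replicate 2 (-0.96), with the arrays centred on housekeeping genes (-0.95) or with its probe sets averaged (-0.51). With probe sets averaged, CCNB1IP1 (-0.68) and CCNY (-0.94) were not DEGs in RM either. CCNL1, a cyclin of splicing, had a log2 change of 0.72 (standard error 0.097, adjusted p = 2.19e-04), short of 2-fold, though another of its probe sets was a DEG in RM. In RM + DOX, CCNB1IP1, CCNY and CDK19 fell by 2.34, 1.54 and 1.18. Of 49 CDKs and cyclins, 4 fell in RM (CCNB1IP1, CCNY, CCNA2 and CDK19) and none rose (the same counts when adjusted over the list alone). The list did not pass camera in RM (adjusted p = 0.250), and its median log2 change was 0.086 and its mean -0.045. 4 of the 5 genes the paper names were DEGs in RM, and since the study chose them on these samples this is not independent evidence.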

CDK19 is a regulator of triple-negative breast cancer (TNBC) showing a role in tumor initiation, proliferation, and metastases [35]. Inhibition of CDK19 by CDK19/8 inhibitor abrogated the mitogenic effect of estrogen on ER+ cell lines [36]. These data suggest the potential of RM in treating not only ER^+^ but also TNBC subtype as well. Consistent with a previous study [2], RM induced *GADD45A*, possibly via the reactive oxygen species (ROS) generated by its two quinone moieties [37]. 

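GADD45A stood at 8.78 ± 0.034 (SD, n = 2 arrays) in Neg and 10.06 ± 0.045 (n = 2) in RM, a log2 change of 1.28 (standard error 0.093, adjusted p = 3.08e-06). It stayed a DEG in RM with each array left out in turn, between 1.25 and 1.32, and with the arrays centred on the spikes (1.06).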

Topoisomerase II α (*TOPIIA*), a direct target of DOX, was also downregulated by RM (2-fold), although not as much by DOX (19-fold), suggesting that this enzyme may not be a primary target of RM. 

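TOP2A, the topoisomerase that untangles chromosomes in dividing cells, stood at 10.87 ± 0.029 (SD, n = 2 arrays) in Neg, 9.73 ± 0.012 (n = 2) in RM, 6.60 ± 0.065 (n = 2) in DOX and 6.66 ± 0.27 (n = 3) in RM + DOX. It was 2.20-fold lower in RM (standard error 0.14, adjusted p = 1.05e-04), 19.3-fold lower in DOX (standard error 0.14, adjusted p = 3.54e-09) and 18.5-fold lower in RM + DOX (standard error 0.13, adjusted p = 1.26e-09). It fell with other genes of dividing cells: BUB1B, of the spindle checkpoint, was 2.36-fold lower in RM and 12.5-fold lower in DOX, and TPX2, which builds the spindle, 2.02-fold and 27.4-fold lower. TPX2 was not a DEG in RM without Neg replicate 2 (-0.99).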

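In RM + DOX, CDKN1A stood at 12.62 ± 0.055 (SD, n = 3 arrays), a log2 change of 1.61 (standard error 0.069, adjusted p = 1.16e-08) against Neg and -0.16 (adjusted p = 0.106) against DOX. GADD45A rose further, to 11.49 ± 0.15 (n = 3), 6.53-fold above Neg (standard error 0.085, adjusted p = 1.66e-09) and 2.36-fold above DOX (standard error 0.085, adjusted p = 1.55e-06). The change in GADD45A matched the sum of both drugs, with an interaction of -0.043 (adjusted p = 0.852). PLK3 also rose further, by 2.73 on the log2 scale, and TNFRSF10C and SPATA18, which clears damaged mitochondria, stood at 9.06 ± 0.077 and 8.66 ± 0.15.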

The combination treatment did not affect *TP53* (Figure 9B), although the downstream effector kinases *CDKN1A* and *GADD45A* continued to be upregulated (Figure 9C), suggesting that some cells may have sustained the arrest induced by DOX. Interestingly, *CDK1*, the checkpoint for the M phase, became ~three-fold less downregulated after a combination treatment, suggesting that some cells may have progressed through mitosis despite the DNA damage.

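CDK1 stood at 7.75 ± 0.087 (SD, n = 3 arrays) in RM + DOX, a log2 change of -2.65 (standard error 0.075, adjusted p = 1.06e-09) against Neg. It was 2.80-fold higher than in DOX (log2 difference 1.49, standard error 0.075, adjusted p = 2.4e-07), and its interaction was 1.75 (adjusted p = 1.36e-05). Other genes of mitosis were also less lowered than in DOX: UBE2C, which helps cells leave mitosis, was 3.71-fold higher in RM + DOX than in DOX (standard error 0.11, adjusted p = 4.44e-07), CDC20, an activator of the anaphase-promoting complex, 2.47-fold (standard error 0.099, adjusted p = 3.05e-06) and HMMR, of the spindle, 2.49-fold (standard error 0.16, adjusted p = 7.47e-05). Of the 41 genes of mitosis, 30 were higher in RM + DOX than in DOX at an adjusted p under 0.05, and none was lower. CDK1 was less than 2-fold higher than in DOX with its probe sets averaged (0.98 on the log2 scale) or the arrays centred on the spikes (0.58). With the spikes as the reference, the median of the mitosis list was lower than in DOX by a log2 difference of -0.29, where it was 0.62 higher as deposited.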

#### 2.5.4. ErbB/PI3K-Akt Signaling

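IGF1R, the receptor for insulin-like growth factors, was 3.01-fold lower in RM (standard error 0.13, adjusted p = 6.7e-06; n = 2 arrays per group) and 3.18-fold lower in RM + DOX (standard error 0.12, adjusted p = 4.95e-07; n = 3), with a log2 change of 0.073 in DOX. GSK3B, a kinase restrained by Akt, fell by 1.23 in RM and by 1.34 in RM + DOX on the log2 scale (standard errors 0.071 and 0.065), and IRS2, an adaptor of the insulin receptor, rose by 1.31 and 2.61. PIK3R1, the regulatory subunit of PI3K, had log2 changes of -0.75 in RM (adjusted p = 1.02e-04) and -0.99 in RM + DOX (adjusted p = 1.85e-06), short of 2-fold. With any probe set, PIK3R1 was a DEG in both. Of 38 genes of ErbB and PI3K-Akt signaling, 2 rose and 3 fell in RM, 2 rose in DOX, and 5 rose and 7 fell in RM + DOX (the same counts when adjusted over the list alone). The list did not pass camera in RM (adjusted p = 0.0818), DOX (0.357) or RM + DOX (0.884). Of genes with a mean log2 signal of at least 6 in some group and a known length, 4.04% fell in RM. The share was 33.4% at 200 to 500 kb and 46.9% at 500 kb or more. Whether the genes of this pathway fell beyond others of like length was not tested. Of the 9 genes ERBB2, ERBB3, ERBB4, HBEGF, IGF1R, ESR1, PIK3R1, GSK3B and PTK2, 1 rose and 5 fell in RM and 2 rose and 5 fell in RM + DOX; the study chose them on these samples, so the counts are not independent evidence.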

ErbB/PI3K-Akt pathway genes (e.g., *ERBB2/3/4*, *HBEGF*, *IGF1R*, *ESR1*, *PIK3R1*, *GSK3B*, and *PTK2*) were regulated by RM both in single and combination treatments (Figure 9D). These proteins are connected to the focal adhesion and integrin signaling (Figure 9E). 

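PTK2, the focal adhesion kinase, was 2.66-fold lower in RM (standard error 0.092, adjusted p = 1.39e-06; n = 2 arrays per group) and 3.07-fold lower in RM + DOX (standard error 0.084, adjusted p = 4.55e-08; n = 3), with a log2 change of -0.15 in DOX (adjusted p = 0.245). VAV3, which activates Rho proteins below integrins, fell by 1.46 in RM and by 2.74 in RM + DOX on the log2 scale (standard errors 0.13 and 0.12), and ITGA2, a collagen receptor, by 1.13 and by 1.79; VAV3 was not a DEG in RM with its probe sets averaged (-0.81). BCAR1, a scaffold of focal adhesions, and LAMB1, a laminin chain, rose in DOX by 1.39 and 1.62 and in RM + DOX by 1.37 and 1.73.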

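ERBB4, a receptor of the ErbB family, stood at 8.08 ± 0.024 (SD, n = 2 arrays) in Neg, 6.12 ± 0.073 (n = 2) in RM and 5.05 ± 0.21 (n = 3) in RM + DOX. It was 3.87-fold lower in RM (standard error 0.11, adjusted p = 6.71e-07) and 8.12-fold lower in RM + DOX (standard error 0.10, adjusted p = 2.82e-09). Its ligand HBEGF was 2.25-fold higher in RM (standard error 0.14, adjusted p = 8.24e-05) and 8.20-fold in RM + DOX (standard error 0.12, adjusted p = 8.67e-09), beyond the sum of both drugs (interaction 1.89, adjusted p = 1.38e-04). Its calls in RM (0.95) and in the interaction (1.20) ended with the arrays centred on the spikes, and that in RM also with its probe sets averaged (0.94). ERBB2, the receptor also called HER2, had log2 changes of 0.72 in RM (standard error 0.094, adjusted p = 1.82e-04) and 1.01 in RM + DOX (standard error 0.086, adjusted p = 2.18e-06), a call that ended without Neg replicate 1 (0.99), without RM+DOX replicate 3 (0.94) and with the arrays centred on the spikes (0.19). Another probe set of ERBB2 was a DEG in RM. ERBB3, a receptor that signals in pairs, had log2 changes of 0.18 in RM (adjusted p = 0.234) and -0.64 in RM + DOX (adjusted p = 4.23e-04) by its brightest probe set. Another probe set, picked as the called one with the largest change, gave 1.01 in RM + DOX.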

*ERBB2/3* were upregulated, while *ERBB4* and its ligand, *HBEGF*, were downregulated and upregulated, respectively. *PIK3R1*, *ERBB2*, *ESR1*, *GSK3B*, and *PTK2* served as key hub molecules (Figure S9B). Tabunoki et al. [9] also reported the downregulation of ErbB (EGFR) and focal adhesion pathways by RM in U373MG glioblastoma cells. Transcription factors involved in estrogen mediated-signaling such as estrogen receptor 1 (*ESR1*) and V-myb myeloblastosis viral oncogene homolog (*MYB*) were among the top 15 genes with enhanced repression following combination treatment (Figure 6C).

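ESR1, the estrogen receptor, was 4.47-fold lower in RM (standard error 0.14, adjusted p = 1.06e-06), 2.01-fold lower in DOX (standard error 0.14, adjusted p = 1.55e-04) and 10.4-fold lower in RM + DOX (standard error 0.12, adjusted p = 4.08e-09). The DOX call ended without DOX replicate 2 (-0.97) or Neg replicate 1 (-0.98). ESR1 was 5.19-fold lower in RM + DOX than in DOX (adjusted p = 2.74e-07) and 2.34-fold lower than in RM (adjusted p = 2.58e-05), and its interaction was -0.22 (adjusted p = 0.464). MYB, a transcription factor of proliferating cells, stood at 9.23 ± 0.023 (SD, n = 2 arrays) in Neg, 6.93 ± 0.25 (n = 2) in RM, 7.73 ± 0.096 (n = 2) in DOX and 5.30 ± 0.099 (n = 3) in RM + DOX, 5.37-fold below DOX (adjusted p = 8.91e-08) and 3.10-fold below RM (adjusted p = 1.03e-06), with an interaction of -0.13 (adjusted p = 0.624). PGR, the progesterone receptor, fell by 2.70, 2.11 and 3.31 on the log2 scale in RM, DOX and RM + DOX, less than the sum (interaction 1.50, adjusted p = 0.00700). Of 28 genes of the estrogen response, 11 fell in RM, 5 fell and CXCL12 rose in DOX, and 12 fell in RM + DOX (the same counts when adjusted over the list alone). By camera the list was lower than the other genes in RM (adjusted p = 3.15e-13, and 0.0490 with an estimated correlation) and RM + DOX (adjusted p = 2.61e-07, and 0.0998 with an estimated correlation), and it did not pass in DOX (adjusted p = 0.250). A comparison with genes of like length, which matters for decreases in RM, was not made. Of the 16 genes that Figure 6C names as repressed, 16 fell in RM + DOX, 14 in DOX and 7 in RM, and 14 of its measured enhanced genes rose in RM + DOX; the study chose both on these samples, so the counts are not independent evidence.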

#### 2.5.5. Apoptosis and Interferon Signaling

A group of apoptosis genes, several of them were specifically involved in the release of cytochrome C from mitochondria (e.g., *IL6, JUN, MLLT11, MOAP1, OPA1, SOS1*, and *TRIAP1*), were regulated exclusively after combination treatment (Figure 9F). 

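Among the genes named for mitochondrial apoptosis, MLLT11, MOAP1, TRIAP1 and JUN rose in RM + DOX and OPA1 and SOS1 fell. MLLT11, which acts on BAX-dependent release, rose 3.06-fold (standard error 0.11, adjusted p = 3.26e-07; n = 3 arrays of RM + DOX and 2 of Neg), TRIAP1, which restrains apoptosome assembly, 3.00-fold (standard error 0.072, adjusted p = 1.71e-08) and MOAP1, a BAX activator, 2.52-fold (standard error 0.070, adjusted p = 5.1e-08). OPA1, which keeps mitochondrial cristae closed, was 2.76-fold lower (standard error 0.073, adjusted p = 3.34e-08). JUN had a log2 change of 1.16 (standard error 0.061, adjusted p = 5.13e-08) and SOS1, a Ras activator, a decrease just over 2-fold (standard error 0.073, adjusted p = 6.59e-07), a call that ended without Neg replicate 2 (-0.99), RM+DOX replicate 1 (-0.98) or RM+DOX replicate 2 (-0.99). IL6 had a log2 change of 0.45 in RM + DOX (adjusted p = 0.00609). It was a DEG there with averaged or any probe sets, and without Neg replicate 2 its interaction was 1.13. In RM and DOX the log2 changes were 0.75 and 0.92 for MLLT11, 0.90 and 0.79 for TRIAP1, 0.84 and 0.67 for MOAP1 and -0.64 and -0.85 for OPA1, and none of the 7 genes was called in the interaction by limma, at an adjusted or an unadjusted p. With the arrays centred on the spikes, JUN (0.34), MLLT11 (0.80), MOAP1 (0.52) and TRIAP1 (0.77) were not DEGs, nor was MLLT11 with its probe sets averaged (0.93). 6 of the 7 were DEGs in RM + DOX and in no other treatment; the study chose them on these samples, so this is not independent evidence. Of 26 genes of intrinsic apoptosis, BAX and BBC3 rose in DOX and BAX, BBC3 and PMAIP1 in RM + DOX (the same counts when adjusted over the list alone), none was a DEG in RM by limma, at an adjusted or an unadjusted p, and the list did not pass camera (adjusted p = 0.167, 0.604 and 0.117 in RM, DOX and RM + DOX). BAX in DOX ended as a call without Neg replicate 2 (0.99).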

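BCL2, which guards mitochondria against apoptosis, stood at 6.17 ± 0.13 (SD, n = 2 arrays) in Neg, 6.48 ± 0.039 (n = 2) in RM, 6.29 ± 0.028 (n = 2) in DOX and 6.32 ± 0.025 (n = 3) in RM + DOX by its brightest probe set. The log2 changes were 0.31, 0.12 and 0.15 (adjusted p = 0.0101, 0.266 and 0.113). Another probe set of BCL2 gave -1.08 in RM + DOX and was a DEG there. It was picked as the called probe set with the largest change, not by the strength of its evidence.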

Anti-apoptotic *BCL-2* was also repressed similar to the findings of Halim et al. [8]. This suggests that activation of intrinsic apoptosis via mitochondria could be related with the higher induction of cell death observed after simultaneous treatment of RM and DOX in MCF-7 cells. Interestingly, interferon signaling and endosomal vacuolar pathways were regulated in the combination treatment (Figure 9G), indicating immunomodulatory activity, which may have enhanced the DNA damage or cytotoxicity [38].

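TAP1, the pump that carries peptides to HLA class I, rose by 2.19-fold in RM, 4.43-fold in DOX and 9.24-fold in RM + DOX (standard error 0.097, adjusted p = 1.32e-09; n = 3 arrays of RM + DOX and 2 of Neg), and HLA-F by 1.56 in DOX and 1.61 in RM + DOX on the log2 scale. IRF1, a transcription factor of the interferon response, stood at 6.69 ± 0.078 (SD, n = 2) in Neg, 8.12 ± 0.11 (n = 2) in RM, 7.58 ± 0.061 (n = 2) in DOX and 9.06 ± 0.096 (n = 3) in RM + DOX, with log2 changes of 1.43, 0.89 and 2.36 (in RM + DOX standard error 0.082, adjusted p = 2.93e-09). ISG15, a ubiquitin-like interferon product, rose by 1.07 in RM and 2.03 in RM + DOX, and IFI6, which protects mitochondria, by 1.66 in DOX and 2.06 in RM + DOX. Of 34 interferon genes, 5 rose in RM and none fell, 3 rose and SAMD9 fell in DOX, and 10 rose and SAMD9 fell in RM + DOX (the same counts when adjusted over the list alone). GBP2, a GTPase against intracellular microbes, rose by 1.46 in RM and 1.17 in DOX but by 1.04 in RM + DOX (interaction -1.59, adjusted p = 1.05e-04), a call that ended without Neg replicate 1 (0.91). The interferon list passed camera in RM (adjusted p = 1.28e-06, and 0.0490 with an estimated correlation) and in RM + DOX (adjusted p = 0.00391, and 0.143 with an estimated correlation) but not in DOX (adjusted p = 0.127). Of 17 genes of HLA class I and the immunoproteasome, 3 rose in RM, 2 in DOX and 9 in RM + DOX, and none fell (the same counts when adjusted over the list alone; camera adjusted p = 3.84e-04, 0.00793 and 2.67e-06, with adjusted p = 0.290, 0.559 and 0.205 with an estimated correlation). Neither list passed camera in the interaction (adjusted p = 0.0570 and 0.159). With the arrays centred on the spikes, which were highest in RM + DOX, the median log2 change of the interferon list in RM + DOX was -0.43 in place of 0.39.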

## 3. Discussion

The marine habitat proves to be a rich source of anticancer drugs [39]. Here we report another marine compound, renieramycin M (RM), from the blue sponge *Xestospongia* sp. that synergizes with DOX against ER^+^ MCF-7, thus offering potential for the treatment of the most common breast cancer subtype. This study serves as an initial attempt to assess the combination effects of RM with other standard cytotoxic agents, targeted, and immunotherapies.

The therapeutic outcome of drug combinations depends on the regimen, dosage or drug ratios, and mode of action of the compounds. For some class of compounds, certain ratios and schedule of administration are synergistic and others are antagonistic. Our results indicate that RM synergizes with pharmacologically achievable concentrations of DOX over a range of combination ratios (1:20–1:80, (RM:DOX)) when administered simultaneously and not sequentially. The synergistic effect was greatest at 1:40–1:50 drug ratio, particularly at 75%–95% kill level, which is most relevant in the clinics. Simultaneous administration of RM and DOX reduced the IC_95_ of both compounds by two- to eight-fold, hence toxicities are expected to be lower. 

We attempted to explain the mechanism of RM and DOX synergy by integrating real-time cell kinetic profiling, cell cycle, and transcriptome analysis. Data showed that RM and DOX damaged the DNA, possibly via different but overlapping mechanism of action. Both compounds repressed genes relating to DSB repair. DOX can (1) intercalate in the DNA minor groove, resulting in positive torsion, thereby inhibiting topoisomerase II (topo II) or (2) directly poison topo II in its double-strand cleavage form and prevent ligation [40,41]. RM also repressed topo II, but it was unlikely its main target. The basis of antiproliferative activity of RM is not well established, although mechanistic studies focusing on transcriptional profiling have shown similarities with the structurally related ecteinascidin compounds [2,9]. Et-743 binds to the exocyclic N2 amino group of guanines in the DNA minor groove via two of its rings (subunits A and B), forming DNA adducts and bending DNA toward the major groove [42]. Et-743 also interacts with transcription factors or DNA repair proteins via the third ring (subunit C) that protrudes from the DNA duplex [42,43]. In lieu of its chemical structure, it is also possible for RM to have a DNA and a non-DNA target, which would eventually trigger apoptosis. This is supported by the real-time cell profile and the transcriptome analysis revealing that RM downregulated DNA repair proteins and tyrosine kinase signaling proteins involved in ErbB/PI3K-Akt and focal adhesion pathways. The differential regulation of these pathways could be integral to the cytotoxicity of RM. Growth arrest and DNA damage-inducible gene 45 (*GADD45A*), a p53-inducible gene involved in the mitotic phase of the cell cycle, was induced by RM, corroborating the results of an earlier report [2]. However, our results revealed no significant cell cycle arrest, suggesting that other events have led to apoptosis. Possible routes could be through a putative protein target or the non-specific oxidative stress, which can cause DNA-strand breaks, membrane damage, and eventually, cell death [37]. Saframycin A (Saf A), another closely related tetrahydroisoquinoline with pyruvamide side chain at C-22 instead of an angelate ester [44], was also shown to alkylate guanine residues in DNA duplexes [45,46]. Both compounds offered compelling evidence supporting the involvement of iminium ion intermediate in the process, either by the expulsion of cyanide by Saf A or water by Et-743 [47]. However, based on gene expression analysis, Saf A did not affect DNA repair genes, as might have been expected if the primary action is through covalent modification of DNA [48]. Like Et-743, this suggests that Saf A also targets a non-DNA target, which was later on identified to be GAPDH via formation of DNA ternary complexes [49]. Based on the SAR study, the C-22 angelate ester is important in the cytotoxicity of RM [3] and may be key to the activation of DNA damage response. SAR studies designed to determine the effects on DNA, coupled with computational modeling will be important in unraveling the moieties that bind to the DNA and putative non-DNA targets. 

There are two possible mechanisms therefore to explain the synergy between RM and DOX in MCF-7 breast cancer cells. First, RM and DOX may have acted on the same or related pathway and amplified DNA injury while simultaneously repressing DNA repair pathways. One possible scenario would be accumulation of lesions due to DSBs and SSBs, requiring DNA repair. We hypothesized that these lesions were not repaired due to downregulation of BRCA1 by both compounds. With the simultaneous inhibition of PARP1/2 by DOX, the number of SSBs increased, resulting in a greater replication-associated DSBs, which in turn produced chromatid breaks and exchange aberrations, leading to cell death. Moreover, DOX also downregulated BRCA2, resulting to additional BRCA2-mediated HR repair defects. The mechanism of RM and DOX synergy may be reminiscent of the synthetic lethality in HR-defective breast and ovarian cancer (with BRCA1/2 mutations) treated with PARP inhibitors [27,28]. Another possible scenario would be the blocking of the mediators (ATM and ATR), and transducers (CHEK1 and CHEK2) of SSB and DSB repair. CHEK1/2 is responsible for controlling G1/S, S, and G2/M checkpoints. Simultaneous inhibition of CHEK1/2 and other DNA repair proteins may have propagated the DNA damage by permitting the replication of unrepaired DNA, causing genomic instability. Cells that accumulated DNA injury may have progressed through mitosis without arrest for repair and eventually underwent mitotic catastrophe or apoptosis [38]. Inactivation of anti-apoptotic BCL2 and cytochrome C release upon combination treatment may also have enhanced cell death. Finally, the activation of interferon gamma signaling may indicate immune regulation that may have altered the expression of DNA damage repair proteins and cell cycle regulators [38].

Second, RM and DOX may have acted on different targets or pathways that may either complement or reinforce drug action or neutralize compensatory mechanisms [50,51,52]. An example is vinblastine, a tubulin inhibitor that works synergistically with DOX for non-Hodgkin lymphoma [53] and triple-negative breast cancer [50]. Here we show that RM is able to downregulate ErbB (possibly through ERBB4), PI3K-Akt, and focal adhesion pathways. Miller et al. [54] reported that combined inhibition of CDK4 and IGF1R cooperatively suppresses the activation of proteins within the Akt pathway resulting in synergistic cytotoxicity. This might be implicated in the synergism of RM and DOX, as shown by the downregulation of IGF1R by RM, and CDK4 by DOX. Inhibition of PI3K-Akt by RM may also have utility in repressing DOX resistance in melanoma and colon cancer cells [55]. RM was reported to inhibit the migration and invasion of H460 lung cancer cells, thus may be a potential anti-metastatic agent [8]. We speculate that downregulation of focal adhesion and integrin signaling via protein tyrosine kinase 2 (PTK2) may be involved. PTK2 or focal adhesion kinase (FAK) is enriched in focal adhesions and together with Src kinase coordinates adhesion turnover, actin cytoskeleton dynamics and cell shape and regulates cancer cell migration and cell invasion [56]. Another key protein that was recently reported to be involved in breast cancer metastasis is the Myb [57]. A three- to five-fold increase in repression of MYB was observed after combination, thus providing another basis for its use in the treatment of advanced breast cancer. Currently, it is unclear whether perturbation of ErbB/PI3K-Akt and focal adhesion pathways occur upstream, downstream, or simultaneously with DNA damage response, and whether it may have impact to the synergistic effect of RM + DOX. Liu and Zhao [58] reported that two compounds with different gene expression profiles may offset each other’s effects when applied together, thus are less likely able to ‘collaborate’ to generate synergistic effects. Further investigation on the cross-talk of these two pathways is needed.

The mechanism of additivity and antagonism after sequential administration is currently unknown. We suspect that pretreatment with DOX have locked the cells at G2/M and caused senescence. Senescent cells tend to be resistant to apoptotic signals and may have reduced sensitivity to RM. Another possibility is that RM action may require dividing cells. A number of DEGs after RM treatment were associated with mitotic cell cycle, hence growth arrested cells may have reduced sensitivity to RM.

Several studies on the individual effects of RM and DOX have been published, however its combination effects have not been explored. To our knowledge, this is the first report on the synergistic cytotoxicity of RM and DOX in a breast cancer cell line with proposed mechanisms based on real-time kinetic profiles, cell cycle effects, and transcriptome signatures. Our study confirms several findings of previous reports and provides new insights to the mechanism of RM alone and the combination with DOX. However, the main drug driving the synergy remains largely unknown and further testing is needed. Although, it is possible that the mechanism of synergy may be explained by more than one mechanism. We found that the combination of RM and DOX also induces synergistic cytotoxicity in mammalian normal canine kidney cells (MDCK). This can be circumvented by synthesizing analogues of RM with improved selectivity. Other strategies such as antibody-drug conjugation [59] and controlled drug release in tumor tissues at specific ratios are being explored to maximize therapeutic index [60]. Successful translation of ratio-dependent synergistic drug combinations in pre-clinical and clinical trials using nano-scale drug delivery liposomes has been reported [61,62]. Currently, the efficacy of RM and DOX combination is being evaluated in vivo. Phenotypic profiling coupled with transcriptomic profiling of the compounds have aided us in understanding the synergism of RM and DOX. This study adds impetus to investigate the effects of RM with other anticancer drugs—cytotoxic agents, targeted, or immunotherapies, not only in ER^+^ but also in other subtypes of breast cancer and other solid tumors.

## 4. Materials and Methods 

### 4.1. Chemicals

The supply of renieramycin M (RM) for this study was isolated and purified using the method of Suwanborirux et al. [7]. RM is >99% pure. All NMR and MS data agree with the literature. A 10 mM (5.75 mg/mL) stock solution of RM was prepared in dimethyl sulfoxide (DMSO), and then further diluted to 100 µM using the same solvent. Doxorubicin (DOX), 98%–102% pure (HPLC), was purchased from Sigma-Aldrich Co. (Saint Louis, MO, USA). (D1515) and dissolved in sterile water to make 8.5 mM (5 mg/mL). Both stock solutions were aliquoted in several tubes, and stored at −20 °C. Further dilutions of RM and DOX were prepared in 10% DMSO and sdH_2_O, respectively. 

### 4.2. Cell Culture

MCF-7 (ATCC^®^ HTB-22™) was maintained following the supplier’s protocol. All cell culture products were purchased from Gibco^®^ (Waltham, MA, USA), unless otherwise stated. Briefly, cells were maintained at 37 °C under 5% CO_2_ in 10% MEM supplemented with 2 mM L-glutamine, 1× non-essential amino acids, 1 mM sodium pyruvate, 1.5 g/L sodium bicarbonate (Sigma-Aldrich^®^), 100 units of penicillin, and 100 μg/mL streptomycin, and 0.01 mg/mL recombinant human insulin (Sigma-Aldrich^®^). Culture media were renewed every two to three days, and cells were subcultured when 80%–90% confluent. Only cells that have >90% viability, passage number <20, and in the log phase of growth were used for assays. To harvest cells for assays, cells were washed three times with 1× PBS and incubated with 0.25% trypsin-EDTA at room temperature (RT; 24–26 °C) for 3–7 min or until the cells detached. Afterwards, cells were resuspended in 10% growth media. Seeding density was determined by manual counting in a hemocytometer using 0.4% trypan blue.

### 4.3. MTT Cytotoxicity Assay

Quantification of cell viability was based on an MTT (3-(4,5-dimethyl-2-thiazolyl)-2,5-diphenyl-2H-tetrazolium bromide) assay [63]. Briefly, cells were seeded into a flat bottom 96 well-plate at a density of 2 × 10^4^ cells/well and incubated at 37 °C under 5% CO_2_ for 24 h. Subsequently, cells were treated in quadruplicate with DOX (1 to 31600 nM), RM (0.0316 to 1000 nM) or vehicle controls (0.1% DMSO and sdH_2_O) and exposed for 72 h. Then, 15 μL of filtered MTT (5 mg/mL in 1× PBS) was added to each well and incubated for another 3 h. Finally, 100 μL of DMSO was added, and the absorbance was read in a microplate reader (Biotek^®^, Synergy-HT^®^, Winooski, VT, USA) at 570 nm. The percent cell viability relative to the vehicle control was calculated using the following equation:

$$\%\;Cell\;Viability\;=\left(\frac{Absorbance\;compound\;treated\;–\;Absorbance\;media}{Absorbance\;vehicle\;treated\;–Absorbance\;media}\right)100.$$

The IC_50_ and slope (m) of the concentration-response curves were calculated using the CompuSyn software developed by Chou and Martin [12]. These values were then used for the evaluation of the drug combination experiments described below.

### 4.4. Real-Time Monitoring of Cytotoxicity 

This assay utilized the xCELLigence^®^ real-time cells analyzer to monitor the effects of the compounds to the cells. Cell titration was first conducted to determine the appropriate seeding density in the assay (Figure S1). To start the real-time cell analysis, background readings from 100 μL of media added in each well of the E-plate^®^ 96 was obtained. A 100 μL aliquot of the cell suspension (2 × 10^4^ cells/well) was added, and the plate was equilibrated at RT for 30 min before placing in the RTCA-SP station inside the 5% CO_2_ incubator. After ~24 h, the cells were treated with the compounds in the same manner as in the MTT cytotoxicity assay. Cellular responses were monitored every 30 s for 1 h, then every 2 min for another 1 h, and finally every 30 min for 144–168 h (six to seven days). Cell index values were normalized to the time of addition of compounds and plotted in GraphPad PrismTM version 3.03 (San Diego, CA, USA). IC_50_s were calculated using the sigmoidal-dose response curve-variable slope equation using the RTCA-SP software version 2.0 (San Diego, CA, USA).

### 4.5. Cell Cycle Analysis

This assay was based on Riccardi and Nicolletti [64] with slight modification. Briefly, MCF-7 cells were grown in six-well plates at 6.7 × 10^5^ cells/well. After 24 h, cells were treated, either singly or in combination, with DOX (125 to 8000 nM) and RM (1.56 to 100 nM), then harvested at 30 and 72 h-post incubation to generate a concentration- and time-dependent response data. Cells were washed with 1 mL cold 1× PBS and centrifuged at 200g (Thermo Scientific, Heraeus™ Megafuge 16R, Waltham, MA, USA) for 5 min at RT. Cells were resuspended in 500 μL of cold 1× PBS then fixed for a minimum of 24 h by adding 4.5 mL of 70% cold ethanol. Afterwards, the cell suspension was spun at 800 g for 10 min to remove the ethanol. Cells were washed with 5 mL 1× PBS, spun at 800 g for 10 min, and resuspended in 500 μL of 1× PBS. Subsequently, 500 μL of 0.192M Na_2_HPO_4_, pH 7.8, with 0.004% Triton X-100 was added, incubated at RT for 5 min, and centrifuged at 800g for 10 min. Cells were resuspended in 1 mL of freshly prepared DNA staining solution (200 μg of propidium iodide (PI) in 10 mL 1× PBS, with 2 mg of DNAse free RNAse (Roche^®^, Basel, Switzerland) and incubated at RT in the dark for 4 h. Finally, cells were analyzed using flow cytometry (FACS Calibur, BD Biosciences, Tuas, Singapore) at fluorescence channel 2 (FL-2; λ_ex_ 488 nm, λ_em_ band pass filter 550 nm). Cell cycle analysis was performed using ModFt LT 5.0 software (Verity Software House, Topsham, ME, USA).

### 4.6. Evaluation of Sequential or Simultaneous Administration of RM and DOX 

For the drug combination studies, the diagonal constant ratio scheme by Chou [13] was used. The effect of the drug combination was evaluated first at the equipotent molar ratio, RM:DOX (1:60), which is based on the IC_50_ values of the individual drugs obtained from the MTT cytotoxicity assay. MCF-7 cells were treated simultaneously with RM (0.2 to 100 nM) plus DOX (12 to 6000 nM) in quadruplicates at a constant 1:60 ratio for 72 h. The effect on cell viability was evaluated by MTT cytotoxicity assay. DMSO (0.1%) + sdH_2_O served as vehicle control. To monitor the behavior of the individual drugs during the combination experiment, a parallel single drug control experiment for RM and DOX was performed. We used three analytical approaches to identify synergistic activity: Curve-shift analysis, combination index (CI) method, and isobologram analysis. The CI values at different inhibition levels and the IC_50_, IC_75_, IC_90_, and IC_95_ used to construct the lines of additivity were generated using the CompuSyn software [12]. 

Subsequently, we determined the optimal combination ratio and regimen that will give maximal synergistic effect on MCF-7. Cells were exposed to multiple combination ratios (e.g., 1:100, 1:80, etc.) at three different schedules (Figure S2): (1) Simultaneous treatment (RM + DOX), (2) sequential treatment (RM→DOX after 24 h), (3) reverse sequence (DOX→RM after 48 h). The total time of exposure for each regimen was 72 h. The exposure times of each drug in sequential treatments were based on the cell killing kinetics of the individual drugs from xCELLigence RTCA. For the determination of optimum combination ratio, a checkerboard assay was also performed to complement the diagonal constant ratio method. All experiments were performed at least three times.

### 4.7. Hoechst 33342 Nuclei Staining

MCF-7 cells were grown in flat-bottom 96-well plates at a density of 2 × 10^4^ cells/well. After 24 h, cells were treated in triplicates with RM alone, DOX alone, or in combination at 1:50 molar ratio (most synergistic combination ratio) for 24 h at 37 °C. Vehicle solvent (0.1% DMSO + sdH_2_O) served as negative control. Afterwards, cells were washed with 1× PBS once, and the media were replaced. Cells were stained in situ with Hoechst 33342 (5 μg/mL in sterile H_2_O; Invitrogen) for 20 to 30 min at 37 °C. Finally, cells were excited with UV, and viewed under a fluorescence microscope at λ_em_ ~483 nm. At least 200 cells were counted manually, and the percent apoptotic cells were reported.

$$\%\;apoptotic\;cells\;=\left(\frac{no.\;of\;apoptotic\;cells}{total\;no\;of\;cells}\right)100.$$

### 4.8. Annexin V/PI Flow Cytometry

This assay utilized Annexin V-FITC Apoptosis Detection Kit (BD Pharmingen™, Tuas, Singapore) and was done according to the manufacturer’s protocol, with slight modification. Cells were grown in six-well plates at 6.7 × 10^5^ cells/well. After 24 h, cells were treated with RM alone, DOX alone, or in combination at 1:50 molar ratio for 24 h at 37 °C. Vehicle solvent (0.1% DMSO + sdH_2_O) served as negative control. Subsequently, cells were washed once with cold 1× PBS, spun at 300 g and resuspended in 600 μL of 1× binding buffer yielding ~1 × 10^6^ cells/mL. Then, 100 μL of the cell suspensions were stained with 5 μL Annexin-V and 5 μL propidium iodide (PI). After 15 min of incubation at RT in the dark, 400 μL of 1× binding buffer (140 mM NaCl, 4 mM KCl, 0.75 mM MgCl_2_, 10 mM HEPES, and 1.75 mM CaCl_2_) [65] were added to each tube. Finally, cells were analyzed using FACS Calibur at FL-1 (λ_em_ ~483 nm) and FL-2 (λ_em_ ~483 nm) channels. The experiment was performed in two independent trials. A total of 10000 cells were interrogated and the percentages per quadrant were computed using FlowJo v10 software (Ashland, OR, USA).

### 4.9. Microarray-Based Transcriptome Analysis

MCF-7 cells were treated with near IC_50_ concentrations of RM (6.25 nM), DOX (313 nM), and its combination for 60 h. Individual drug treatments and vehicle control were prepared in duplicates, while the combination treatment was prepared in triplicates. Cells were lysed using QIAshredder (Qiagen, Hilder, Germany), followed by RNA extraction using QIAgen RNeasy mini kit (Qiagen, Hilder, Germany) and sent to Origen Labs Inc. (Ayer Rajah Crescent, Singapore) within 24 h for microarray hybridization using Affymetrix PrimeView Human Expression Arrays. CEL files were generated using Affymetrix GCC (GeneChip Command Console) 5.0 software (Waltham, MA, USA) and imported to the Transcriptome Analysis Console (TAC 4.0) software (Waltham, MA, USA) for data quality control (QC). RMA normalization were performed on the samples to generate the QC metrics. Samples showed OD_260_/OD_280_ ratios of ~1.793 to 1.915, with concentrations of 132.81 ng/μL to 541.99 ng/μL, indicating good purity and acceptable concentrations.

Mean absolute relative log expression (RLE), principal component analysis (PCA) plot and hierarchical clustering of differentially expressed genes (DEG) were conducted in TAC 4.0. CHP files were used to obtain DEGs using a one-way analysis of variance—ANOVA (eBayes) and filter criteria of fold change ≤−2 or ≥2 with an ANOVA, *p* < 0.05. Gene ontology (GO) of the DEGs was conducted using ClueGO v. 2.5.1 (Paris, France) [66]. The Molecular Signature Database (MSigDB) C5 Collection v. 6.2 of the Broad Institute (updated July 2018) (Cambridge, MA, USA) [67] and QuickGO of EMBL-EBI (updated August 2018) (Hinxton, Cambridgeshire, UK) [68] were used as reference gene lists. Enrichment/depletion (two-sided hypergeometric test) with Benjamini–Hochberg correction was performed. Only hits with false discovery rate (FDR) *p* < 0.01 were considered statistically significant. Annotation data sets used were GO complete biological process, cellular component, and molecular function. ClueGO was also used for pathway enrichment and network analysis with REACTOME pathways (updated August 2018) [69] and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways (updated August 2018) [70] as reference lists. Other databases that use different algorithm from ClueGO, such as Gene Ontology Consortium v. 13.1 (released 2018-02-03) [71,72] and Protein Annotation Through Evolutionary Relationship (PANTHER; updated August 2018) [73] were also utilized to validate the results. An overrepresentation test using Fisher’s exact test with FDR correction was performed. Terms with FDR, *p* < 0.05 were considered significant. Venn Diagrams were constructed using EulerAPE (University of Kent, Canterbury, UK) [74]. Microarray gene expression data (GSE124597) were submitted to Gene Expression Omnibus (GEO).

### 4.10. Statistical Analysis

All experiments were performed with at least two to three independent trials. Results were expressed as mean ± SD or mean ± SEM. Statistical comparisons were performed using GraphPad Prism^TM^ version 3.03 using one-way ANOVA (analysis of variance) followed by Bonferroni or Dunnett’s multiple comparison test or unpaired two-tailed Student’s *t*-test. *p* < 0.05 were considered significant.

## 5. Patents

This study has been the subject of patent application by J.O.T. and G.P.C. of the Marine Science Institute, University of the Philippines Diliman with patent application number 1-2018-050034, patent pending.

## Figures and Tables

**Figure 1:**
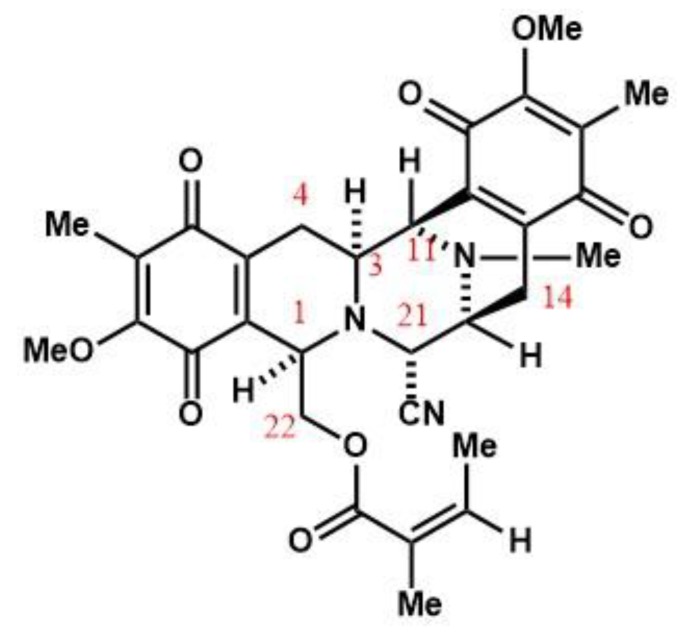
Renieramycin M from the blue sponge *Xestospongia* sp.

**Figure 2:**
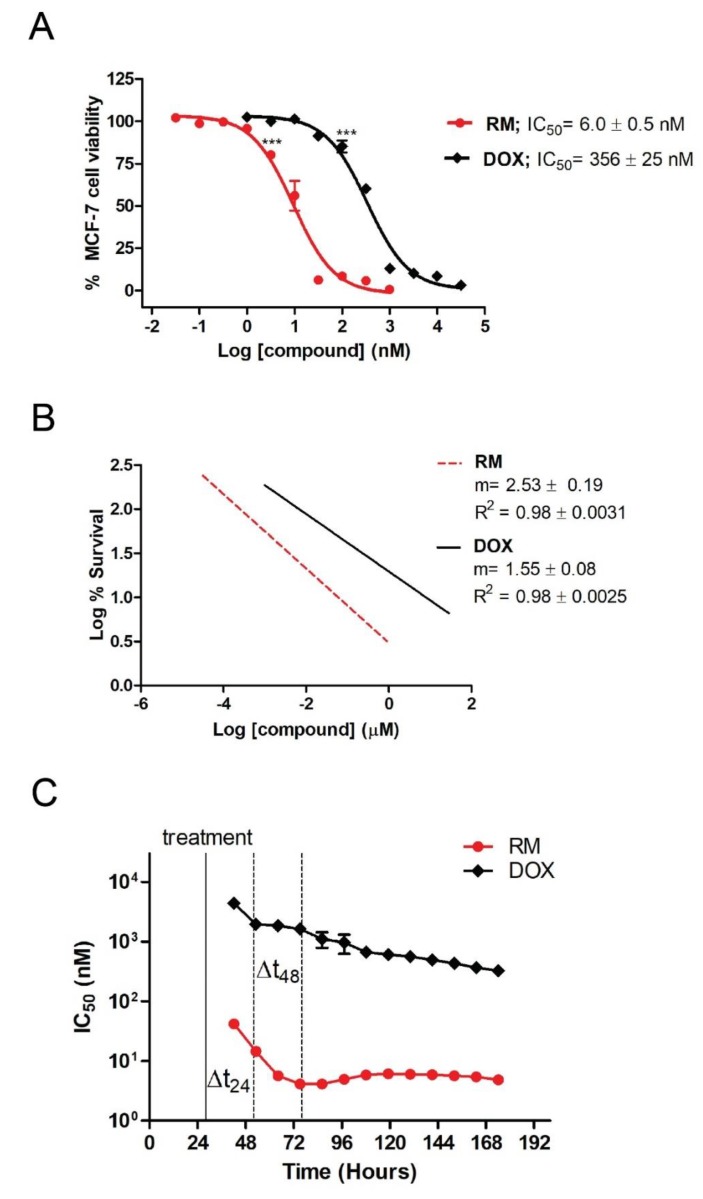
Individual cytotoxicity of renieramycin M (RM) and doxorubicin (DOX) on MCF-7 breast cancer cells. (**A**) Concentration-dependent cytotoxicity of RM and DOX from MTT cytotoxicity assay at 72 h post-treatment. Data points are mean ± SEM of three independent trials performed in quadruplicates. *** *p* < 0.0001 (one-way analysis of variance—ANOVA/Dunnett’s multiple comparison test). (**B**) Slopes of the concentration-response curves. m = “shape” or the slope of the curve; r = conformity of the data to the mass-action law. These were automatically generated using the CompuSyn software (Paramus, NJ, USA) [12]. (**C**) Time-dependent cytotoxicity of RM and DOX using xCELLigence^®^ software (RTCA; ACEA, Biosciences Inc., San Diego, CA, USA) during a seven-day exposure. Each data point represents mean IC_50_ ± SEM (*n* = 3) calculated during the indicated time-points of a representative experiment. Solid black line indicates the time of treatment; Δt_24_ and Δt_48_ indicate time points after 24 and 48 h of exposure, respectively.

**Figure 3:**
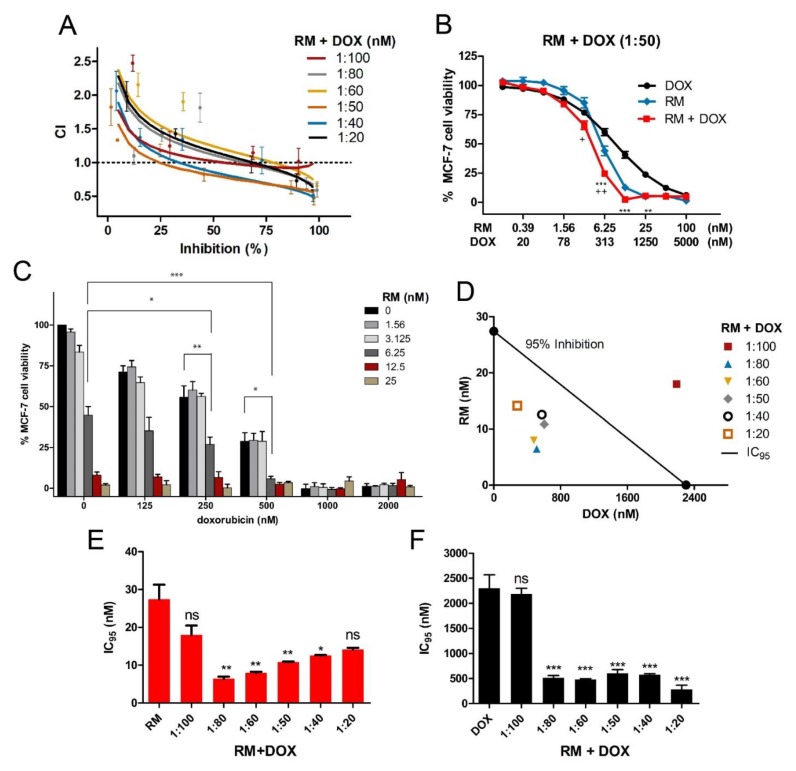
Synergistic cytotoxicity of RM + DOX at multiple combination ratios. MCF-7 cells were treated singly or concurrently with RM plus DOX at different constant molar ratios for 72 h, and the cell viability was assessed using an MTT cytotoxicity assay. (**A**) The combination index (CI) plot of different combination ratios. Values that fall below and above the line (CI = 1) would mean synergism and antagonism, respectively. Points are experimental data reported in mean ± SEM of three independent trials. (**B**) Example of curve-shift analysis conducted for the most synergistic combination ratio (1:50). Data points are mean ± SEM of three independent trials performed in quadruplicates * *p* < 0.05, ** *p* < 0.001, *** *p* < 0.0001, and + *p* < 0.05, ++ *p* < 0.001 vs. DOX alone and RM alone, respectively (one-way ANOVA/Bonferroni). (**C**) Comparison of cell viabilities in the checkerboard assay. Bars are mean + SEM of three independent trials. Significant enhancements in cytotoxicity were observed particularly when near IC_50_ of both drugs (RM 6.25 nM + 250 nM DOX (1:40) and 6.25 nM RM + 500 nM DOX (1:80)) were combined. * *p* < 0.05, ** *p* < 0.001, and *** *p* < 0.0001 (one-way ANOVA/Dunnett’s multiple comparison test). (**D**) Isobologram analysis of different combination ratios at IC95. The diagonal line denotes additivity at 95% inhibition. The isoboles are the mean of at least three independent trials. (**E**-**F**) Comparison of IC_95_ of single and combination drug treatments. The IC_95_ were computed using the CompuSyn software. The IC_95_ of the individual drugs from all sets of combination experiments were averaged and compared to the resulting IC_95_ after combination treatments. Each set of combination experiments was done at least three times. Data points reported are mean + SEM (*n* ≥ 3). RM (**E**) and DOX (**F**) IC_95_ were significantly lowered after using in combination at 1:80 to 1:20 ratio. * *p* < 0.05, ** *p* < 0.001, *** *p* < 0.0001, and ns—not significant (one-way ANOVA/Dunnett’s multiple comparison test).

**Figure 4:**
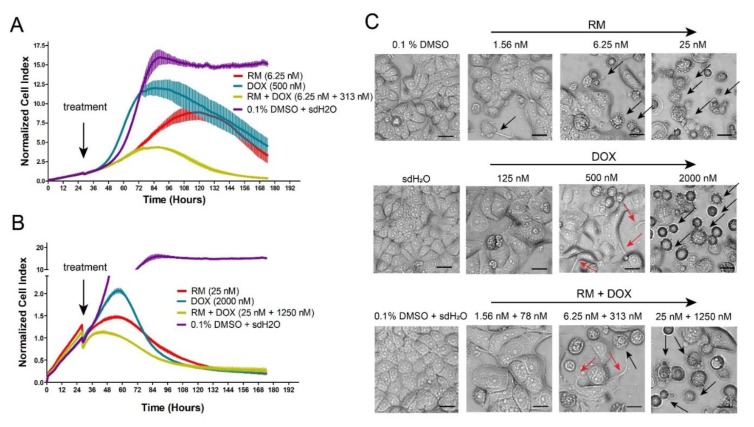
Dynamic monitoring of the combination effects of RM and DOX on MCF-7 breast cancer cells. Enlarged image of the kinetic cell response profiles of MCF-7 cells treated with combination of (**A**) 6.25 nM RM + 310 nM DOX or (**B**) 25 nM RM + 1250 nM DOX for seven days with the single drug equivalents juxtaposed for comparison. The cell indices were normalized at the time of compound addition indicated by the arrow. Data points are mean ± SD of (*n* = 4) of a representative trial. Full kinetic cell response profiles of MCF-7 cells treated singly and in combination (1:50) of RM and DOX for seven days are shown in Figure S6. (**C**) Morphological alterations in MCF-7 cells 72-h post treatment with RM + DOX (1:50). Magnification: 20×. Black arrows indicate apoptotic or dead cells. Red arrows indicate spikes peculiar to DOX-treated cells. Scale bar = 20 μm.

**Figure 5:**
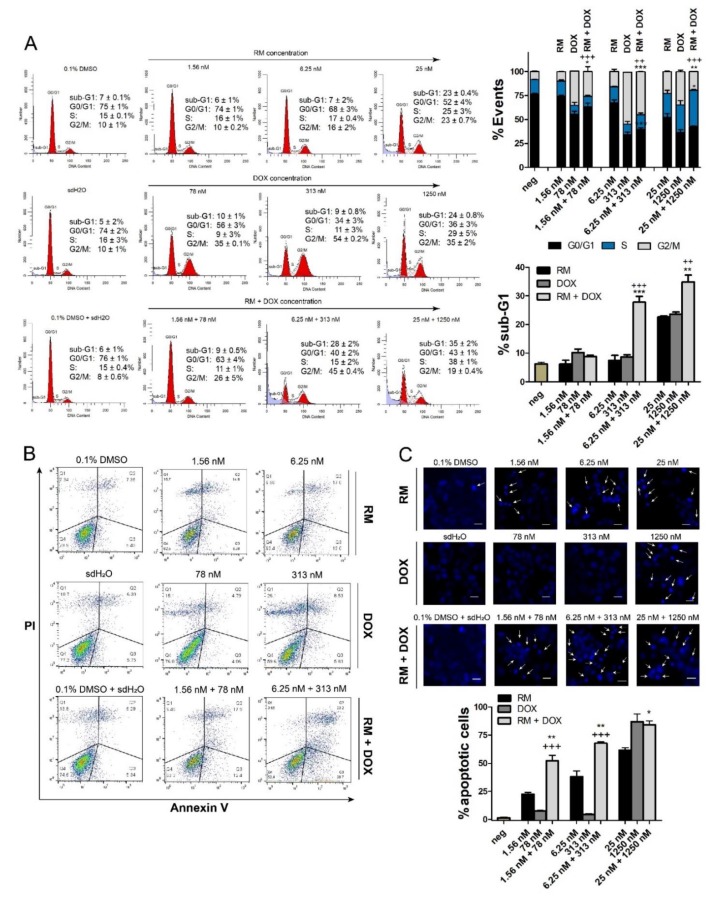
Combination effects of RM + DOX (1:50) on MCF-7 cell cycle and apoptosis. (**A**) DNA content analysis of MCF-7 treated singly or concurrently with RM and DOX for 72 h. The histograms are representative of two independent trials. The percentages reported are mean ± SEM and are represented also in bar graphs (right). High concentration of the combination (25 nM RM + 1250 nM DOX) induced an S and G2/M arrest, while lower concentrations of the combination (6.25 nM RM + 313 nM DOX and 1.56 nM RM + 78 nM DOX) only induced a G2/M arrest. Compared to the single drug treatments, a slight decrease in G2/M and a consequent increase in sub-G1 (dead cells) were observed after the combination treatment. MCF-7 treated with the vehicles 0.1% DMSO and sdH_2_O served as negative controls (neg). * *p* < 0.05, ** *p* < 0.001, *** *p* < 0.0001, and + *p* < 0.05, ++ *p* < 0.001, +++ *p* < 0.0001 vs. RM alone and DOX alone, respectively (one-way ANOVA/Bonferroni). (**B**) Annexin V/PI flow cytometry of MCF-7 treated singly or concurrently with RM and DOX for 30 h. The dot plots are representative figures of two independent trials. (**C**) Hoechst 33342 staining of nuclei after 24 h of exposure to the compounds. Shown are representative images of two independent trials. Minimum of 200 cells were counted manually and the number of apoptotic cells is reported in bar graphs (bottom). White arrows indicate brightly stained condensed nuclei. Bars are mean + SEM of three independent trials performed in quadruplicates. * *p* < 0.05, ** *p* < 0.001, and *** *p* < 0.0001. Scale bar = 20 μm.

**Figure 6:**
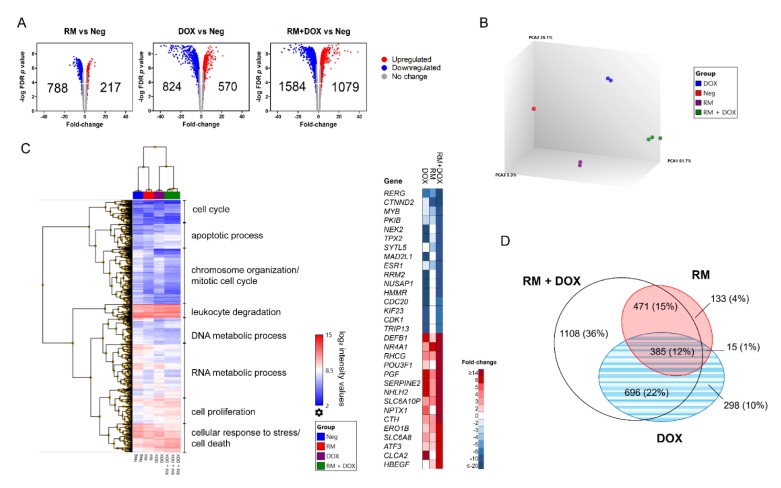
Transcriptome profile of MCF-7 treated with RM and DOX, singly and in combination. RNAs from MCF-7 cells treated with RM (6.25 nM) and DOX (313 nM) and its combination for 60 h were hybridized in an Affymetrix PrimeView Human Gene Expression Array. The single drug treatments and negative control (0.1% DMSO + sdH_2_O) were performed in duplicates while the combination treatment in triplicates. (**A**) Volcano plots showing the differentially expressed genes (DEGs). A threshold of two-fold upregulation (red) or downregulation (blue) relative to the negative control (Neg), with false discovery rate (FDR) *p* < 0.05 were used to filter the significant DEGs. (**B**) Principal component analysis and (**C**) hierarchical clustering of DEGs showing signature gene expression profiles of RM, DOX, and RM + DOX and the top 15 significantly enhanced or repressed genes upon combination treatment. (**D**) Venn diagram analysis showing the number of DEGs common or specific between treatments.

**Figure 7:**
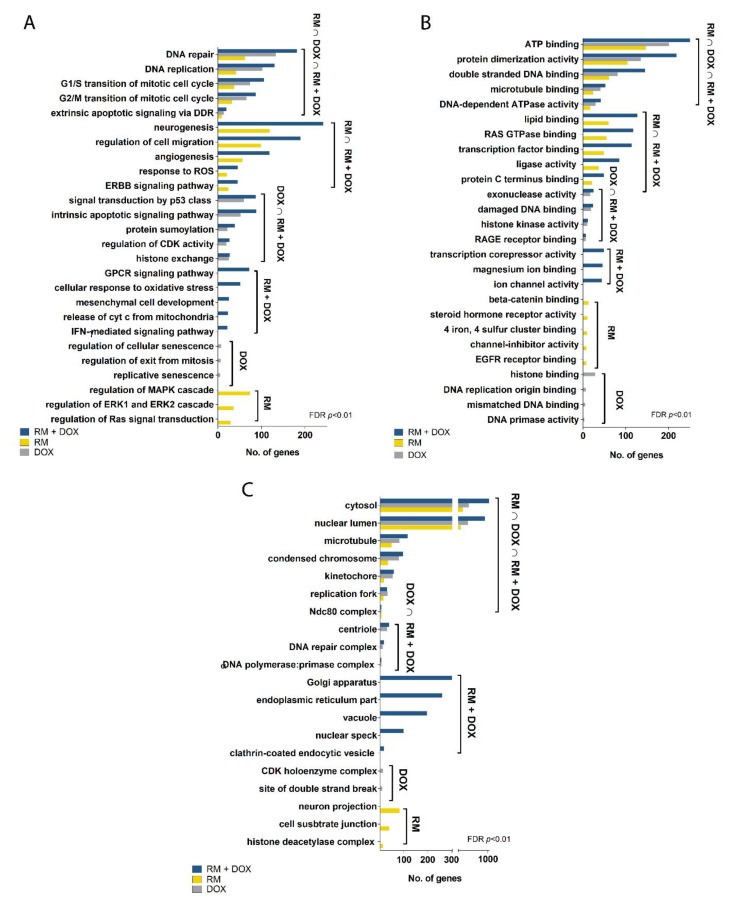
Gene ontology of the differentially expressed genes in MCF-7 treated with RM and DOX, singly and in combination. Statistical overrepresentation test with Benjamini–Hochberg correction was performed using GO, MSigDB, and QuickGO as reference databases. Only terms with FDR, *p* < 0.01 were considered significantly enriched. Shown are some of the most significant (**A**) biological processes, (**B**) molecular functions, and (**C**) cellular components as well as the number of genes associated with each term. The unabridged list of significant annotations is shown in Table S2.

**Figure 8:**
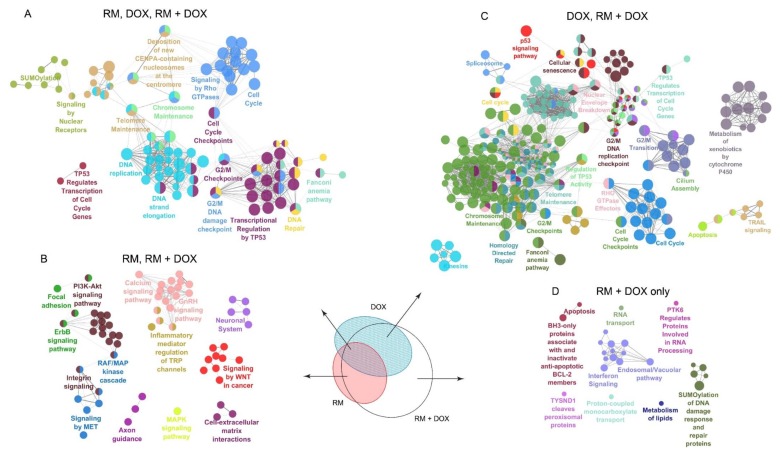
Network analysis of the pathways enriched in the synergistic cytotoxicity of RM and DOX. Kyoto Encyclopedia of Genes and Genomes (KEGG) and REACTOME pathways enriched by the DEGs that intersect between (**A**) RM ∩ DOX ∩ RM + DOX, (**B**) RM ∩ RM +DOX, (**C**) DOX ∩ RM + DOX, and those that are uniquely perturbed in (**D**) RM + DOX were determined using two-sided hypergeometric test with the Benjamini–Hochberg correction FDR, *p* < 0.05 and visualized as a network using ClueGO. Nodes represent pathways that are significantly enriched, the edges are kappa scores that measure the interrelatedness of the nodes. Unabridged list of the pathways can be found in Table S3.

**Figure 9:**
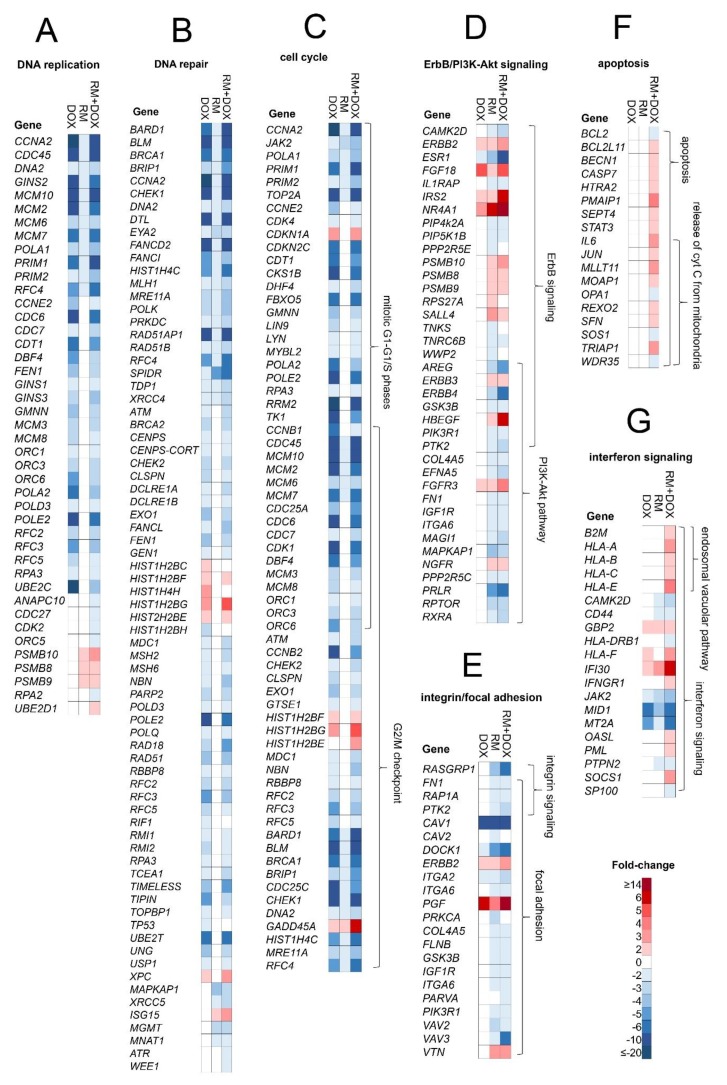
DEGs in MCF-7 after single and combination treatment with RM and DOX. Fold-change of genes involved in the following pathways are displayed as heat map: (**A**) DNA replication, (**B**) DNA repair, (**C**) cell cycle, (**D**) ErbB/PI3K-Akt signaling, (**E**) integrin/focal adhesion, (**F**) apoptosis, and (**G**) interferon signaling. The complete list of genes in all pathways enriched can be found in Table S3.

**Table 1:** Heat map of the effects of RM and DOX at different combination ratios and regimen.

Drug Combination	Combination Ratio (nM)	n	CI values at			
			IC_50_	IC_75_	IC_90_	IC_95_
RM + DOX	1:100	5	0.956 ± 0.064	0.886 ± 0.047	0.884 ± 0.111	0.917 ± 0.156
RM + DOX	1:80	3	1.111 ± 0.093	0.913 ± 0.047	0.777 ± 0.056	0.712 ± 0.085
RM + DOX	1:60	3	1.202 ± 0.115	1.011 ± 0.075	0.877 ± 0.054	0.810 ± 0.065
RM + DOX	1:50	5	0.806 ± 0.069	0.685 ± 0.044	0.609 ± 0.036	0.575 ± 0.041
RM + DOX	1:40	3	0.856 ± 0.041	0.691 ± 0.048	0.580 ± 0.061	0.524 ± 0.071
RM + DOX	1:20	3	1.160 ± 0.075	0.942 ± 0.047	0.780 ± 0.033	0.692 ± 0.032
RM → DOX	1:100	6	2.372 ± 0.220	1.601 ± 0.156	1.105 ± 0.121	0.870 ± 0.105
RM → DOX	1:20	4	1.414 ± 0.094	1.173 ± 0.087	1.004 ± 0.132	0.918 ± 0.162
DOX → RM	100:1	5	1.622 ± 0.221	1.545 ± 0.209	1.557 ± 0.311	1.620 ± 0.427
DOX → RM	20:1	3	2.543 ± 0.429	2.273 ± 0.288	2.074 ± 0.263	1.974 ± 0.319

The effects on cell viability were determined using an MTT cytotoxicity assay after 72 h, and the combination index (CI) values were calculated using CompuSyn software. To determine the combination ratio and schedule of administration that yield the greatest synergistic effect, a heat map was generated, with the red color highlighting the lowest CI values signifying synergism, white highlighting values near 1 signifying additivity, and blue highlighting values greater than 1 signifying antagonism. RM + DOX indicates simultaneous administration, RM → DOX indicates pre-exposure to RM for 24 h followed by DOX for 48 h and DOX → RM indicates the reverse order. *n* is the number of independent trials. Each trial consisted of single drug controls and their combination. The CI values are mean ± SEM of n trials.

## Supplementary Materials

The following are available online at https://www.mdpi.com/1660-3397/17/9/536/s1, Figure S1: Real-time monitoring of the density-dependent proliferation of MCF-7 cells for 6 days, Figure S2: Treatment protocol for the evaluation of synergistic activity, Figure S3: Time-dependent cytotoxicity of RM and DOX using xCELLigence real-time cell analyzer (RTCA), Figure S4: Synergistic cytotoxicity of RM + DOX at equipotent molar ratio (1:60), Figure S5: Curve shift-analyses of the different combination ratios of RM + DOX, Figure S6: Dynamic monitoring of the effects of RM and DOX, singly on MCF-7 breast cancer cells, Figure S7: Morphological changes in MCF-7 breast cancer cells treated singly, and in combination of RM and DOX for 30 and 48 hrs, Figure S8: Effects of RM alone and DOX alone on MCF-7 cell cycle, Figure S9: CDKs and cyclins and molecular networking, Table S1: Comparison of IC_50_ and IC_95_ of single and combination drug treatments.

# Supplementary material for: Synergistic Cytotoxicity of Renieramycin M and Doxorubicin in MCF-7 Breast Cancer Cells
**Source:** Mar Drugs. 2019 Sep 16;17(9):536. doi: 10.3390/md17090536
**Supplement:** Supplementary file 1

**Supplementary Information**

**
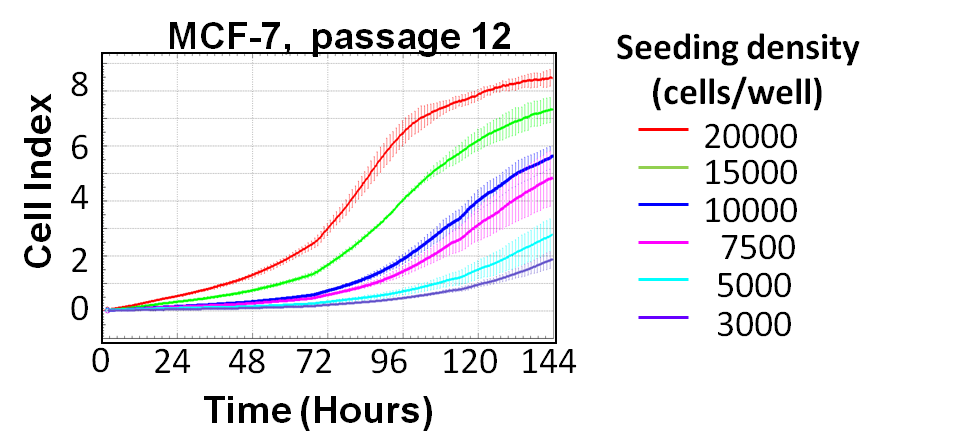
**

**
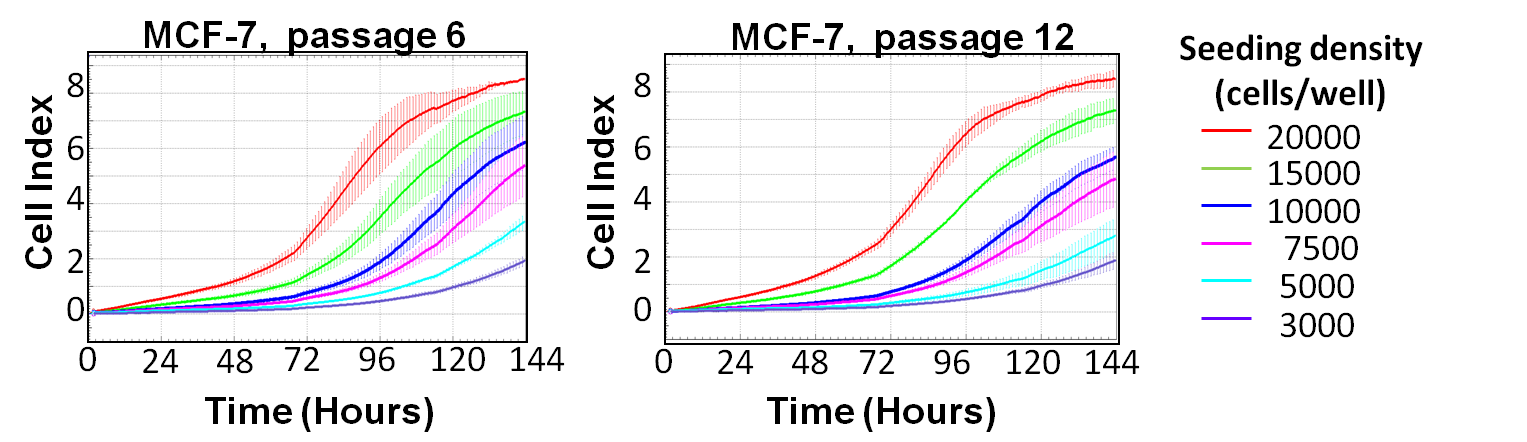
**

**Figure S1. Real-time monitoring of the density-dependent proliferation of MCF-7 cells for 6 days.** MCF-7 cells (passage no 12 and 6) were titrated to determine the correct seeding density that will be used in the xCELLigence system. The kinetic profiles of MCF-7 cells were consistent in different passage numbers.

**
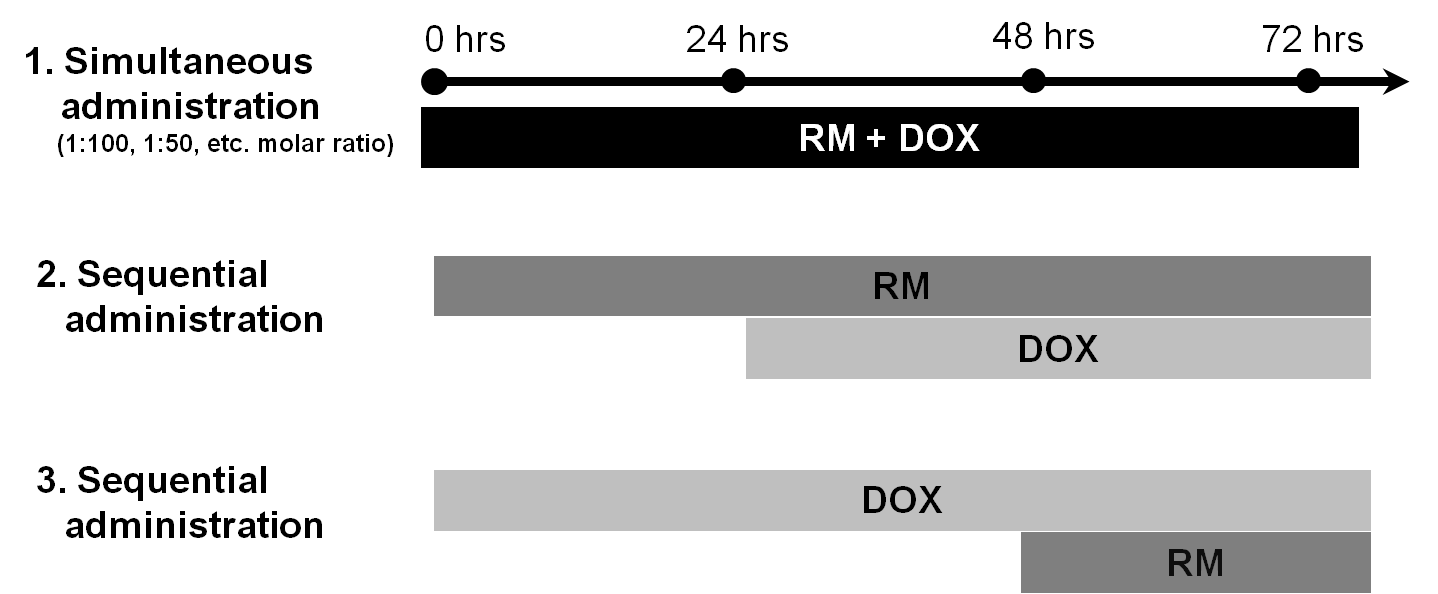
**

**Figure S2. Treatment protocol for the evaluation of synergistic activity.**

**
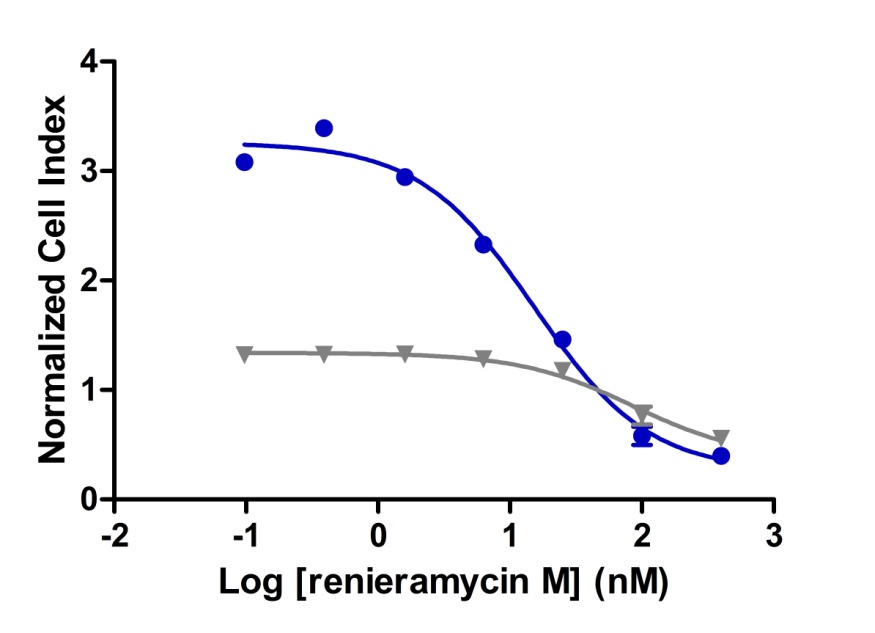

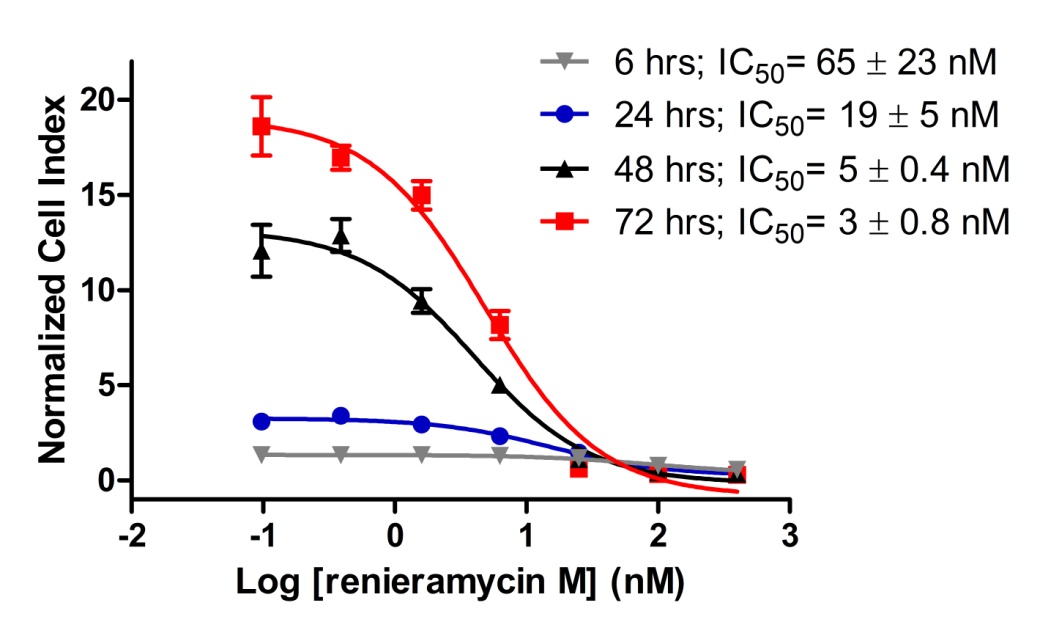
**

**A**

**
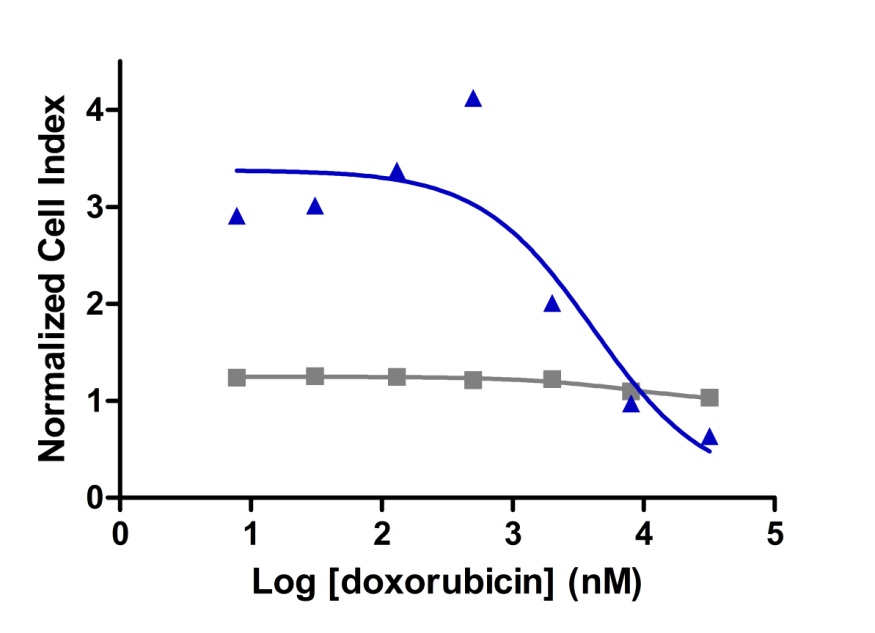
**

**B**

**
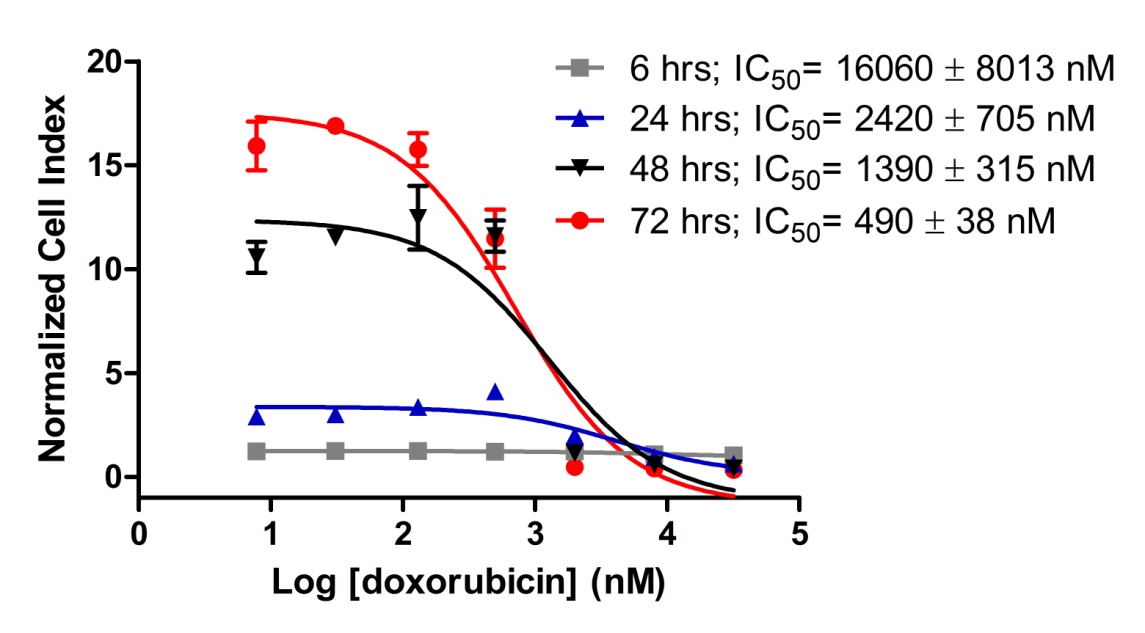
**

**Figure S3. Time-dependent cytotoxicity of RM and DOX using xCELLigence real-time cell analyzer (RTCA).** Concentration-response curves at 6, 24, 48, and 72 hours for RM- **(A)** and DOX-treated cells **(B)** were plotted, and the IC_50_ values were calculated using the sigmoidal dose-response variable slope equation of the RTCA software. Figures on the right are zoom versions of the concentration response curves at 6 and 24 hours. Data points are mean ± SD of (n = 4) of a representative trial. The IC_50_ values reported are mean ± SEM of five independent trials.

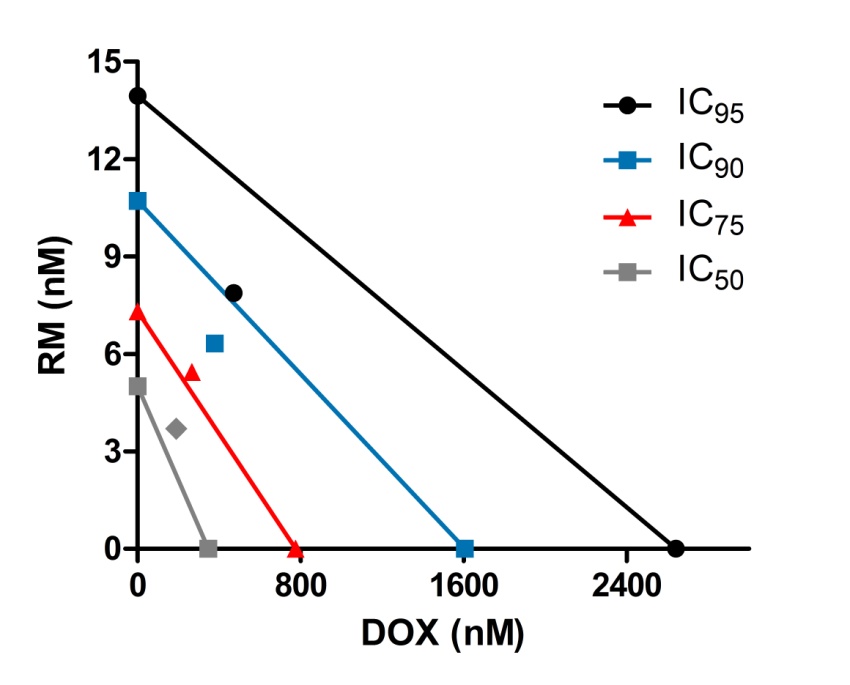

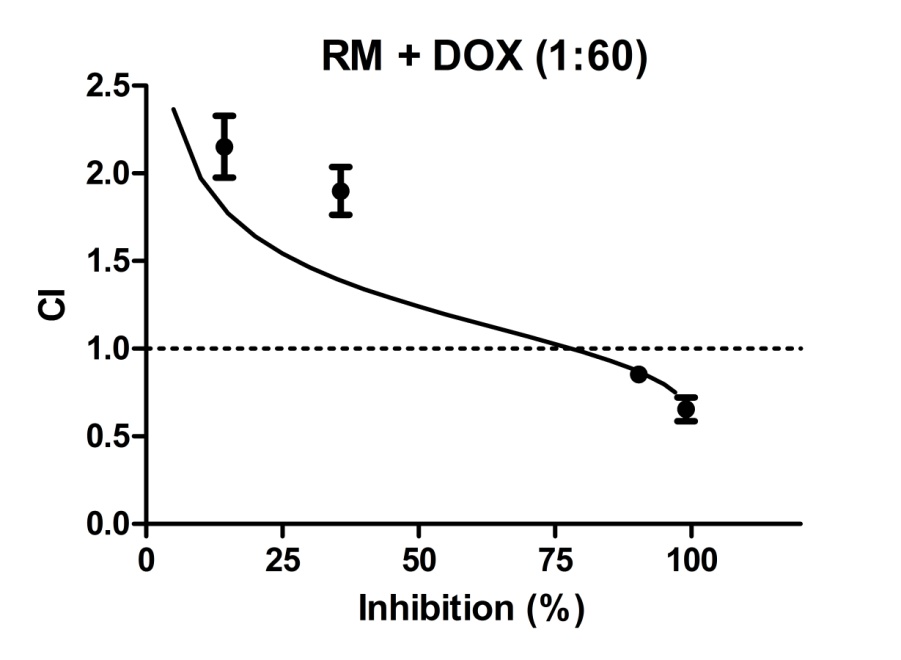

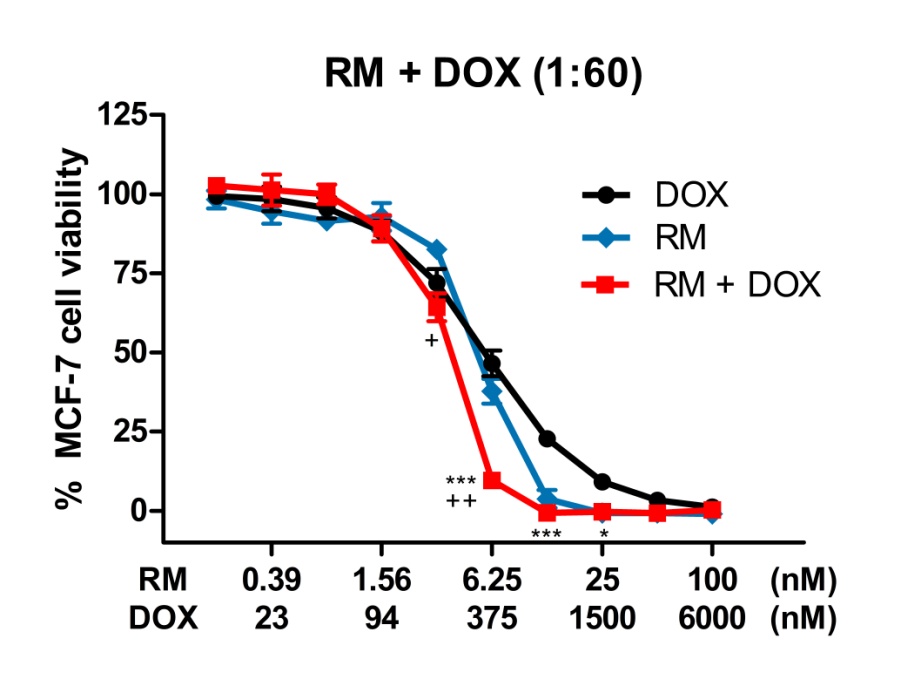

**Figure S4.** **Synergistic cytotoxicity of RM + DOX at equipotent molar ratio (1:60). (A)** Curve-shift analysis. MCF-7 cells were treated singly or concurrently with RM plus DOX at a constant molar ratio of 1:60 for 72 hours, and the cell viability was assessed using MTT cytotoxicity assay. Data points are mean ± SEM of three independent trials performed in quadruplicates. * *p* < 0.05, *** *p* < 0.0001 and + *p* < 0.05, ++ *p* < 0.001 compared to DOX alone and RM alone, respectively. **(B)** Combination Index (CI) plot. The CI values of experimental data points were calculated using CompuSyn software (Chou and Martin 2005), and the mean ± SEM of three independent trials were plotted as a function of the effect or percent Inhibition. CI < 1, = 1, > 1 mean synergism, additive, or antagonism, respectively. **(C)** Isobologram analysis. The diagonal lines denote additivity at different inhibition levels. The points are mean concentrations (n = 3) of RM and DOX required achieving 50%, 75%, 90%, and 95% inhibition.

**B**

**C**

**A**

**
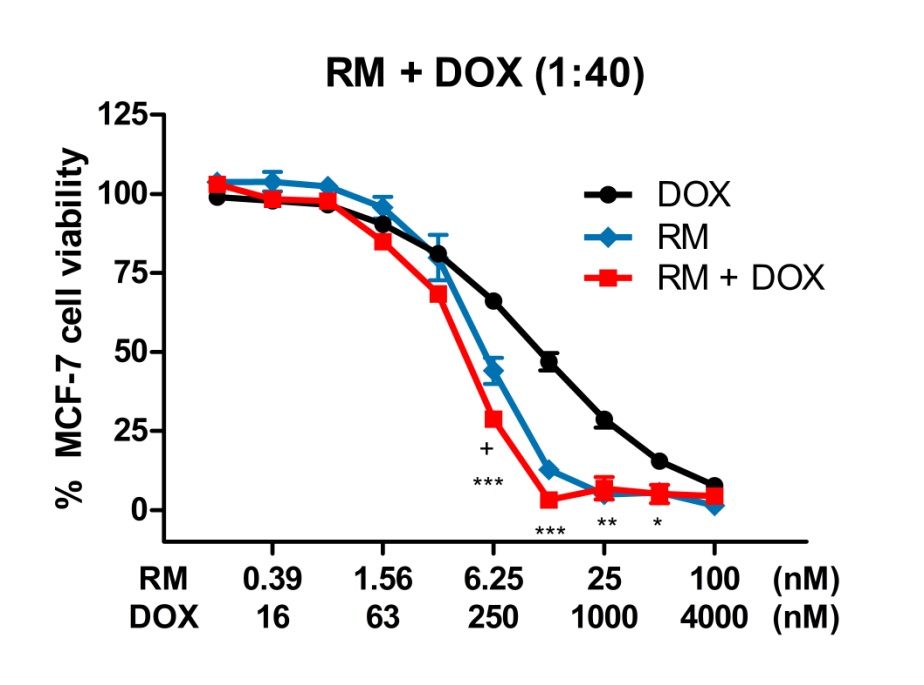

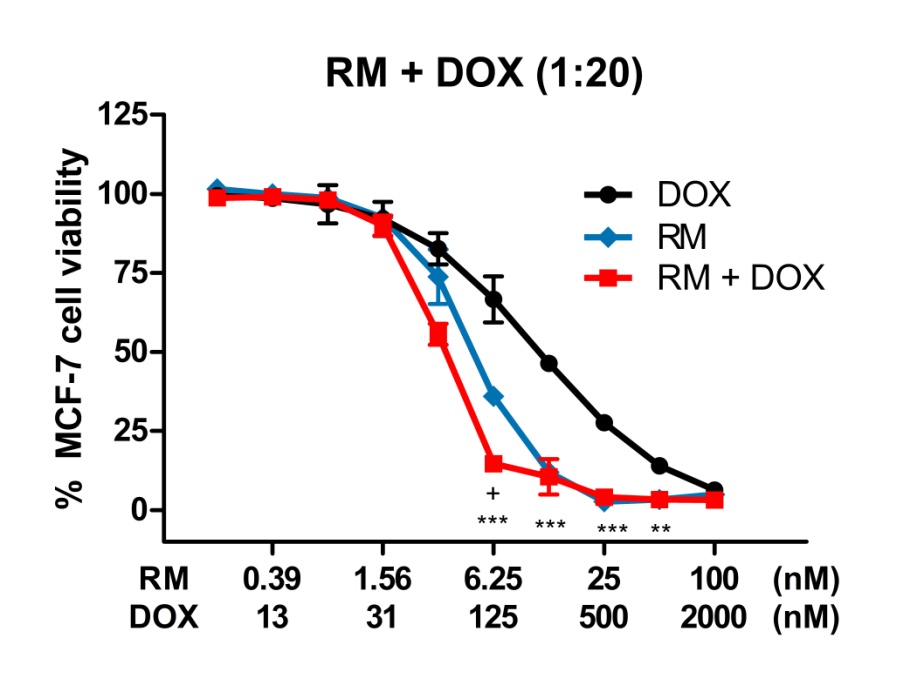

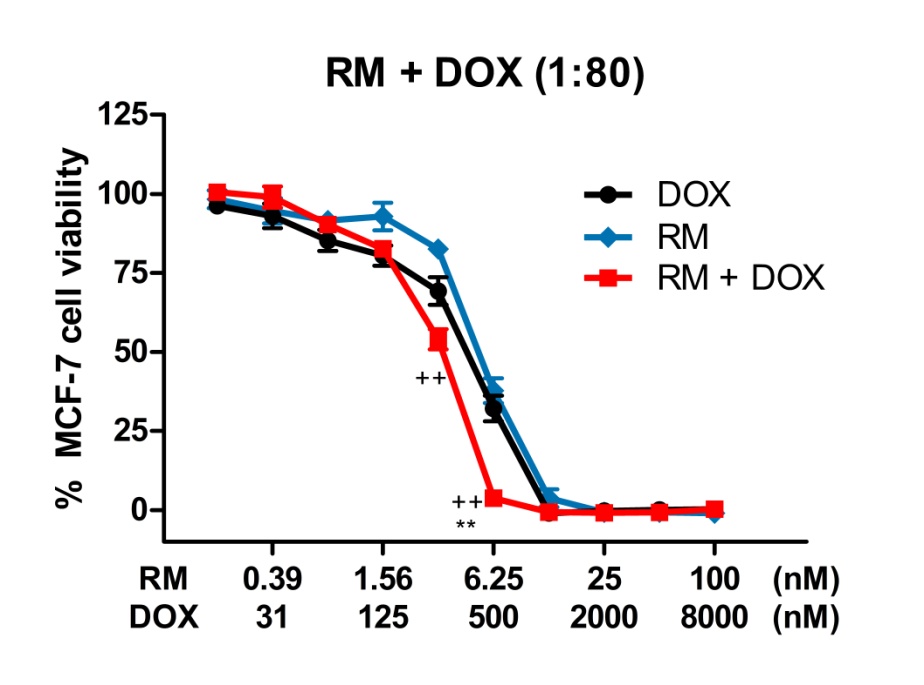

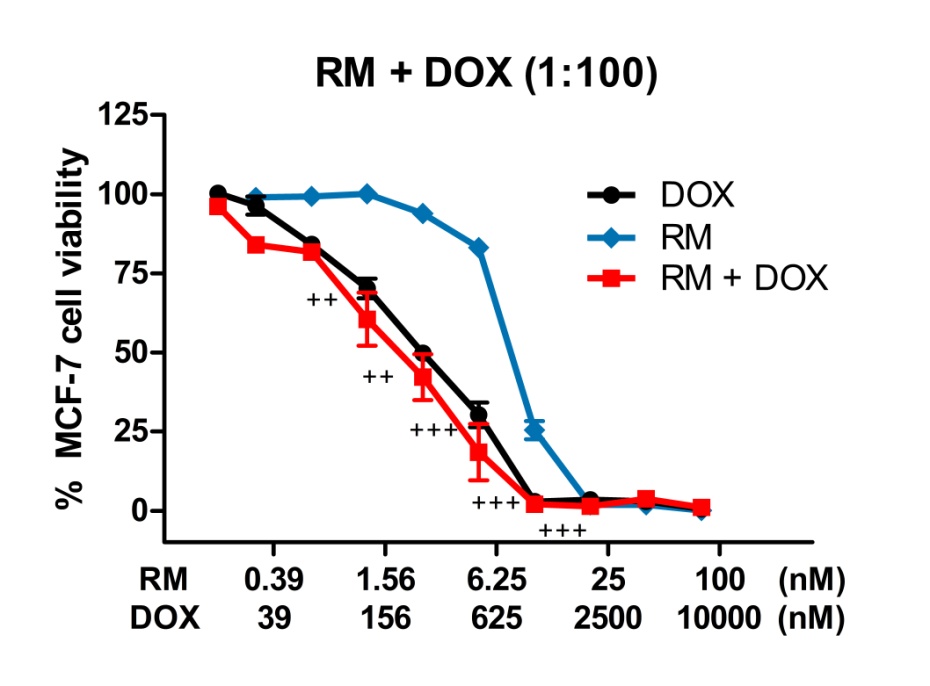
**

**Figure S5. Curve shift-analyses of the different combination ratios of RM + DOX.** Data points are mean ± SEM of three independent trials performed in quadruplicates * *p* < 0.05, ** *p* < 0.001, *** *p* < 0.0001 and + *p* < 0.05, ++ *p* < 0.001, +++ *p* < 0.0001 relative to DOX alone and RM alone, respectively (One-Way ANOVA/Bonferroni).

| **Drug Combination** | **Regimen** | **IC_50_ (nM)** | | | |  | | |  | **IC_95_ (nM)** | | | |  | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  | **Individual** | | **After**  **Combination** | | | **Fold-Change** | |  | **Individual** | | **After**  **Combination** | | | **Fold-Change** | |
|  |  | **RM** | **DOX** | **RM** | **DOX** | | **RM** | **DOX** |  | **RM** | **DOX** | **RM** | **DOX** | | **RM** | **DOX** |
| RM + DOX | 1:100 | 8 ± 0.3 | 323 ± 53 | 2 ± 0.4 | 221 ± 41 | | 4 | 1 |  | 32 ± 7 | 2490 ± 528 | 18 ± 3 | 2187 ± 113 | | 2 | 1 |
| RM + DOX | 1:80 | 5 ± 0.3 | 348 ± 41 | 3 ± 0.1 | 204 ± 10 | | 2 | 2 |  | 14 ± 1 | 2291 ± 366 | 6 ± 1 | 514 ± 45 | | 2 | 4 |
| RM + DOX | 1:60 | 5 ± 0.3 | 348 ± 41 | 3 ± 0.1 | 198 ± 9 | | 2 | 2 |  | 14 ± 1 | 2291 ± 366 | 8 ± 1 | 479 ± 45 | | 2 | 5 |
| RM + DOX | 1:50 | 7 ± 0.4 | 359 ± 58 | 3 ± 0.3 | 137 ± 17 | | 3 | 3 |  | 27 ± 5 | 5868 ± 1895 | 11 ± 1 | 604 ± 74 | | 3 | 10 |
| RM + DOX | 1:40 | 7 ± 0.7 | 451 ± 26 | 4 ± 0.3 | 142 ± 13 | | 2 | 3 |  | 31 ± 9 | 8557 ± 1705 | 13 ± 1 | 576 ± 21 | | 3 | 15 |
| RM + DOX | 1:20 | 4 ± 0.1 | 190 ± 31 | 3 ± 0.1 | 64 ± 6 | | 1 | 3 |  | 25 ± 9 | 2794 ± 779 | 14 ± 4 | 283 ± 86 | | 2 | 10 |

**Table S1.** **Comparison of IC_50_ and IC_95_ of single and combination drug treatments.**

Values are mean ± SEM of multiple independent trials (n ≥ 3). Fold-change was calculated by dividing IC_95_ of the individual drugs to the resulting IC_95_ after combination.

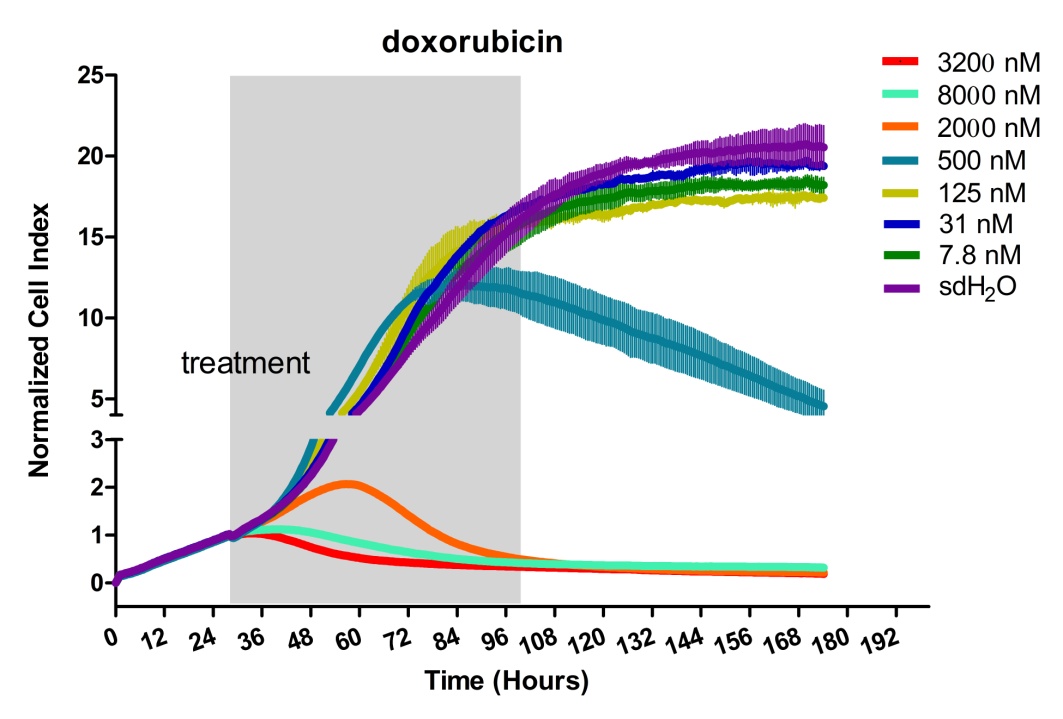

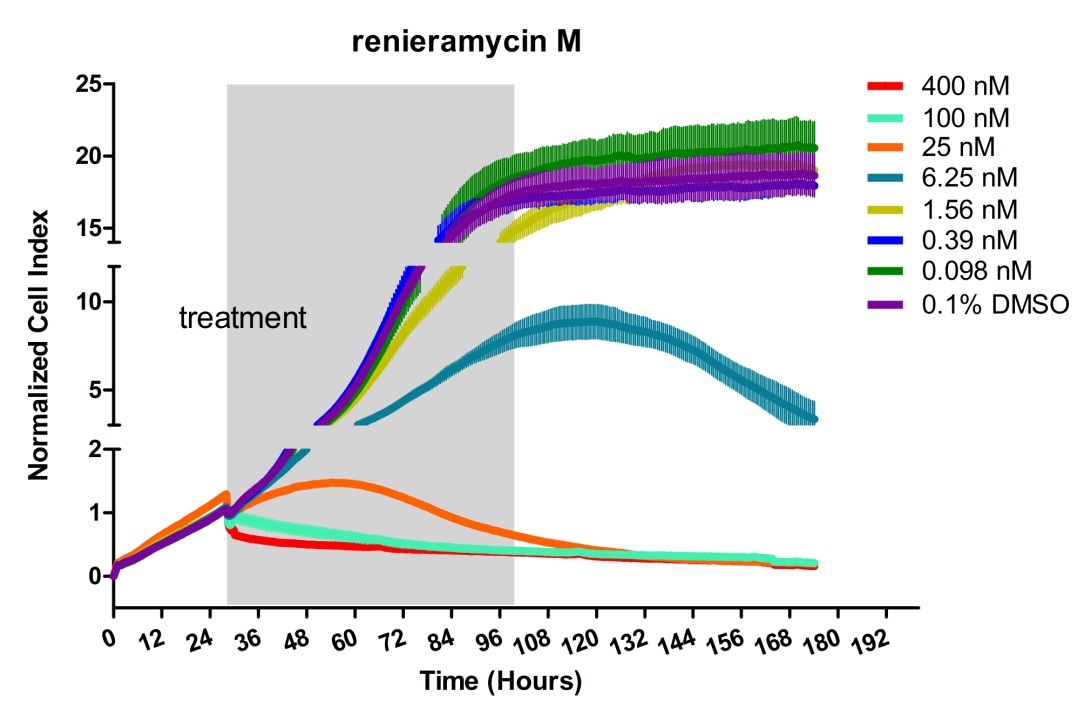

**A**

**B**

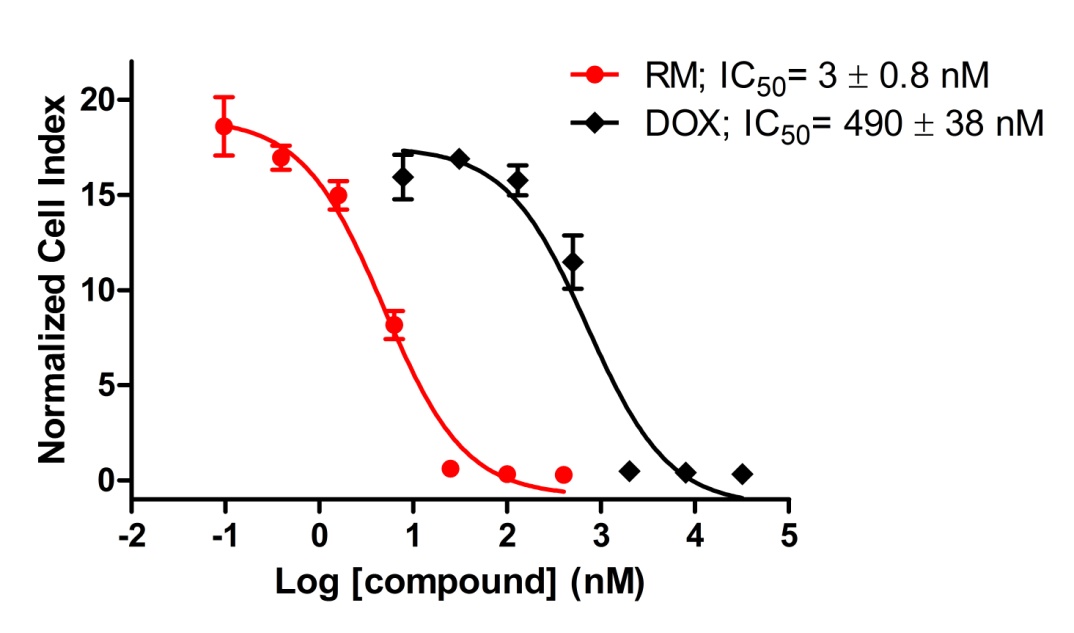

**C**

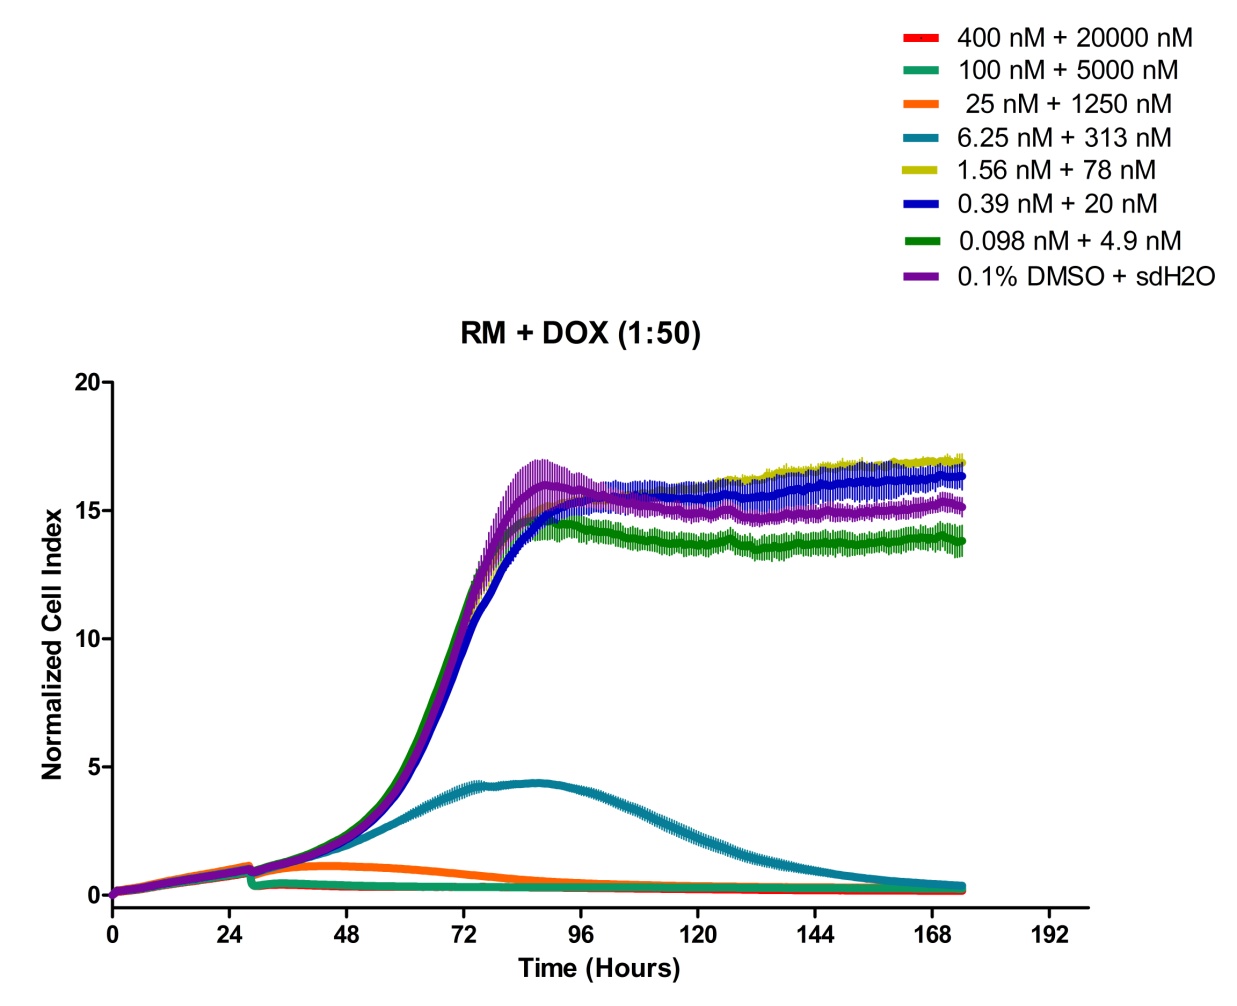

treatment

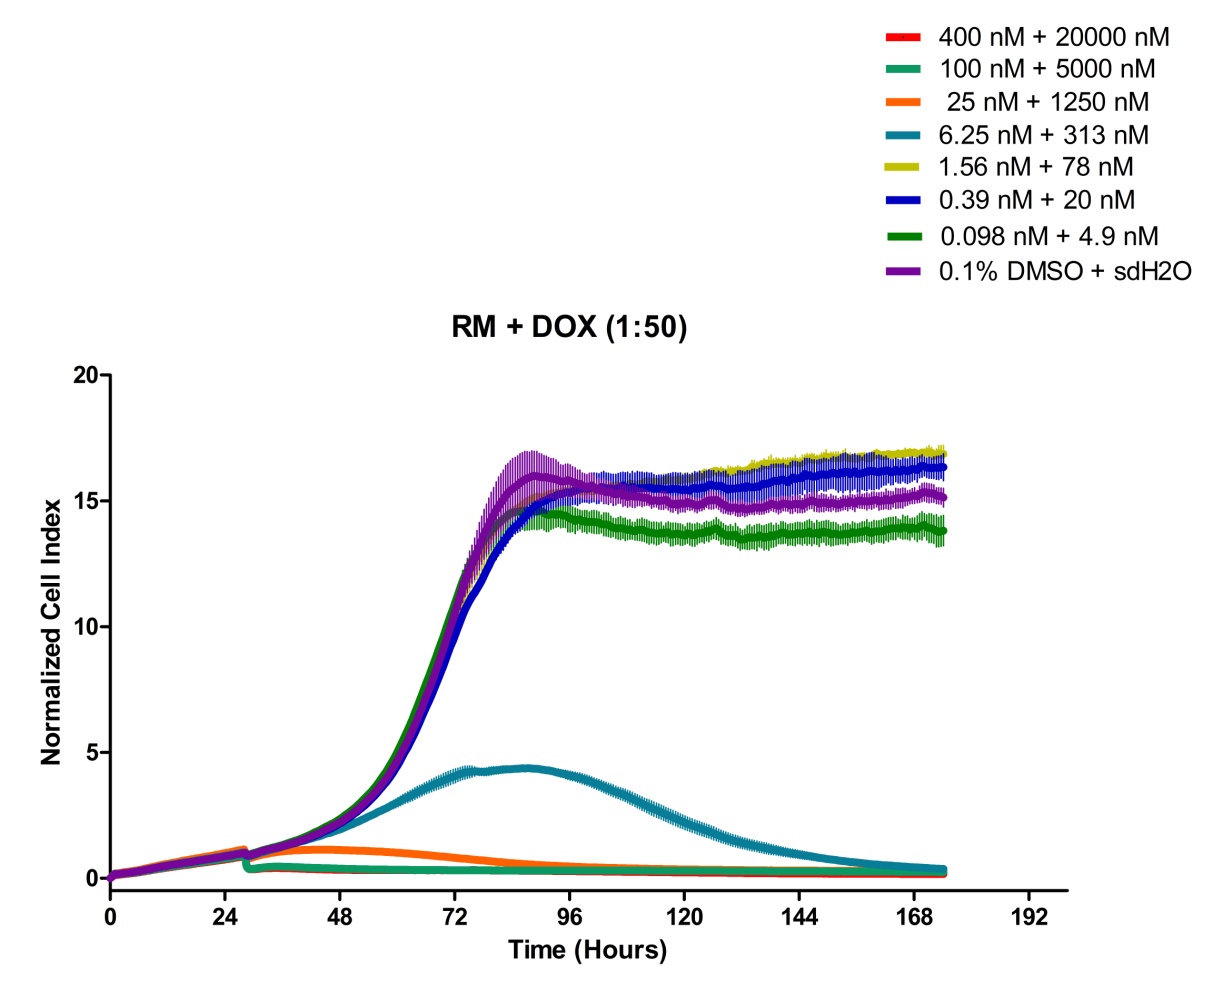

**D**

**Figure S6.** **Dynamic monitoring of the effects of RM and DOX, singly on MCF-7 breast cancer cells.** Kinetic cell response profiles of MCF-7 cells treated singly with **(A)** DOX or **(B)** RM. MCF-7 cells were treated with the indicated concentrations of RM, DOX, and vehicle controls (0.1% DMSO and sdH_2_O) and monitored continuously for 7 days using the xCELLigence System (left panel). The Cell Indices were normalized at the time of compound addition indicated by the arrows. The gray area denotes the 72-hour exposure period. Data points are mean ± SD of (n = 4) of a representative trial. (**C)** Calculation of the IC_50_ in real-time after 72 hours of treatment. Data points are mean ± SD of (n = 4) of a representative trial. The IC_50_ values reported are mean ± SEM of five independent trials. **(D)** Full kinetic cell response profile of MCF-7 cells treated with RM+ DOX (1:50) for 7 days.

**Figure S7.** **Morphological changes in MCF-7 breast cancer cells treated singly, and in combination of RM and DOX for 30 and 48 hrs. (A)** RM-treated cells. **(B)** DOX-treated cells. **(C)** RM + DOX (1:50). Scale bar = 20 μm.

**
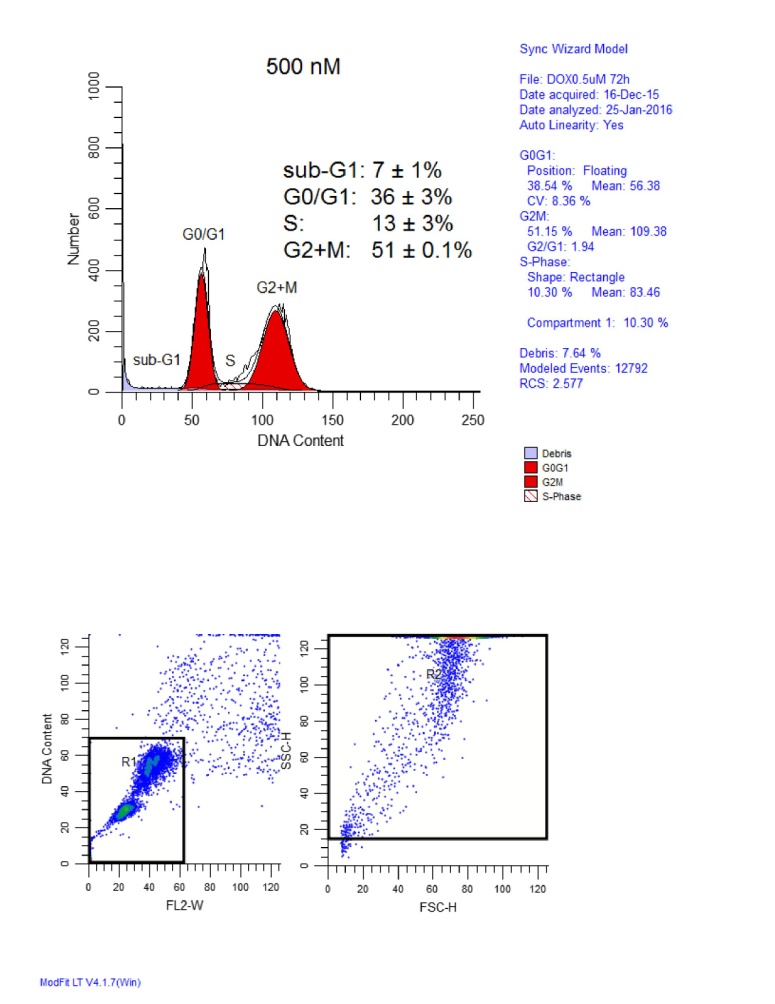

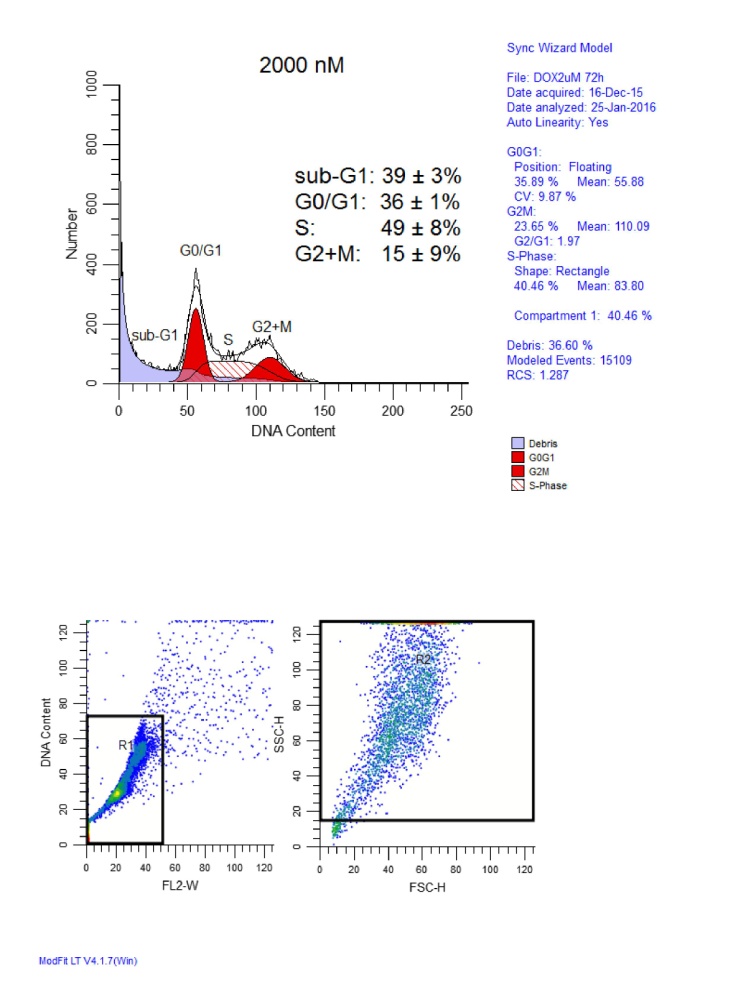

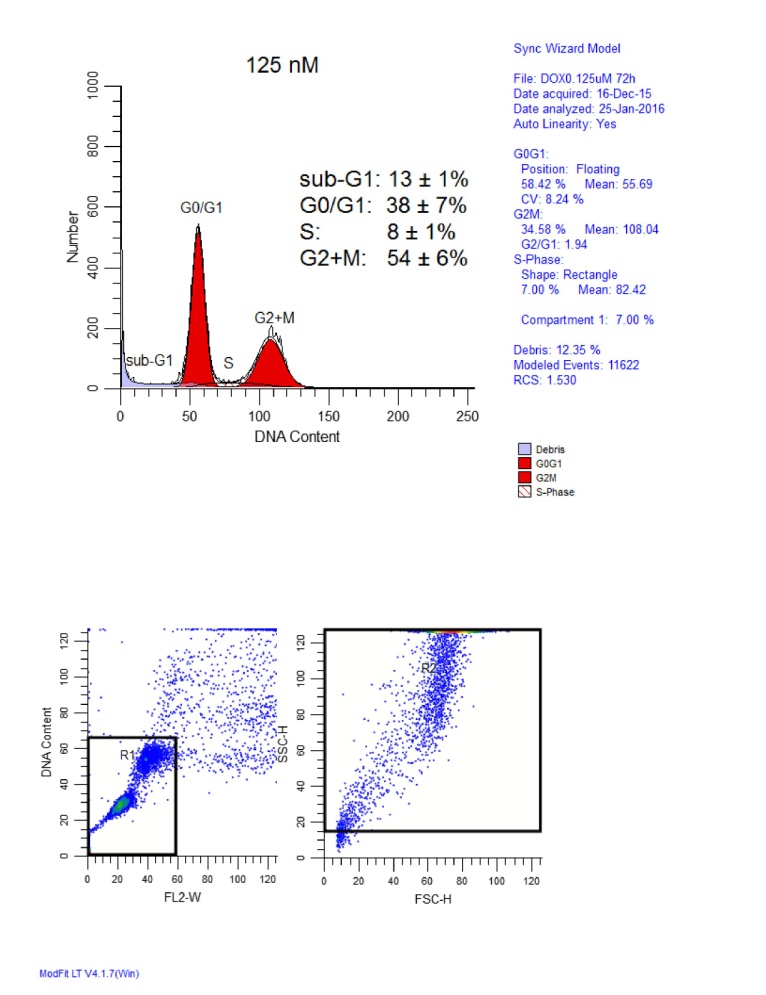

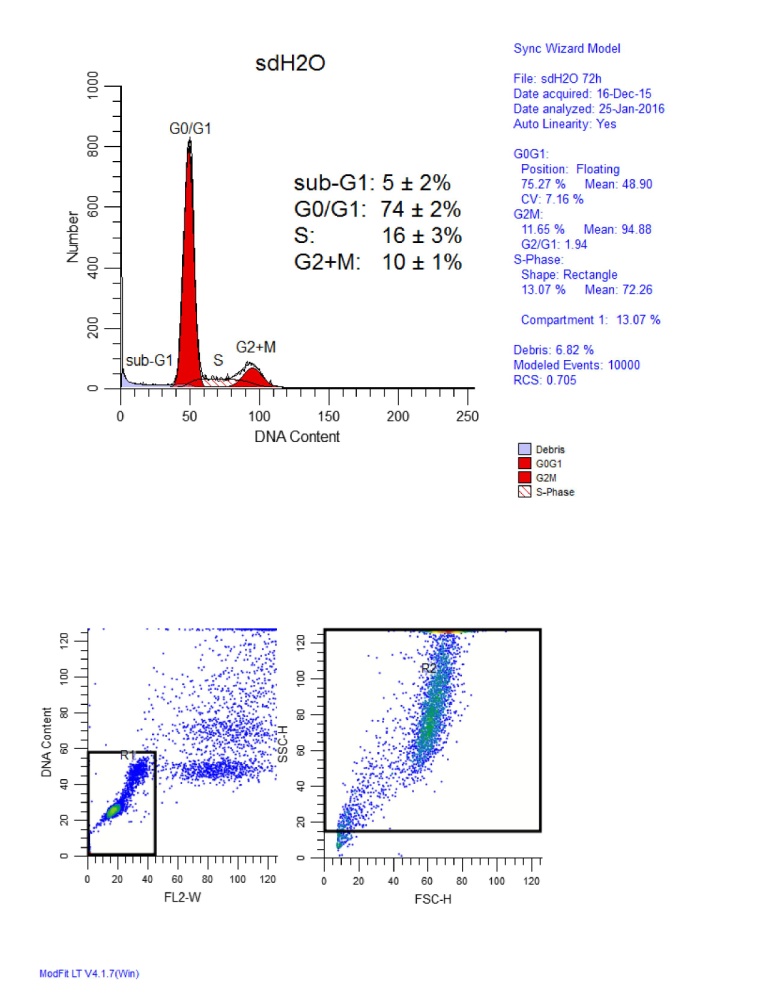

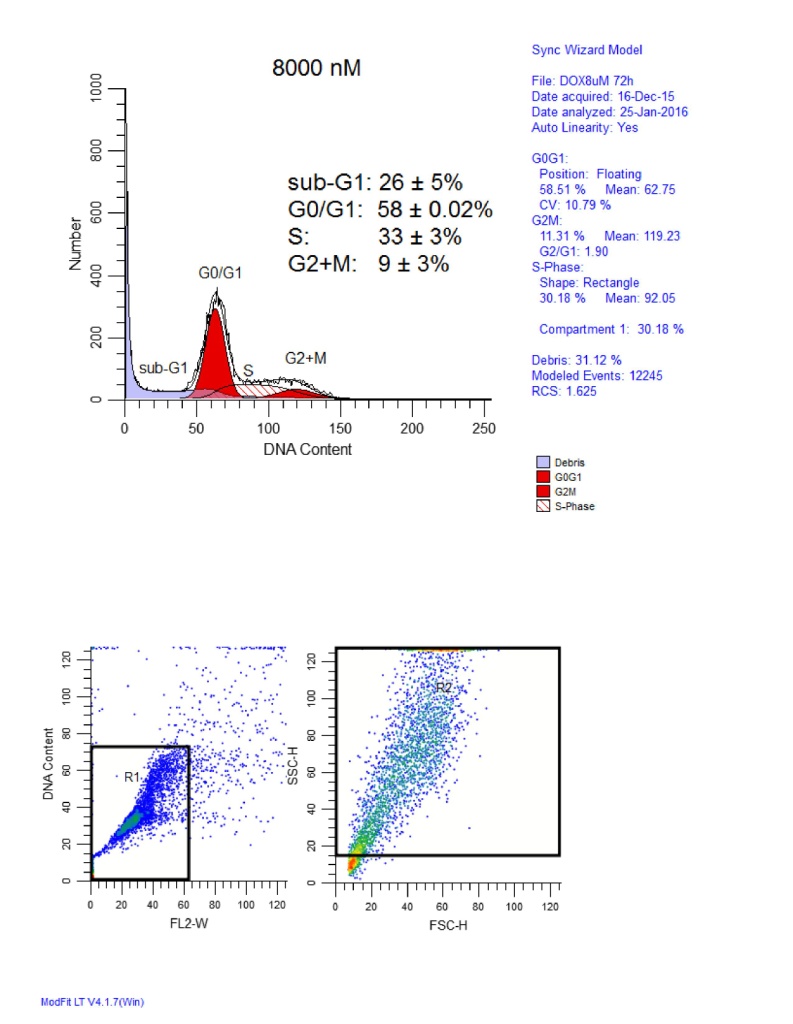

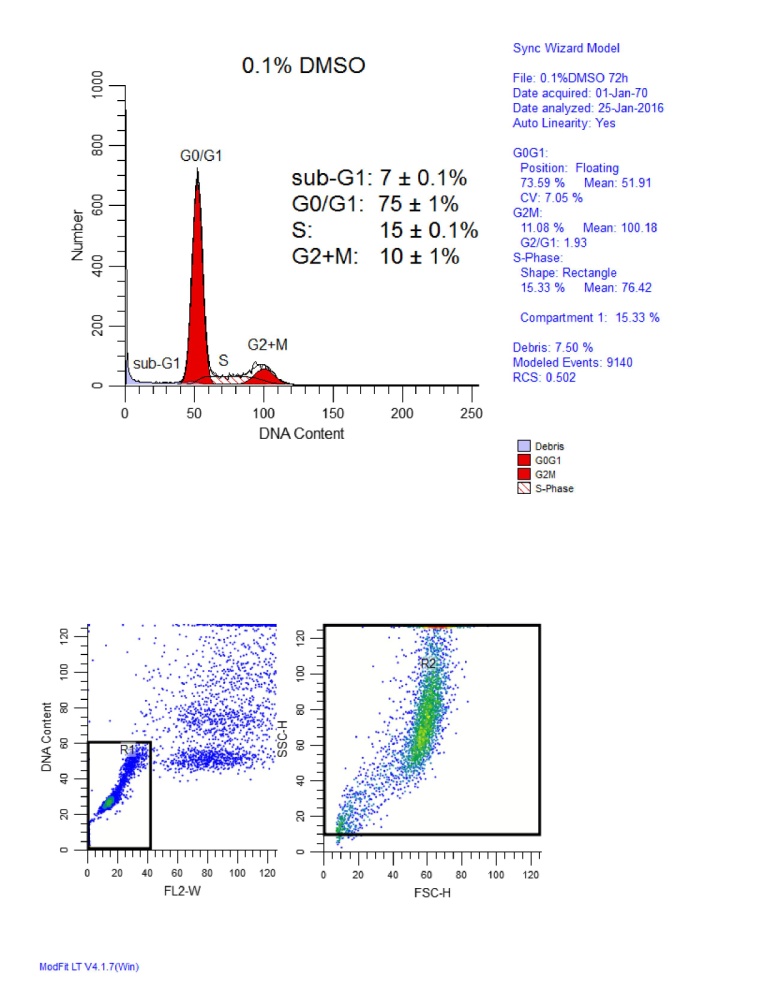

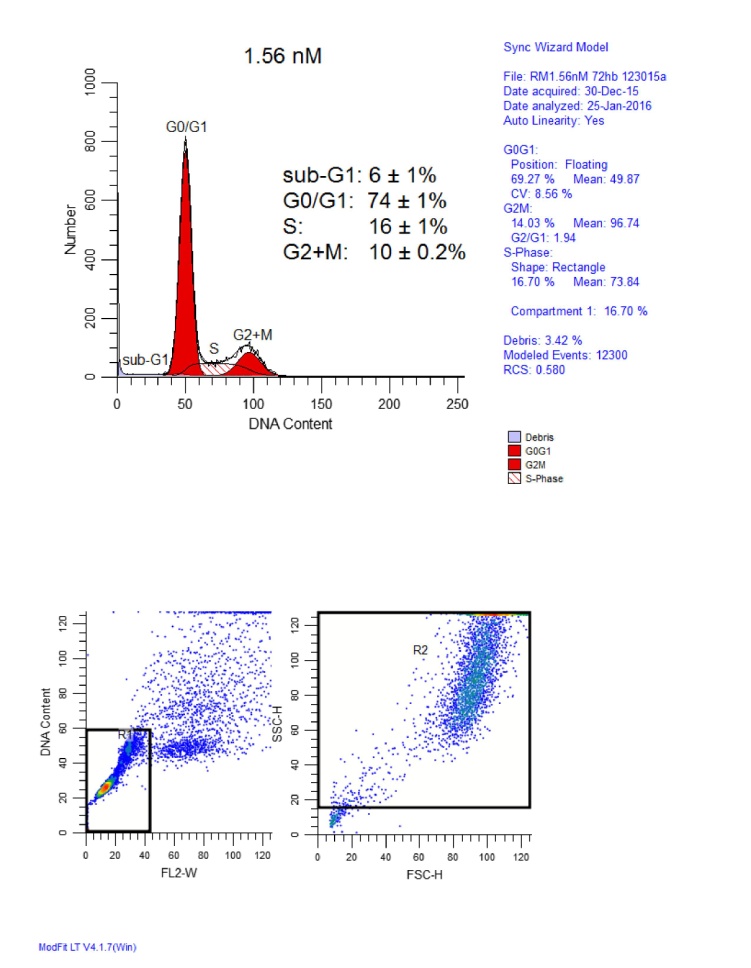

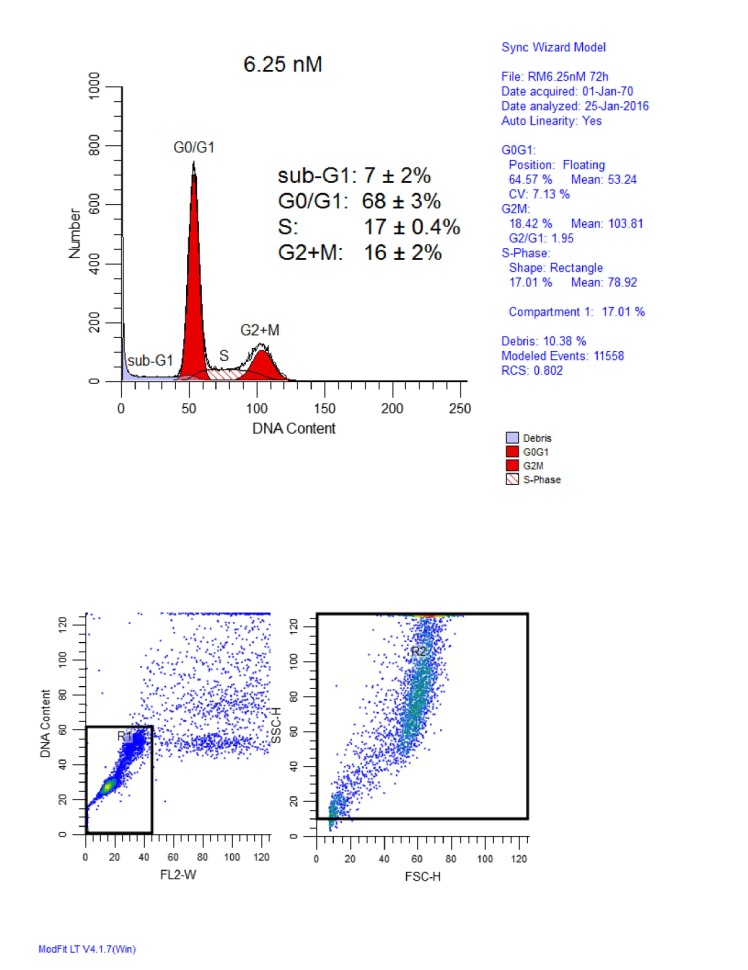

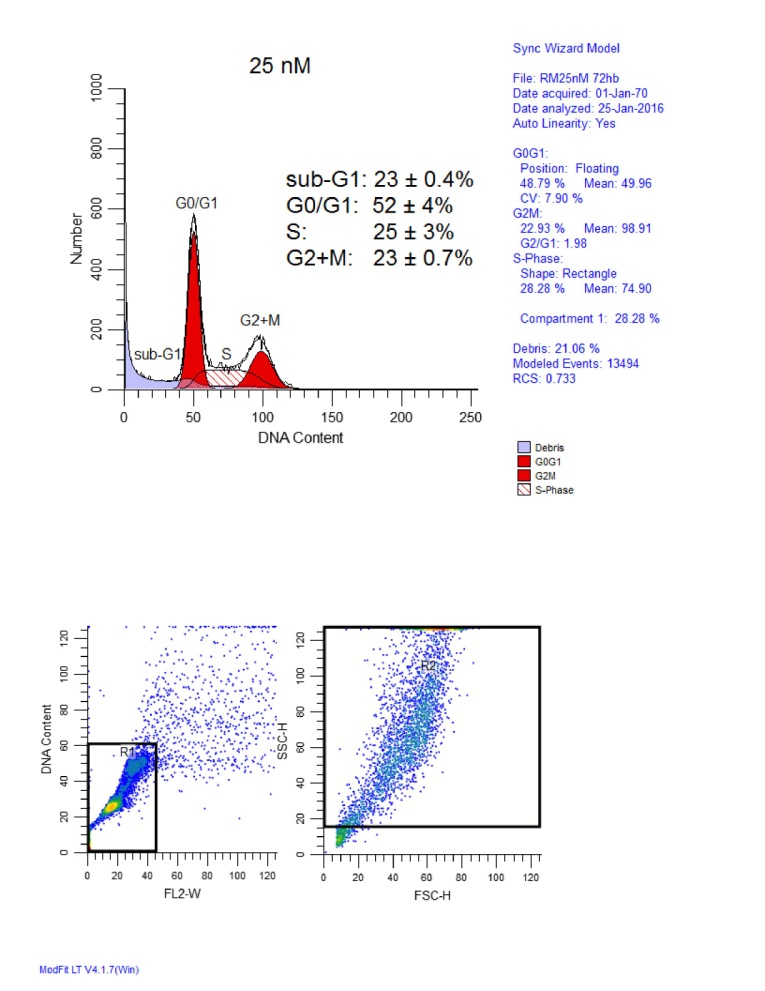

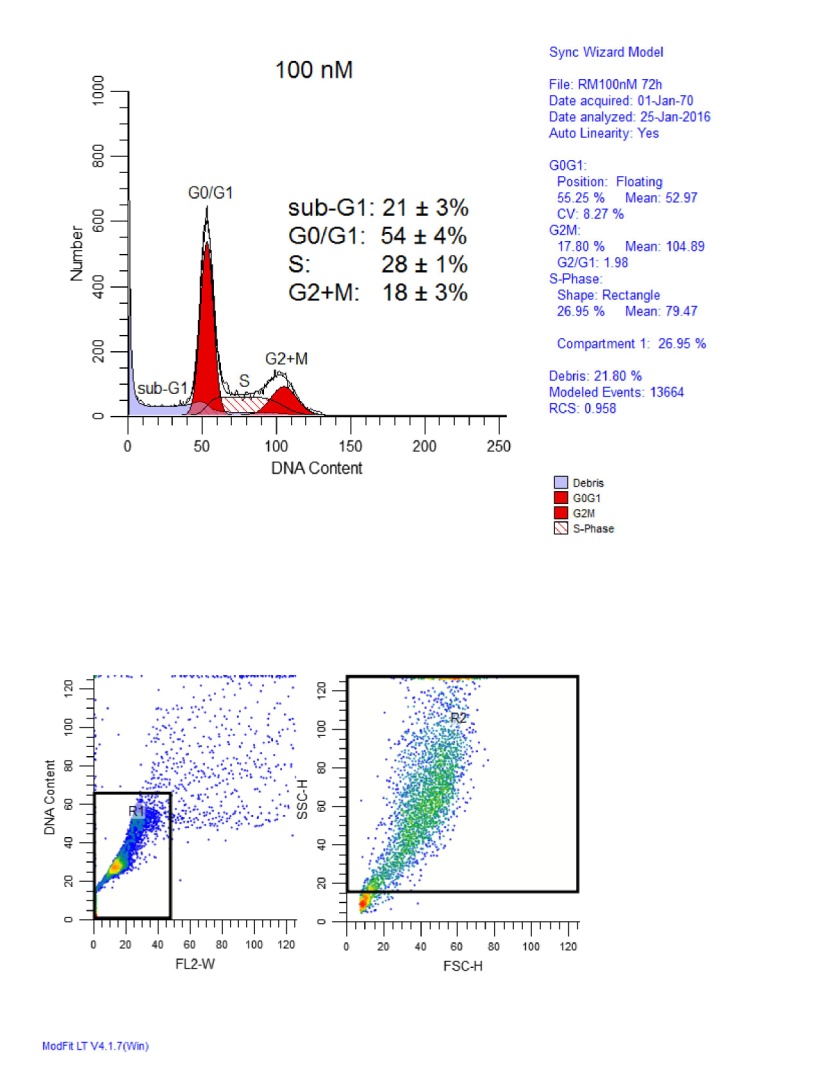
**

*******

*******

*******

*******

*******

*******

*******

******

*****

*****

******

******

******

******

******

*****

******

*****

**B.**

**DOX concentration**

**RM concentration**

**A.**

**
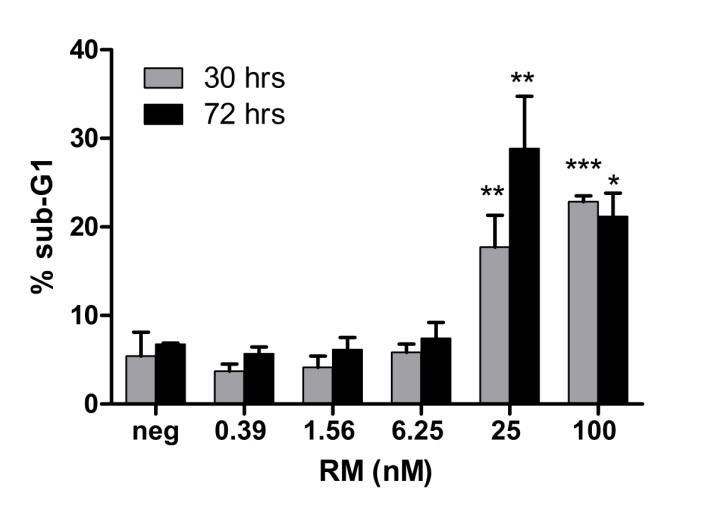
**

**C.**

**
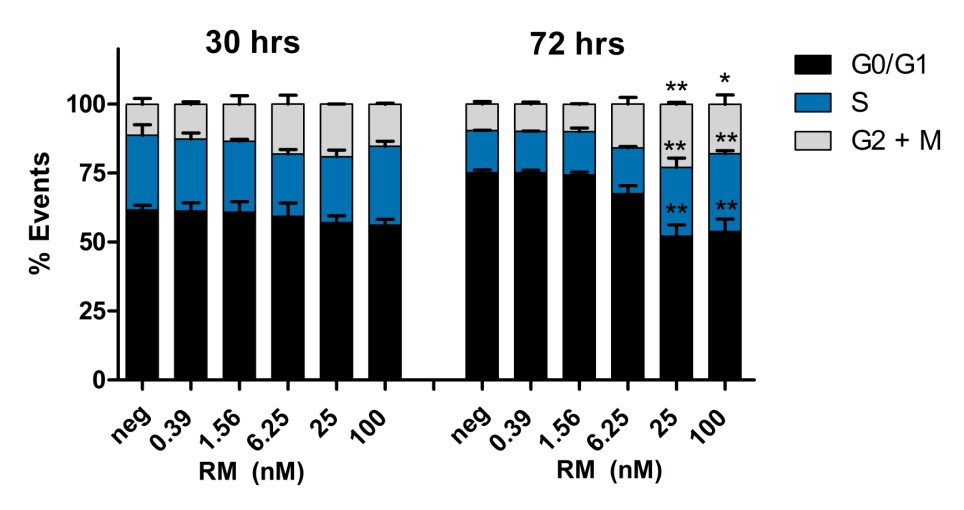
**

**
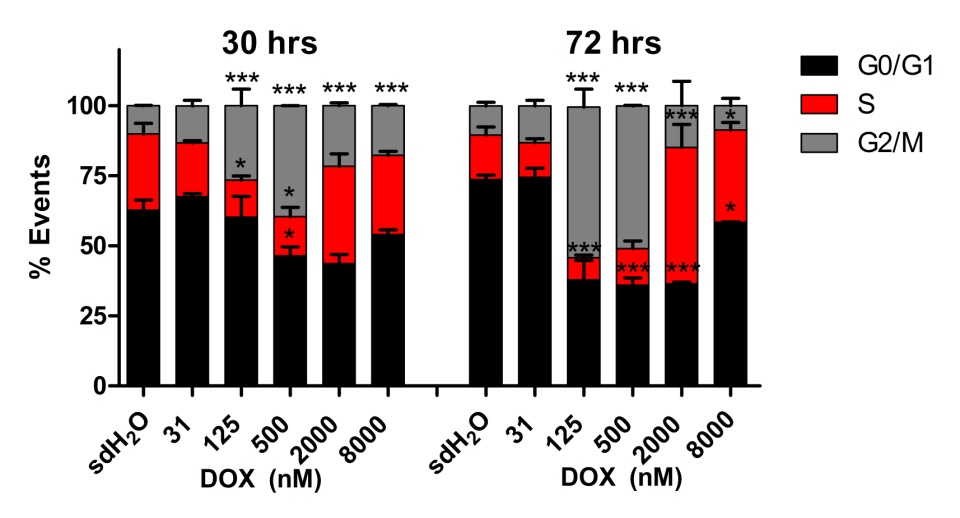

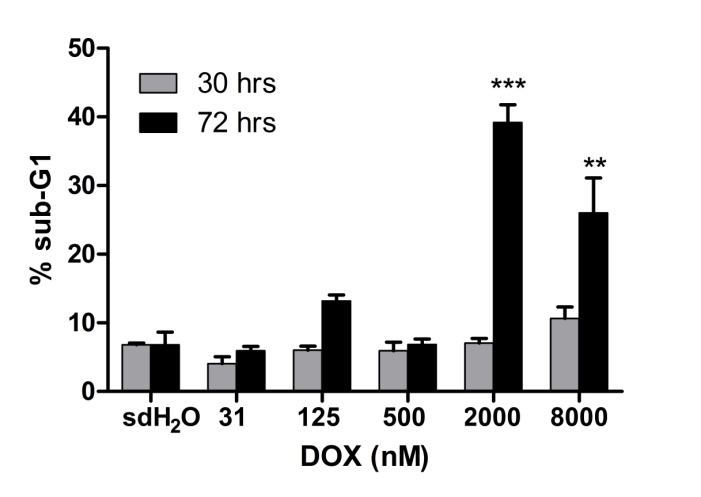
**

**D.**

**Figure S8.** **Effects of RM alone and DOX alone on MCF-7 cell cycle.** **(A-B)** DNA content analysis using propidium iodide (PI) 72 h-post treatment. RM induced an S and G2 arrest at high concentrations (25-100 nM). Lower concentrations of DOX (125 to 500 nM) induced a G2 arrest, while higher concentrations caused a G1 and S arrest. The histograms are representative of three independent trials. The percentages reported are mean + SEM (n = 3). **(C-D)** Time-dependent effects of RM and DOX on the cell cycle stages. 0.1% DMSO (neg) and sdH_2_O served as negative controls. Bars are mean + SEM (n = 3). * *p* < 0.05, ** *p* < 0.001, *** *p* < 0.0001 (One Way ANOVA/Dunnett’s Multiple Comparison Test).

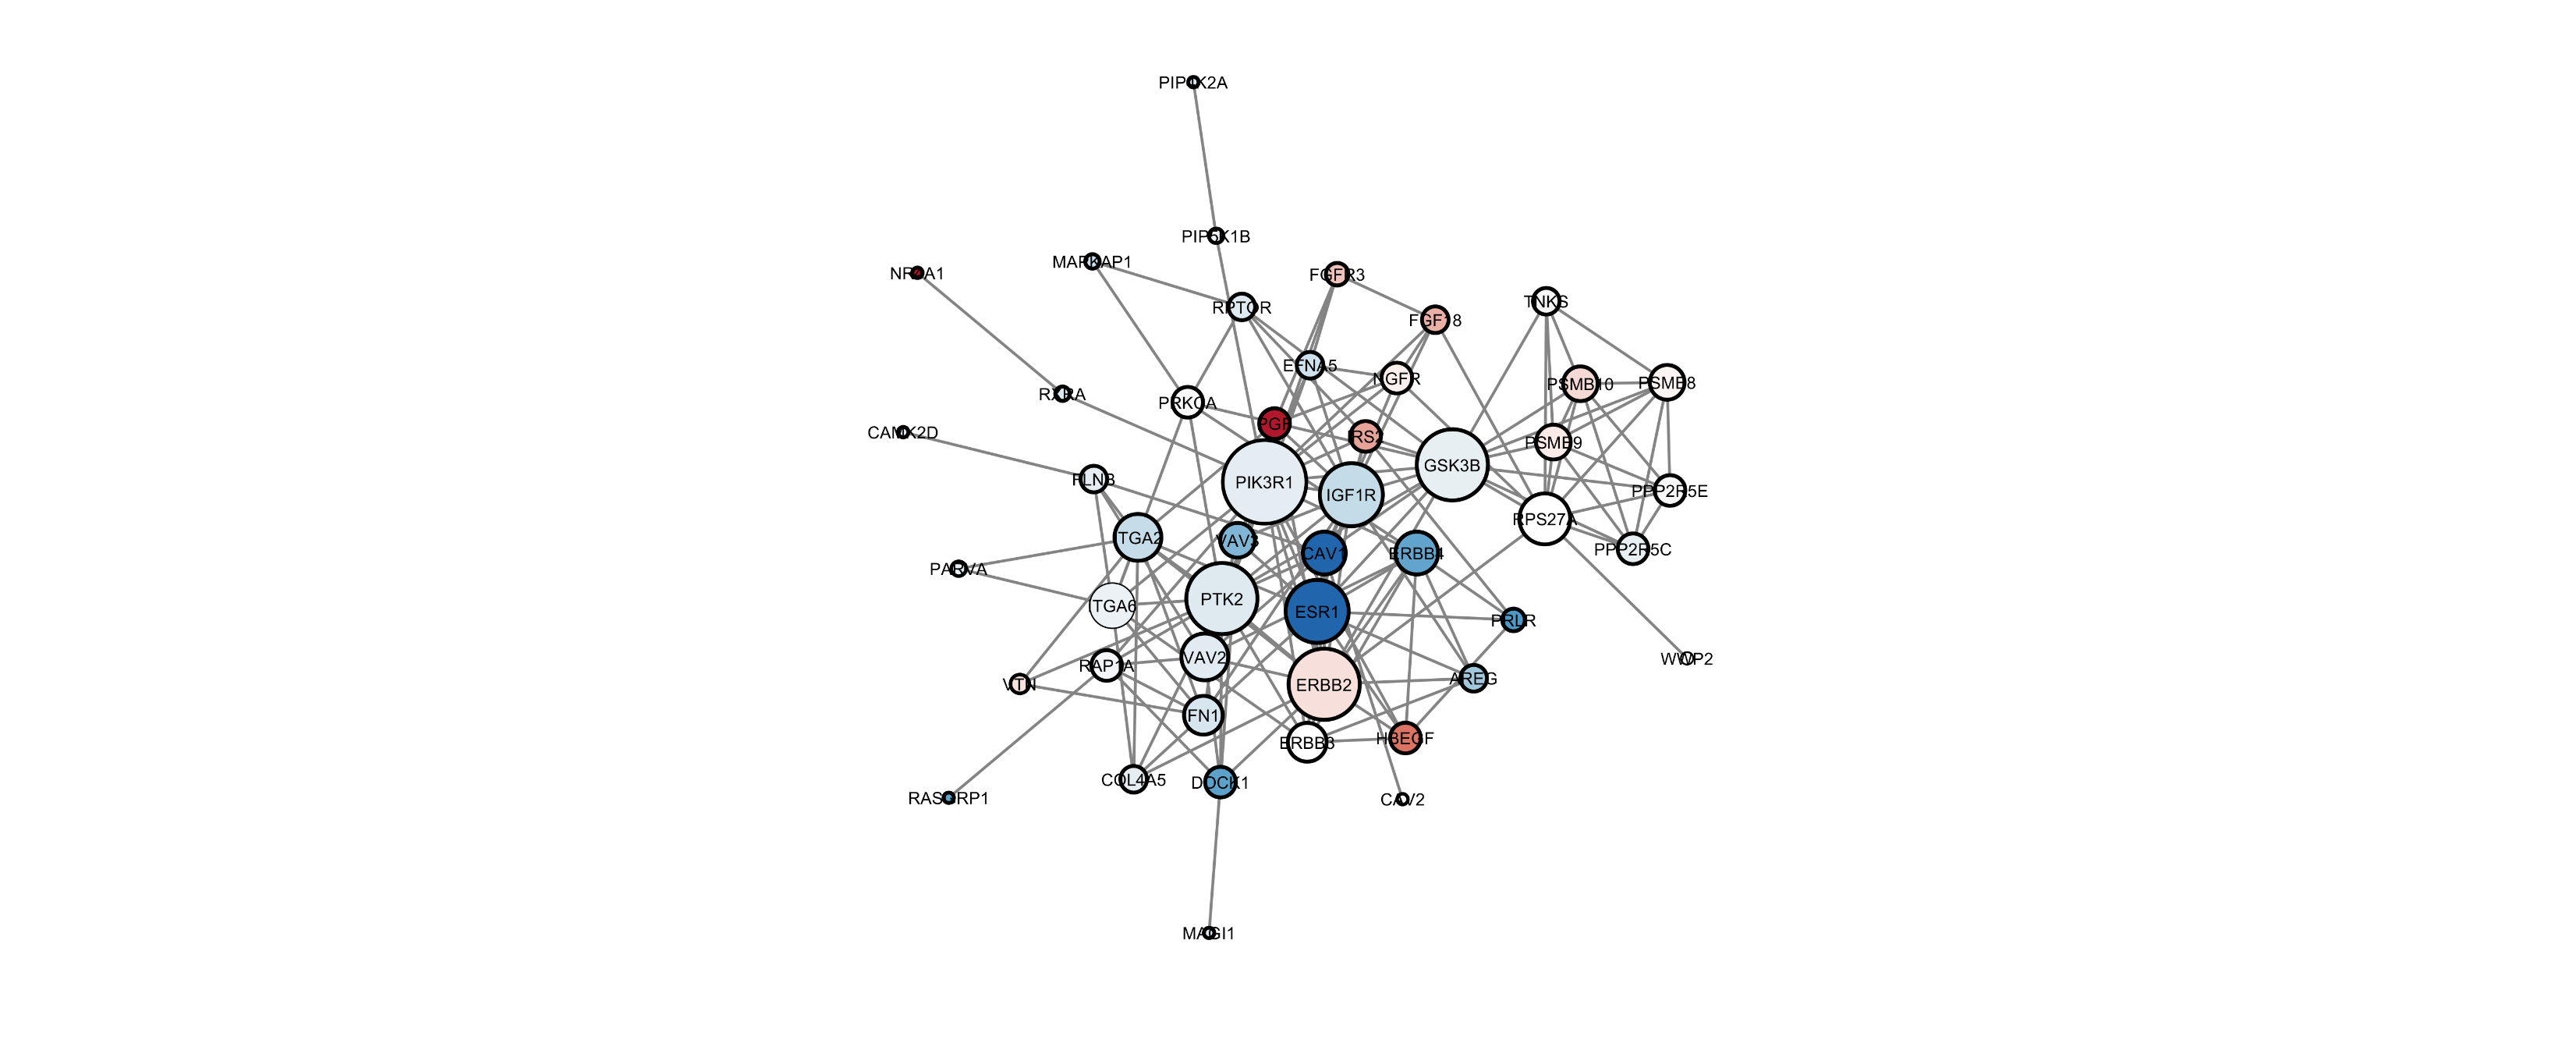

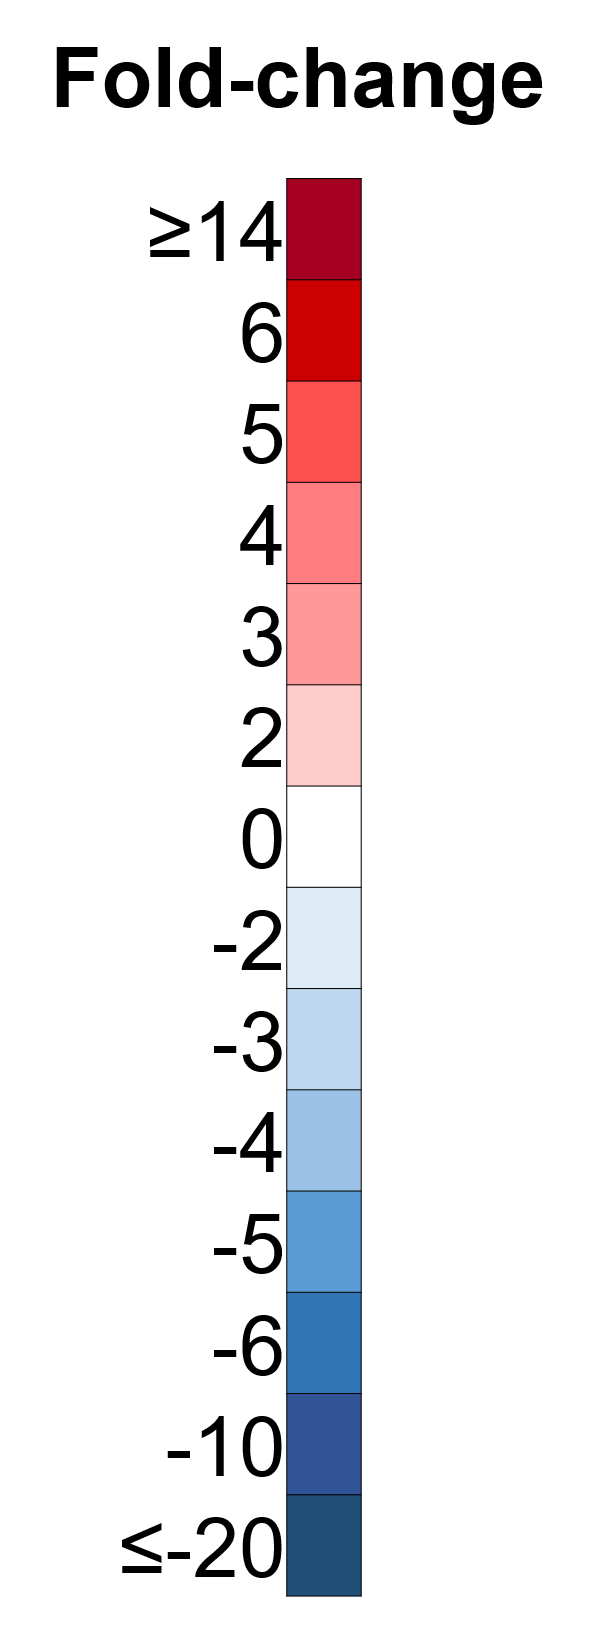

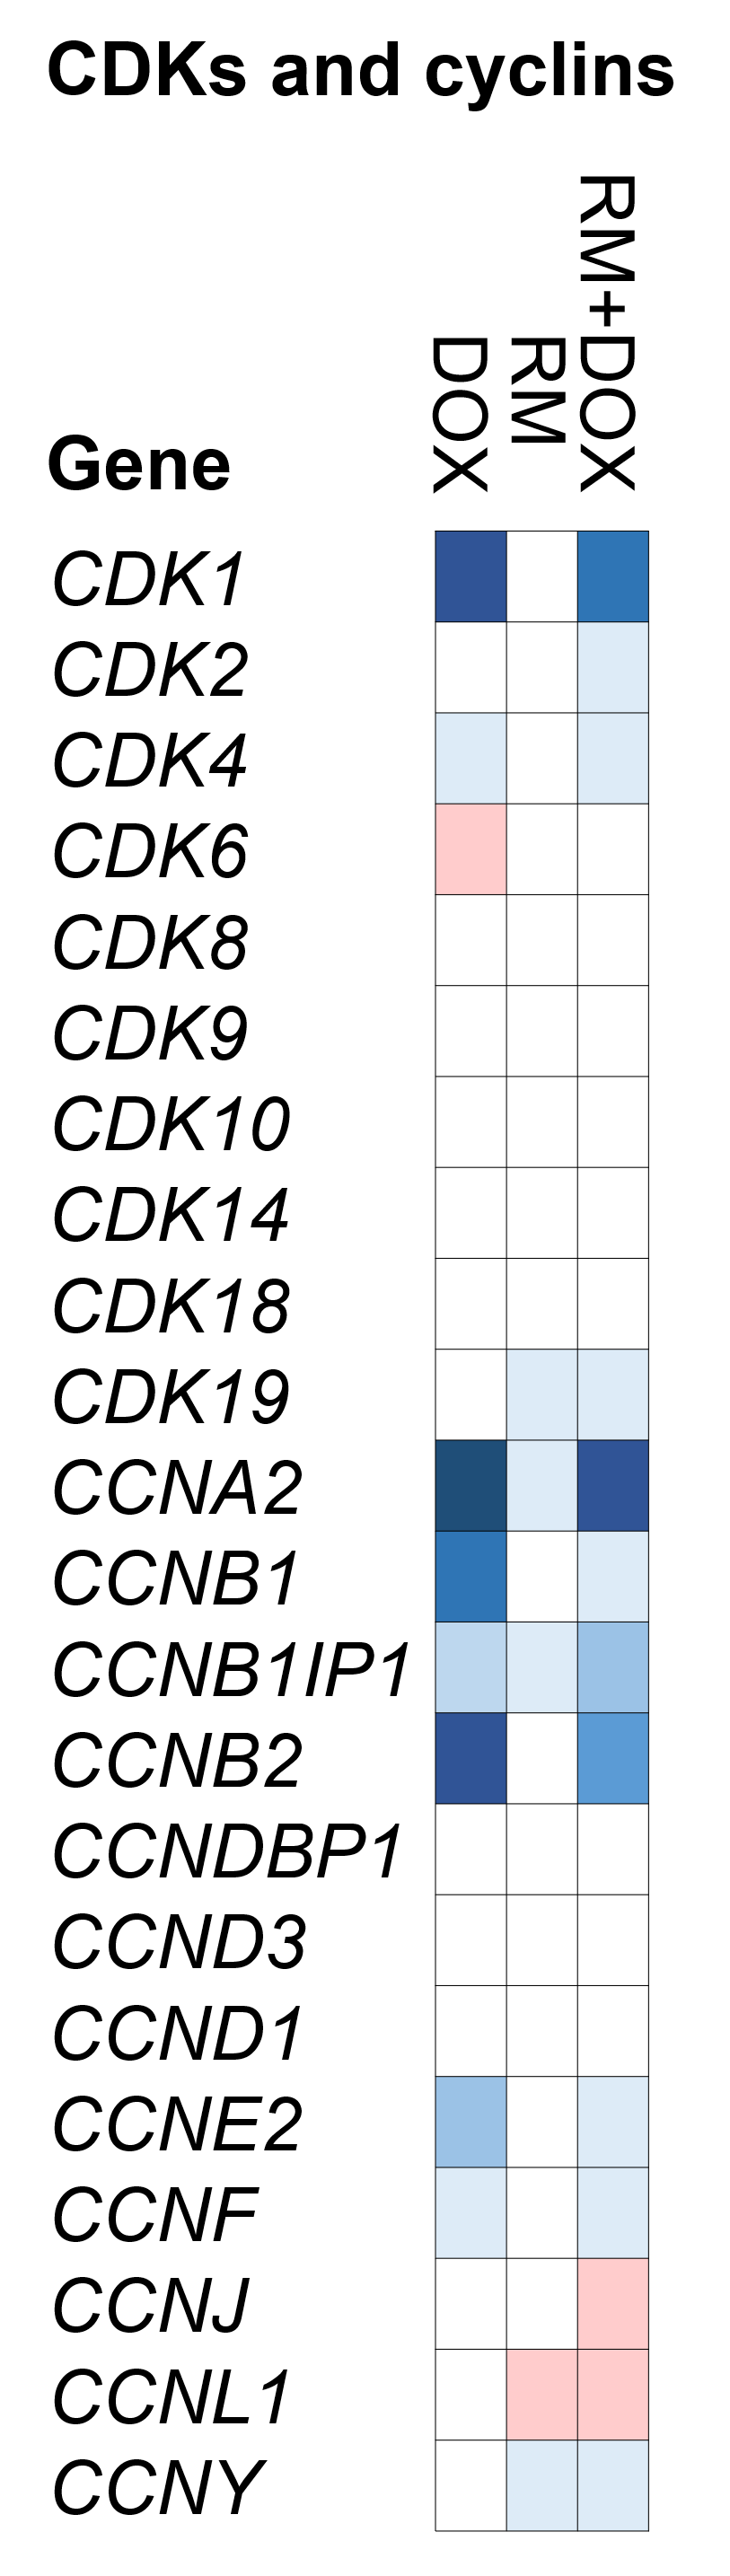

**B.**

**A.**

**Figure S9. (A)** Cyclin-dependent kinases (CDKs) and cyclins affected in MCF-7 after single and combination treatment with RM (6.25 nM) and DOX (3.13 nM). **(B)** Molecular network of genes involved in ErbB/PI3K-Akt and integrin/focal adhesion pathways using STRING database and Cytoscape v.3.6.1. Each node represents a single gene. Size of the nodes, border width, and intensity of color correspond to degree of connectivity, FDR *p*-value <0.05 and fold-change, respectively. Blue = downregulation; red = upregulation.

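CCNB2 and CCNB1, the cyclins that activate CDK1, had log2 changes of -3.53 and -2.62 in DOX and -2.57 and -1.58 in RM + DOX (standard errors 0.13, 0.088, 0.12 and 0.080; n = 2 arrays of DOX and of Neg and 3 of RM + DOX). In RM their log2 changes were -0.41 and -0.50 (adjusted p = 0.0304 and 0.00128). CCNE2 fell by 1.21 in RM + DOX and CDK4 by 1.43. Of the 49 CDKs and cyclins, 8 fell in DOX and 10 in RM + DOX, and none rose (the same counts when adjusted over the list alone). The list passed camera in DOX (adjusted p = 0.00793, and 0.0817 with an estimated correlation) and in RM + DOX (adjusted p = 0.0482, and 0.152 with an estimated correlation), where its median was 0.019 and its mean -0.32. 5 genes, CDK1, CCNB1, CCNB2, CCNA2 and CCNE2, were above the sum of both drugs in the interaction (5 when adjusted over the list alone; camera adjusted p = 0.0357, and 0.177 with an estimated correlation), and CCNE2 not without DOX replicate 1 (0.96), Neg replicate 1 (0.99) or RM+DOX replicate 2 (0.93).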

How the deposited data were processed for this re-analysis (not part of the article)

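Gene expression was measured with 9 PrimeView arrays, 1 per RNA sample, of MCF-7 cells after 60 h in vehicle (Neg, 2 arrays), RM at 6.25 nM (2), DOX at 313 nM (2) or both (3). The authors extracted the signals with GeneChip Command Console and normalized them with RMA (background correction, quantile normalization and summary of probes) in Transcriptome Analysis Console. The deposited values are therefore log2 signals, one per probe set and array. No RNA reads or raw probe intensities were used, so steps before the RMA values could not be repeated.

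The table holds 49395 probe sets. Of these, 44994 are assigned 1 gene symbol, 1832 several symbols and 2569 no gene, 102 of the last being Affymetrix control probe sets. Probe sets with several symbols or none were left out of the gene tests, and the control probe sets were used only to describe the arrays. Entrez identifiers matched 44967 of the probe sets with 1 symbol to RefSeq genes of GRCh38.p14, whose current symbol was used, and 27 kept the symbol of the array annotation. Each of the 18132 genes was represented by its probe set with the highest mean over the 9 arrays; 6397 genes have 1 probe set and 11735 have 2 or more.

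Means of the 4 groups were fitted to all arrays with limma 3.58.1 in R 4.3.3 (data.table 1.17.8 for tables), with empirical Bayes moderation (prior degrees of freedom 5.48, prior SD 0.0881, residual degrees of freedom 5). Comparisons were RM, DOX and RM + DOX with Neg, RM + DOX with DOX and with RM, and the interaction, which is RM + DOX minus DOX minus the difference between RM and Neg. All tests were two-sided. A gene was called a DEG at a Benjamini-Hochberg adjusted p under 0.05 over all genes and at least a 2-fold change, the thresholds of the paper. Background probes averaged 2.39 to 2.42 by group, which sets the floor, and the precision of a mean is limited by the 2 or 3 arrays of each group; the SD of the difference between 2 arrays of a group over all genes was 0.138 to 0.165. The procedure was tested on simulated data with the same array numbers and spread: between RM and Neg, limma called none of 76 genes changed 1.5-fold, which is under the 2-fold minimum, 69 of 69 changed 2.5-fold and 55 of 55 changed 4-fold, 200 of 200 were called in a 4-fold interaction, and none of 17932 unchanged genes was called, at an adjusted p. The simulated noise was independent between genes and arrays and small against the 2-fold minimum, so these outcomes were nearly fixed in advance. They check that the procedure runs as meant. They cannot show how differences in preparation or RNA quality shared by many genes would act.

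Overlaps were compared with the numbers expected from independent calls and with 100 simulated sets in which no gene changed but all comparisons shared the Neg arrays; the same sets gave the slope, correlation and covariance of RM + DOX with the sum of both drugs. Principal components were computed over all genes, centred and not scaled. Arrays were clustered by Euclidean distance over all genes and over the DEGs.

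28 lists of genes of known function were tested with camera, with a preset correlation of 0.01 between genes, and adjusted over the lists of each comparison; an estimated correlation per list was the alternative. They cover DNA replication, mitosis, homologous recombination and the Fanconi pathway, other DNA repair, checkpoint kinases, CDKs and cyclins, histones, p53 targets, intrinsic apoptosis, secreted and NF-κB factors of senescence, interferon, HLA class I and the immunoproteasome, estrogen response, ErbB and PI3K-Akt, focal adhesion and integrins, immediate early genes, NRF2 targets, the integrated stress response, the unfolded protein response, heat shock, cholesterol synthesis, ribosomal proteins, housekeeping genes and markers of luminal, basal, fibroblast, endothelial and leukocyte cells. Lists of genes that the paper or Table S3 names for a pathway were counted only, since they were chosen on these samples. Some of these genes are also in the 28 lists, so those tests are not wholly independent of the paper's choice. Table S3 gives some of its longer gene lists cut short, and only lists that could be read in full were counted.

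Genes are named in the text by rule: every gene the paper names in its account of single genes and in Figure 6C, whose directions had been seen in the paper; the 10 genes with the largest increase and the 10 with the largest decrease in each treatment and in the interaction, among called genes with a mean log2 signal of at least 6 in some group and every treated array beyond every Neg array; the 4 largest called members of each list; and marker and housekeeping genes. This gave 232 genes, and 5 more that the paper names were not tested: the annotation assigns no probe set to BRCA2, RBBP8, TP53 or UBE2D1, and to SLC6A10P only one shared with other genes.

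Alternatives were each array left out in turn; the replicate number as a block; only the 2 groups compared in the fit; limma's variance trend and its robust form; unadjusted p-values; an F-test across the groups; a plain t-test, which the paper names for its general statistics and not for the arrays, with unadjusted and adjusted p-values; a 1.5-fold minimum and no minimum; dim genes with no group mean of 5 or more left out; the mean of a gene's probe sets, or any probe set; arrays centred on their medians, on housekeeping genes or on the poly-A spikes; genes or probe sets for components; and Pearson distance. Centring on the spikes without thr, whose signal differed between replicates, was added after seeing the data. A further list of 77 very long genes was written from general knowledge after the largest changes had been seen; 35 of its 68 measured genes were bright enough to test. Later, and after these results had been seen, the gene lengths of the RefSeq table were matched by symbol to 11865 bright genes, 3 having none, and genes were counted by length; the 35 genes of the list were at least 506 kb long.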

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

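The 2 tests of the mitotic genes, the comparison of lower shares between RM and DOX and the counts by gene length were chosen after their results had been seen; the other tests were set before theirs, although the long genes were listed because some were among the largest decreases seen. Results are listed here because the effect of RM differed with and without DOX by the interaction test, or because a signal lay in genes the paper does not discuss.

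In the interaction, 314 genes differed from the sum of both drugs. Among them were 31 of 41 genes of mitosis, PHGDH, which makes serine, with an interaction of 3.21 on the log2 scale, and ASNS, which makes asparagine, with 2.45. A floor of the arrays was examined for the genes of mitosis alone, so it stays open for PHGDH and ASNS. In the list of p53 targets, 5 genes rose in RM, for which the text of the paper tests no such list alone. Very long genes had a mean log2 change of -1.07 in RM, and the paper does not discuss gene length.

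The mitotic genes fell less in RM + DOX than the sum of their changes in RM and in DOX. A floor of the arrays would hold their deposited signals alike in DOX and RM + DOX, but of all 41 genes of the list, not only those called in the interaction, 73.2% had a higher signal in RM + DOX at an adjusted p under 0.05 (30 genes) and none a lower one, and their lowest signal in DOX was 2.99, against background probes at 2.39 to 2.42. Array scaling as the whole cause is also argued against, since the lowest median interaction of the list under the 3 centrings was 0.54, with the spikes, against 1.23 as deposited. That centring left 3 of the 31 calls. It moved the median below the 2-fold minimum, so a part of the size could come from scaling. It also carries the spread of the spikes into every gene, and how much each of these ended the calls was not tested. The spike centring also turned the median of RM + DOX against DOX from 0.62 to -0.29. Whether these genes were above their DOX level therefore stays open, as does a real difference, which was not tested. The floor was judged on the deposited scaling alone, so a floor acting together with scaling also stays open.

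The largest decreases in RM include several very long genes. A list of 35 bright long genes, written from general knowledge and without those that raised the question, was lower than the other genes in RM by camera (p = 2.11e-08, and p = 0.00272 with an estimated correlation), with 18 lower and none higher. By gene length in RefSeq, 46.9% of 113 bright genes of 500 kb or more and 33.4% of 583 of 200 to 500 kb fell in RM, against 0.753% of 2790 under 10 kb; in DOX these shares were 7.08%, 5.66% and 2.80%. Degraded RNA as the cause is argued against, since the actin gap was alike in RM (0.67) and DOX (0.66) while the mean of the long genes was lower in RM than in DOX by a log2 difference of -0.83 (-1.07 in RM and -0.24 in DOX). What lowered them stays open: that RM blocks transcript elongation is a hypothesis that was not tested, which nascent RNA measured along long genes could decide, and other features that long genes share were not tested either.

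Among genes changed at least 2-fold, more were lower than higher in RM; without a minimum fold 3088 were lower and 4166 higher (42.6% lower), so the pattern belongs to the larger changes. For these, array scaling as the whole cause is argued against, since at least 70.2% of the DEGs were lower under each of the 3 centrings. Degraded RNA stays open: the lower share in RM exceeded that in DOX by 20.0 points at a like actin gap, but DOX had more lower genes (592 against 501) and its share was smaller because more genes rose, so the test does not decide. Of 479 bright genes with a known length that fell in RM, 195 were of 200 to 500 kb and 53 of 500 kb or more, while under 10 kb 21 fell and 56 rose, so the share followed gene length, for a reason that stays open.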

How the results depend on the processing

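The spike-in centring without thr was chosen after the spike signals had been seen; all other settings were planned. In each setting that leaves a group with 1 array, that array is assumed to vary like the other groups. Two-group fits, the variance trend, the robust variance, unadjusted p-values and the F-test gave the same counts in RM, DOX and RM + DOX. A 1.5-fold minimum gave 1931 DEGs in RM, 2523 in DOX, 4039 in RM + DOX, 2088 for RM + DOX against DOX, 1846 against RM and 1152 in the interaction; of these, 1013 were shared by DOX and RM + DOX alone, 753 by RM and RM + DOX alone, 932 by all treatments, 1341 were in RM + DOX alone and 47 in RM and DOX alone. No minimum gave 7254, 6647, 9151, 6253, 5907 and 2658 DEGs and 1730, 2056, 3708, 1657 and 381 in the same parts, for RM + DOX against DOX with 43.7% lower (53.3% at 1.5-fold, against 64.9%). A plain t-test with adjusted p-values gave 60 DEGs in RM, 39 shared by RM and RM + DOX alone, 20 by all treatments and 1289 in RM + DOX alone. Averaging probe sets gave 426 DEGs against DOX, and any probe set 375 shared by all treatments and 13 by RM and DOX alone. Centring on the spikes gave 4259 DEGs in RM + DOX, 4884 against DOX and 1500 against RM, 602 shared by RM and RM + DOX alone and 3001 in RM + DOX alone; without thr these were 5151, 5584, 1599, 712 and 3743, with 1047 in RM and 702 in the interaction. With the spikes, 91.4% of DEGs were lower in RM, 95.6% in RM + DOX, 99.5% against DOX, 95.3% against RM (48.7% as deposited) and 95.5% in the interaction (33.4% as deposited); the median over all genes became -0.13, 0.15 and -0.73 in RM, DOX and RM + DOX, -0.88 against DOX, -0.62 against RM and -0.73 in the interaction, since the centring subtracts spikes that were highest in RM + DOX. Without thr the lower shares were 93.8%, 96.8%, 99.7%, 95.7% and 95.6% and the medians -0.20 in RM, 0.083 in DOX, -0.82 in RM + DOX, -0.90 against DOX, -0.63 against RM and -0.68 in the interaction. Housekeeping centring gave 52.0% lower against DOX and a median of 0.14. Leaving out each array in turn gave 614 to 694 DEGs in RM, 1027 to 1068 in DOX, 1858 to 1997 in RM + DOX, 616 to 706 against DOX, 560 to 665 against RM and 293 to 363 in the interaction; 544 to 565, 321 to 356 and 228 to 248 shared by DOX and RM + DOX, RM and RM + DOX, and all treatments; 730 to 857 in RM + DOX alone; and a distance to DOX minus that to RM of -1.19 to 0.943. Over the DEGs that distance was -3.16, and with scaled genes the first component held 38.9%. With an estimated correlation 7 lists passed in RM, 5 in DOX, 2 in RM + DOX and 2 in the interaction. With the replicate number as a block, counts were 647, 1030, 1989, 705, 666 and 340, 15, 11, 15 and 10 lists passed (none with an estimated correlation in limma's camera), and ERBB2 in RM + DOX had 0.94; the labels call the 2 RM arrays 1b and 3, numbered 1 and 2 here, so the block and the next check may set unlike preparations side by side; whether equal numbers pair the arrays was checked by the correlation across genes of replicate 1 minus 2 between groups, which was -0.072 to 0.086, so these numbers showed no pairing. The named genes that turned direction were BCL2 (-1.08), ERBB3 (1.01) and RFC5 (-1.25) in RM + DOX, RFC5 in DOX (-1.67) and RERG in the interaction (1.36), all with any probe set, and IL6 in the interaction (1.13) without Neg replicate 2, where its lowest value was -0.27 without RM+DOX replicate 3. Except for the spikes, the thresholds and array or gene removal, the cause was not tested.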

Differences from the paper's values

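The paper gives 1005 DEGs in RM (the paper's value, at the same thresholds of 2-fold and adjusted p under 0.05), against 647 here. Of the alternatives set before the data were examined, those without RM replicate 1 (694), with any probe set (937) and with the arrays centred on the spikes (898) were within 1.5-fold of the paper's value and the others were not. DOX (1030) and RM + DOX (1926) also had fewer DEGs here than in the paper. Of these 3 settings, any probe set came nearest the paper there too (1289 and 2460), while the spikes gave 1030 and 4259. Which rule the paper used for genes with several probe sets was not tested. In Fig. 6A, read by eye, the paper has about 790 genes lower and about 220 higher in RM, against 501 and 146 here. For the lower genes, the same 3 settings came within 1.5-fold (566, 742 and 821); for the higher genes, those without Neg replicate 2 (154), without RM replicate 2 (160), with any probe set (195) and with housekeeping centring (177) did, and the others did not. In Fig. 6D, read by eye, about 130 genes are in RM alone, against 60 here, and only any probe set (92) came within 1.5-fold. There, about 15 genes are shared by RM and DOX alone, against 8 here, with any probe set (13) and the spikes (10) within 1.5-fold and the others not. About 390 genes are shared by all treatments in Fig. 6D, read by eye, against 236 here, with any probe set (375) and the spikes (271) within 1.5-fold and the others not.

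Of 39 statements of the paper on single genes in RM, 27 were met here, of 35 in DOX 32 and of 41 in RM + DOX 34. The paper has MCM2, MCM6, MCM7 and MCM10 lowered by RM, and here their log2 changes of -0.91, -0.76, -0.73 and -0.64 fell short of 2-fold; all 4 were called at 1.5-fold, with no minimum and with any probe set, MCM2 also with the spikes, MCM10 also with probe sets averaged, and MCM6 and MCM7 also with the spikes without thr, a setting chosen after seeing the values. It has PSMB10 raised by RM (0.90 here, called at 1.5-fold, with no minimum, with any probe set and without RM replicate 2). BRCA1, ATM and CHEK1 are described as lowered by RM: BRCA1 (-0.86) was called at 1.5-fold, with no minimum, with any probe set, with the spikes and without Neg replicate 2; CHEK1 (-0.99) at 1.5-fold, with no minimum, with averaged or any probe sets, with median centring, with the spikes and without Neg replicate 1 or RM replicate 2; and ATM (-0.15) under no setting. The paper also has CCNL1 (0.72), ERBB2 (0.72) and PIK3R1 (-0.75) changed by RM, called here at 1.5-fold, with no minimum and with any probe set (PIK3R1 also with the spikes without thr, chosen after seeing the values), and ERBB3 raised (0.18), called with any probe set.

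In DOX, the paper has RFC5 lowered, where the brightest probe set gave 1.00 and any probe set -1.67; ATM lowered (-0.31, called with no minimum, with any probe set and without RM+DOX replicate 1 or 2); and PARP1 lowered (just short of 2-fold here, called at 1.5-fold, with no minimum, with housekeeping centring and without Neg replicate 2 or DOX replicate 1). PARP2 and CHEK2, named with it, did fall.

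In RM + DOX, the paper has ANAPC10, ORC5 and RPA2 changed; here they had -0.91, -0.75 and -0.83, and all 3 were called at 1.5-fold, with no minimum and with the spikes, ANAPC10 also without RM+DOX replicate 1 and the others with any probe set. ERBB3 is raised in the paper and had -0.64 here (1.01 with any probe set). PIK3R1 (-0.99) was called at 1.5-fold, with no minimum, with averaged or any probe sets, with the spikes and without Neg replicate 2 or RM+DOX replicate 1. IL6 (0.45) was called with no minimum, with averaged or any probe sets and without Neg replicate 2, RM replicate 1 or RM replicate 2. BCL2 is lowered in the paper and had 0.15 here (-1.08 with any probe set). The paper presents some genes as exclusive to RM + DOX. Of 7 such apoptosis genes, 6 were DEGs there alone, but none was called in the interaction with the main settings. Without Neg replicate 2 the interaction of IL6 was 1.13. A call needs a 2-fold departure from the sum of both drugs, so smaller departures are not excluded.

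Figure 6C names TPX2, NUSAP1 and HMMR among repressed genes, which the text describes as more repressed by the combination; here they fell by 3.58, 3.51 and 3.46 in RM + DOX and by 4.77, 4.87 and 4.78 in DOX. Of the 16 repressed genes it names, 10 were less lowered in RM + DOX than in DOX and 6 (RERG, CTNND2, MYB, PKIB, SYTL5 and ESR1) were lower in RM + DOX than in either single treatment. These counts are as deposited. With the arrays centred on the spikes, the median log2 difference of RM + DOX from DOX over all genes was -0.88 in place of 0.032. The count of 10 can therefore depend on the centring.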

Other observations

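PHGDH and ASNS, which supply amino acids, fell in every treatment. PHGDH, the first enzyme of serine synthesis, was 8.28-fold lower in RM (standard error 0.077, adjusted p = 1.6e-08), 18.6-fold lower in DOX (standard error 0.077, adjusted p = 1.84e-10) and 16.7-fold lower in RM + DOX (standard error 0.070, adjusted p = 1.54e-10; n = 2 arrays of Neg, RM and DOX and 3 of RM + DOX), and ASNS, for asparagine, 3.49-fold, 7.26-fold and 4.63-fold lower. NUPR1, a stress regulator of chromatin, had log2 changes of -2.36, -2.59 and -2.52. CTH, which makes cysteine, and ATF3, a stress transcription factor, rose in RM + DOX by 4.03 and 3.42, more than in RM (1.66 and 1.13) or DOX (1.80 and 1.50); ATF3 in RM was not a DEG without Neg replicate 1 (0.96). Of 30 genes of the integrated stress response, 7 fell and 2 rose in RM, 10 fell and 3 rose in DOX, and 10 fell and 3 rose in RM + DOX (the same counts when adjusted over the list alone). The list was lower than the other genes by camera in RM (adjusted p = 1.34e-09, and 0.0490 with an estimated correlation), DOX (6.68e-06, and adjusted p = 0.0817 with an estimated correlation) and RM + DOX (1.15e-04, and adjusted p = 0.0998 with an estimated correlation). In the interaction 5 genes were above the sum of both drugs (by camera adjusted p = 1.65e-14, and 0.0326 with an estimated correlation). Whether a floor of the arrays held their signals up in RM + DOX was not tested.

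NR4A3, NR4A1 and NR4A2, immediate early genes for nuclear receptors, rose in RM + DOX by 2.50, 2.21 and 2.05 on the log2 scale (standard errors 0.11, 0.10 and 0.096), and DUSP1, which switches off MAP kinases, by 1.49, 1.20 and 2.24 in RM, DOX and RM + DOX. EGR3, an early growth response factor, was 2.61-fold lower in RM and 6.05-fold lower in RM + DOX, and MYC had a log2 change of -1.75 in DOX. Of 19 such genes, 4 rose and 2 fell in RM, 1 rose and 1 fell in DOX, and 8 rose and 1 fell in RM + DOX (the same counts when adjusted over the list alone). As a list they passed camera in DOX (adjusted p = 0.00715, and 0.0817 with an estimated correlation) and RM + DOX (adjusted p = 0.00227, and 0.0697 with an estimated correlation) and not in RM (adjusted p = 0.203). In RM + DOX the median of the list, 0.77, became -0.041 with the arrays centred on the spikes.

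Some genes that DOX changed were nearer the Neg level when RM was present too. FAM83D, of the spindle, had log2 changes of -2.57 in DOX (standard error 0.12, adjusted p = 4.57e-08) and -0.31 in RM + DOX (standard error 0.11, adjusted p = 0.0352), with an interaction of 2.62 (adjusted p = 1.17e-05). ACTG2, a smooth muscle actin, had 2.53 in DOX and 0.19 in RM + DOX (interaction -2.45, adjusted p = 1.36e-05), and STAT4, a transcription factor of cytokine signals, 2.23 and 0.082 (interaction -1.90, adjusted p = 1.17e-05). CD36, a fatty acid transporter, rose by 3.22 in DOX and had 0.79 in RM + DOX (adjusted p = 7.61e-04).

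CD14 rose by 1.73 in RM (standard error 0.17, adjusted p = 2.71e-05), 1.69 in DOX (standard error 0.17, adjusted p = 1.94e-05) and 3.22 in RM + DOX (standard error 0.16, adjusted p = 2.93e-08). No other leukocyte marker was a DEG. Cholesterol synthesis genes passed camera in RM (adjusted p = 0.00720, and 0.290 with an estimated correlation) and not in DOX (adjusted p = 0.250) or RM + DOX (0.418). Of the 14, IDI1 rose in RM by 1.00, which ended as a call without Neg replicate 2 (0.98) or RM replicate 2 (0.90), and SC5D rose in RM + DOX by 1.16 (1 gene each, and 1 when adjusted over the list alone). Of 15 heat shock genes, HSPB8 rose in DOX (1.18) and HSPA6 in RM + DOX (1.02, and not without Neg replicate 1, at 0.99, RM+DOX replicate 1, at 0.97, or RM+DOX replicate 2, at 0.90); the list did not pass camera (adjusted p = 0.0552, 0.924 and 0.117 in RM, DOX and RM + DOX). Of 19 genes of the unfolded protein response, ATF6 fell in RM (-1.42) and RM + DOX (-1.33), and in RM + DOX XBP1 fell (-1.39) and DNAJB9 rose (1.06); this list did not pass camera either (adjusted p = 0.203, 0.953 and 0.954). The 23 ribosomal protein genes had median log2 changes of -0.014, -0.13 and -0.15 in RM, DOX and RM + DOX, with no DEG by limma, at an adjusted or an unadjusted p, and passed camera in DOX (adjusted p = 0.00431, and 0.0817 with an estimated correlation) and RM + DOX (adjusted p = 0.0111, and 0.123 with an estimated correlation).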
